# Elevated MyoD1 levels expand genome-wide binding and the repertoire of regulated genes

**DOI:** 10.1073/pnas.2605749123

**Published:** 2026-06-16

**Authors:** Oscar N. Whitney, Gina M. Dailey, Joseph K. McKenna, Xavier Darzacq, Robert Tjian

**Keywords:** transcription regulation, transcription factor dosage, MyoD1

## Abstract

Transcription factor (TF) upregulation accompanies many cellular state transitions, yet how increased TF abundance impacts gene regulation remains unclear. Two broad models are often invoked, whereby higher TF levels amplify the expression of preexisting target genes, or, by mass-action binding, expand genome engagement and regulation to lower-affinity sites. We sought to elucidate how these two regulatory modes contribute to cell differentiation in a well-characterized myogenic system by upregulating the expression of the myogenic TF MyoD1 in C2C12 myoblasts. Unexpectedly, elevated MyoD1 levels impaired myoblast fusion (a hallmark of myogenic differentiation), yet enabled robust contraction in myotubes that did form. Live-cell single-molecule imaging and CUT and RUN profiling revealed that elevated MyoD1 dosage increased total genome-wide chromatin binding and broadened genome occupancy by preferentially engaging lower-affinity sites. Integrating CUT and RUN with RNA sequencing (RNA-seq) experiments linked expanded MyoD1 binding to upregulation of cell adhesion genes. Cell mixing and fractionated RNA-seq experiments supported a two-population model in which an adhesion-gene-upregulated, unfused myoblast population supported contraction of myotubes formed by fusion-competent cells. Ectopic expression of several individual MyoD1-upregulated cell adhesion genes was sufficient to recapitulate the “off script” myotube contraction phenotype. Together, these results support a MyoD1 dose-dependent “spillover” model, in which increased TF abundance broadens cis-regulatory engagement and produces distinct cell differentiation outcomes.

## Significance

Transcription factor (TF) dosage is a central control knob in many biological and disease-associated cell state transitions, but its range of gene regulatory consequences are poorly understood. By inducibly elevating MyoD1 expression in C2C12 cells, we uncovered a paradoxical outcome: Elevated MyoD1 levels suppressed myoblast fusion yet enabled robust myotube contraction. Elevated MyoD1 levels expanded MyoD1 genome occupancy through engagement of low-affinity sites and upregulated adhesion genes whose individual ectopic expression was sufficient to recapitulate the contraction phenotype. Mixing experiments indicated a non-cell-autonomous contribution from an adhesion-gene-high subpopulation that supported contraction of myotubes. Our results demonstrate that TF dosage can expand regulatory scope and yield qualitatively different differentiation outcomes.

Developmental cell state transitions are driven by the expression and upregulation of cell lineage-specific transcription factors (TFs) (1–4). TF upregulation frequently accompanies cell fate decisions, and ectopic expression of some TFs can be sufficient to reprogram cells toward TF-dependent identities (5–8). Despite this central role, the mechanisms by which increases in TF dosage alter genome engagement and transcriptional output to specify differentiation outcomes remain incompletely defined.

Classical studies employing in vitro transcription reconstitution and in cellulo transcription reporter assays have reported that increased TF dosage can amplify the expression of target genes bearing high-affinity DNA motifs (9–12). These findings have led to the intuitive view that increased cell-type specific TF dosage largely serves to amplify target gene expression to reinforce TF-associated cell identity (2, 13). However, mass-action binding predicts that as TF dosage increases, occupancy at high-affinity sites would approach saturation and progressively extend to lower-affinity “noncognate” loci, potentially broadening a TF’s regulatory repertoire (14, 15). Whether TF upregulation in differentiating cells primarily amplifies a defined target program, or instead expands binding to additional targets, and how these modes might be coupled to phenotypic outcomes remains unclear.

To interrogate TF dose-dependent regulatory outcomes in a tractable model of TF-dependent differentiation, we inducibly elevated expression of the TF MyoD1 during myogenic differentiation of murine C2C12 myoblasts (16). MyoD1 is necessary for muscle myoblast differentiation, which culminates in myoblasts’ fusion into multinucleated myotubes (3). Ectopic MyoD1 expression is also sufficient to reprogram diverse somatic cell types toward a skeletal muscle cell identity (5). In both contexts, MyoD1 has been reported to bind high-affinity E-box motifs in the cis-regulatory elements of genes required for myogenesis, such as *Myogenin*, thereby activating a cascade of genes that drive a myogenic differentiation program (17, 18). However, whether increased MyoD1 dosage redistributes genome occupancy between high-affinity myogenic targets and lower-affinity sites, and how such redistribution might impact transcription regulation and differentiation outcomes remains poorly explored.

In this report, we tested how synthetic elevation of MyoD1 shapes genome engagement and transcriptional regulation during C2C12 differentiation. Using phenotypic assays, single molecule tracking, and CUT and RUN profiling combined with RNA sequencing (RNA-seq), we show that elevated MyoD1 dosage surprisingly impaired myoblast fusion but enabled myotube contraction. This paradoxical phenotype was underpinned by a non-cell-autonomous mechanism consistent with two cell populations, in which unfused myoblasts activated an “off-script” adhesion gene program that supported contraction of myotubes formed by fusion-competent cells. Mechanistically, increased MyoD1 abundance broadened genome occupancy via the engagement of lower-affinity targets, expanding the MyoD1 regulatory repertoire to promote an alternative transcriptional program.

## Results

### Elevated MyoD1 Levels Inhibit Myoblast Fusion but Enable Myotube Contraction.

To manipulate TF dosage during a cell state transition, we engineered murine C2C12 myoblasts to express a doxycycline inducible 3xFlag-Halo-MyoD1 transgene. Subsequently, we tagged the endogenous *Myod1* locus with N-terminal 3xFlag-Halo (C2C12^MyoD1::Halo + iMyoD1^), enabling us to observe the expression dynamics of the entire MyoD1 protein pool (*SI Appendix*, Fig. S1 *A*–*E*). Dox induction of Halo-MyoD1 at the onset of C2C12^MyoD1::Halo + iMyoD1^ differentiation (Fig. 1 *A* and *B*) increased total nuclear Halo-MyoD1 expression in expressing nuclei by 2.88-fold after 6 h of dox treatment and differentiation, 1.77-fold after 24 h and returned to near endogenous levels by 48 h (Fig. 1 *C* and *D*). Dox treatment also increased the fraction of nuclei expressing Halo-MyoD1 by ~40% at 6 and 24 h of differentiation (*SI Appendix*, Fig. S1*F*). To minimize potential clone-specific effects from genome editing and clonal isolation, we also generated a polyclonal C2C12 population bearing additional dox-inducible V5-Halo-MyoD1 alleles (C2C12^iMyoD1^). C2C12^iMyoD1^ exhibited a comparable induction fraction to the clonal C2C12^MyoD1::Halo + iMyoD1^ line (~30% Halo-MyoD1-positive nuclei at 24 h) (*SI Appendix*, Fig. S2*B*). We next asked whether induced MyoD1 dosage could be tuned by dox titration. Dox concentration primarily modulated the fraction of C2C12^iMyoD1^ that expressed Halo-MyoD1, whereas MyoD1 abundance within induced nuclei was similar (*SI Appendix*, Fig. S2 *E* and *F*), which has been previously observed in other dox-inducible systems (19, 20). Accordingly, subsequent analyses compare untreated (endogenous MyoD1 levels) and dox-treated (elevated MyoD1 levels) conditions, rather than a continuous per-cell dosage series.

**Fig. 1.**
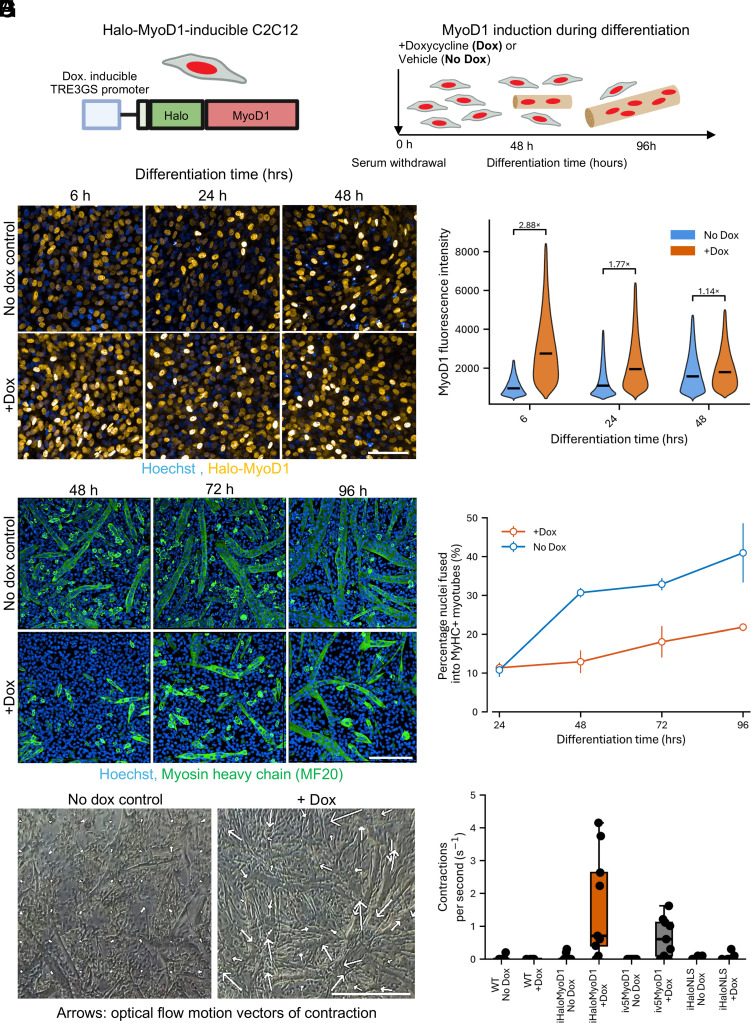
Elevated MyoD1 levels inhibit myoblast fusion but enable myotube contraction. (*A*) Schematic describing Halo-MyoD1-inducible C2C12: C2C12 myoblasts (cell with red nucleus) containing doxycycline-inducible TRE3GS promoter-driven (white box) Halo-tagged *MyoD1* alleles. (*B*) Schematic describing Halo-*MyoD1* induction during myogenic differentiation: MyoD1 was induced via +dox treatment simultaneously with the onset of myogenic differentiation, which was triggered via serum withdrawal. Schematic also indicates C2C12 myoblast (gray cells/red nucleus) fusion into myotubes (multinucleated tube) at 48 h, and maximal myotube fusion at 96 h. (*C*) Representative images of C2C12^MyoD1::Halo + iMyoD1^ cell line (*A*) treated with +dox or no dox over 48 h of differentiation. Yellow: JFX549 Halo-tag ligand-labeled Halo-MyoD1. Blue: Hoechst labeled nuclei. (Scale bar, 100 µm.) (*D*) Violin plot quantification of C2C12^MyoD1::Halo + iMyoD1^ single-nucleus Halo-MyoD1 mean fluorescence intensity at 6, 24, and 48 h of differentiation ±dox treatment. Violins represent distribution of per-nucleus intensities pooled over three biological replicates; black lines indicate medians per condition/timepoint. Blue violins represent Halo-MyoD1 intensity of untreated (no dox) myoblasts, orange violins represent dox treated myoblasts. Analysis represents a minimum of 100,000 nuclei analyzed per time point and condition over three biological replicates. (*E*) Representative confocal microscopy images of C2C12^iMyoD1^ culture nuclei (Hoechst: blue) and myotubes (Myosin Heavy Chain immunofluorescence: green) over 48 to 96 h differentiation ±dox. (Scale bar, 200 µm.) (*F*) Quantification of ±dox treated C2C12^iMyoD1^ nuclei fusion into MyHC-expressing myotubes (as represented in *E*). The orange line represents the fusion of +dox treated C2C12^iMyoD1^, while the blue line represents untreated C2C12^iMyoD1^. Plotted dots and bars represent means and SD across three biological replicates. Analysis represents a minimum of 100,000 nuclei analyzed per time point and condition over three biological replicates. (*G*) Phase-contrast microscopy snapshots of C2C12^iMyoD1^ timelapse after 144 h of differentiation ±dox treatment. White arrows denote optical flow vectors of frame-to-frame pixel movement as a measurement of myotube contraction (Scale bar, 200 µm). (*H*) Boxplot quantification of myotube contraction: Contractions per second in C2C12^iHaloMyoD1^, C2C12^WT^, C2C12^iV5MyoD1^, and C2C12^iHaloNLS^ treated ±dox and differentiated for 144 h. Dots are well replicates performed across three biological replicates; the line represents median of well replicates, box edges represent quartile 1 (*Lower*) and quartile 3 (*Upper*), whiskers represent 1.5× IQR.

To assess the impact of elevated MyoD1 levels on myogenic differentiation, we treated C2C12^iMyoD1^ with dox at the onset of serum withdrawal-induced differentiation. Dox-treated C2C12^iMyoD1^ exhibited a ~twofold reduction in fusion at 48 to 96 h of differentiation relative to untreated controls (Fig. 1 *E* and *F*). This impairment in fusion was recapitulated in C2C12 bearing dox-inducible V5-MyoD1 alleles, controlling for HaloTag related effects (*SI Appendix*, Fig. S3*C*). Dox treatment of wild-type (WT) C2C12 (C2C12^WT^), and induction of Halo-NLS protein (C2C12^iHaloNLS^) did not affect fusion, controlling for doxycycline and protein induction–related effects, respectively (*SI Appendix*, Fig. S3 *A*–*C*). Consistent with reduced fusion, Halo-MyoD1-expressing myoblasts were also approximately half as likely to simultaneously express MyoG, a marker of myogenic differentiation, at 24 h of differentiation (*SI Appendix*, Fig. S2 *A* and *C*) (21). Within single cells, increasing Halo-MyoD1 dosage anticorrelated with the likelihood of Myogenin expression, both at 24 h and 48 h of differentiation, indicating that elevated MyoD1 expression impaired commitment to myogenic differentiation (*SI Appendix*, Fig. S2*D*).

Despite impaired fusion, the myotubes that formed within dox-treated C2C12^iMyoD1^ cultures exhibited spontaneous and sustained contractions after 144 h of differentiation (Fig. 1 *G* and *H* and Movie S1). Under the same culture and imaging conditions, contractions were not observed in untreated C2C12^iMyoD1^, dox-treated C2C12^WT^, or dox-treated C2C12^iHaloNLS^ controls (Fig. 1 *G* and *H*). Contractions were also observed in C2C12 bearing dox-inducible V5-MyoD1 alleles (C2C12^iV5MyoD1^), controlling for HaloTag fusion-related effects (Fig. 1*H*). While spontaneous C2C12 myotube contraction has been previously reported, it is uncommon, dependent on electrical pulse stimulation or culture on adhesion-promoting substrates (22, 23). We never observed spontaneous contraction of C2C12^WT^ under our experimental conditions. As elevated MyoD1 levels impaired canonical differentiation outputs (fusion and *MyoG* activation) yet produced robust contraction of the myotubes that were able to form, we next asked whether increased MyoD1 dosage amplified the canonical myogenic transcriptional program or instead activated an alternative, dose-dependent gene expression program underlying this phenotype.

### Elevated MyoD1 Levels Do Not Amplify Myogenic Genes but Upregulate an Alternate Transcriptional Program.

We initially sought to test whether increased MyoD1 dosage amplified high affinity target genes normally upregulated during myogenesis or instead enabled regulatory expansion via mass-action binding to an alternate set of target genes that would ordinarily not be expressed or be expressed at low levels. To test this hypothesis, we assessed the impact of elevated MyoD1 expression on the transcriptomes of undifferentiated (treated ±dox for 24 h in serum-rich growth medium) and differentiating myoblasts (24 h differentiation and simultaneous ±24 h dox) in C2C12^iMyoD1^ (Fig. 2*A*). 

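C2C12 is an immortalized mouse myoblast line, and C2C12 iMyoD1 carries Halo-tagged MyoD1 under a doxycycline-responsive promoter that was integrated by PiggyBac transposition and induced with 1 µg/mL dox. PolyA-selected RNA from 3 biological replicates per group was sequenced at 0 h (growth medium) and at 24, 48 and 120 h of differentiation, with and without dox. The authors processed the reads with nf-core/rnaseq 3.18.0 and deposited salmon's estimated counts per transcript, which are not scaled to depth or transcript length. These estimates were summed per gene and rounded, and levels are given as CPM with edgeR's TMM factors. Genes with low counts were filtered with filterByExpr, and each pair of groups was compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, as no covariate was available beyond the replicate number. At 0 h, the total count per library was between 17870297 and 22238857 with dox (median 18451222) and between 16241606 and 19335564 without (median 19306238). At 24 h, it was between 23424043 and 42023433 with dox (median 31416192) and between 25357816 and 30444909 without (median 29046860). The 48 h cultures held between 20522001 and 50950674 counts with dox (median 40686437) and between 18598298 and 24097187 without (median 20629489), and the whole cultures at 120 h between 22370775 and 25394011 with dox (median 24530749) and between 23360652 and 24706845 without (median 23730220). Libraries from 0 and 24 h were deposited in another table than those from 48 and 120 h, so a batch difference and the change from 24 to 48 h cannot be told apart. The induced gene itself, *Myod1* (ENSMUSG00000009471, GRCm38 chromosome 7 from 46376474 to 46379099), did not rise in these counts. Its level at 0 h was 192 ± 10.3 CPM (SD, n = 3) with dox and 181 ± 5.70 CPM (SD, n = 3) without, a log2 fold change of 0.09 (standard error 0.0556, edgeR adjusted p = 0.201). At 24 h it was 117 ± 6.77 CPM (SD, n = 3) with dox and 139 ± 3.05 CPM (SD, n = 3) without, a log2 fold change of -0.23 (standard error 0.0571, edgeR adjusted p = 0.00414), and every library with dox lay below every library without. The methods do not say whether the transgene sequence was part of the transcript reference, and where its reads were counted was not tested. Why *Myod1* did not rise was thus left open, and these counts do not show whether the transgene RNA was induced. The deposited counts therefore hold no check of the dox labels on the induced gene.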

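Of 13550 genes tested at 0 h, 394 rose and 184 fell with dox by more than 2-fold at an adjusted p-value under 0.05, and of 14078 tested at 24 h, 1129 rose and 722 fell. The adjusted p-value alone was under 0.05 for 5122 genes at 0 h and 8844 genes at 24 h. With each library left out in turn, between 385 and 414 genes rose and between 171 and 233 fell at 0 h, and between 1093 and 1229 rose and between 708 and 796 fell at 24 h. Among the alternatives tried, leaving out the low-count filter moved these counts most, to 533 genes up and 275 down at 0 h. Genes with a mean of at least 5 CPM and no overlap between the groups, which chance gives for 10% of genes with 3 libraries against 3, were ranked by log2 fold change. *Adgrg1* (ENSMUSG00000031785, GRCm38 chromosome 8 from 94974751 to 95014217), an adhesion G protein-coupled receptor gene, ranked first at both time points. It rose from 15.5 ± 1.20 to 130.5 ± 9.11 CPM (SD, n = 3 each) at 0 h, a log2 fold change of 3.08 (standard error 0.0767, edgeR adjusted p = 9.92e-12), and from 4.99 ± 0.379 to 109 ± 7.02 CPM (SD, n = 3 each) at 24 h, a log2 fold change of 4.48 (standard error 0.0805, edgeR adjusted p = 7.44e-12). *Slc17a7* rose by 2.28 and 3.92 on the log2 scale at 0 and 24 h, with standard errors of 0.169 and 0.170. Among the genes that fell, *Peg10* had a log2 fold change of -2.00 (standard error 0.0662) at 0 h, and *Rgs2* and *Myc* had log2 fold changes of -4.25 (standard error 0.0584) and -4.07 (standard error 0.0734) at 24 h. A processed pseudogene, *Rpl35a-ps2*, was listed at 0 CPM in every dox library at 0 h and was at least 88.9-fold lower than without dox, but reads it shares with the parent gene leave its count uncertain.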

MyoD1 induction affected gene transcription in both proliferating (336 up, 198 down) and 24 h differentiating myoblasts (992 up, 784 down) (Fig. 2 *B* and *C*).

**Fig. 2.**
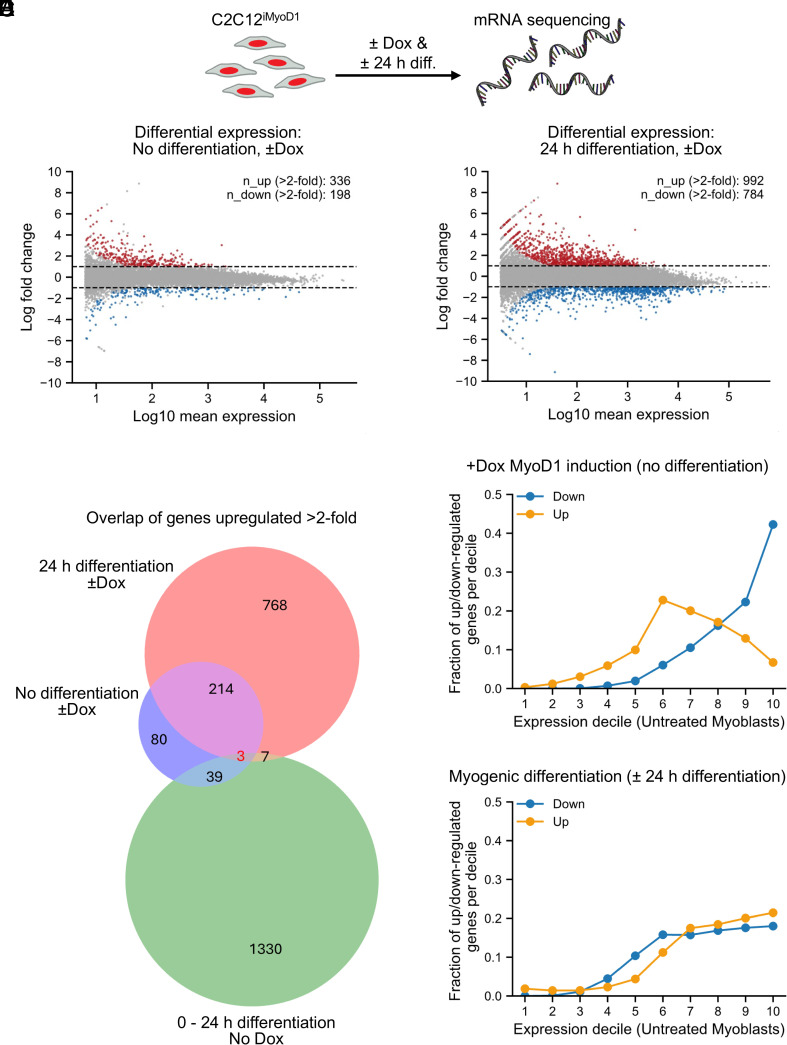
Elevated MyoD1 levels do not amplify myogenic genes but upregulate an alternate transcriptional program. (*A*) Schematic describing mRNA sequencing of C2C12^iMyoD1^ following ±dox treatment and ±24 h differentiation. Gray/red cells represent C2C12^iMyoD1^, single-stranded nucleic acid represents RNA. (*B*) Gene expression log-ratio to average (MA) plot of C2C12^iMyoD1^ RNA-seq. ±dox and no differentiation. Red dots indicate significantly (*P*.adj < 0.05) >twofold upregulated genes. Blue dots indicate significantly (*P*.adj < 0.05) >twofold downregulated genes. Dashed lines represent a twofold change threshold. N_up and N_down represent the number of genes up/down-regulated as described above. (*C*) MA plot of C2C12^iMyoD1^ RNA-seq. ±dox and 24 h differentiation, as in (*B*). (*D*) Three-way Venn diagram of upregulated gene overlap (>twofold, *P*.adj < 0.05) between genes upregulated due to +dox treatment without differentiation (Blue circle), +dox treatment with 24 h differentiation (Red circle) and due to early endogenous myoblast differentiation (0 to 24 h differentiation, no dox, green circle). Number annotation represents the number of upregulated genes in each Venn category. (*E*) Distribution of significantly up-or downregulated genes due to +dox induction as compared to those genes’ basal TPM expression decile in untreated, proliferating myoblast RNA seq. (*F*) Distribution of significantly up-or downregulated genes due to 0 to 24 h of myogenic differentiation, as in *E*.

To test whether MyoD1 induction amplified the endogenous myogenic transcriptional program, we compared dox-induced genes (MyoD1 dose-responsive genes) to genes upregulated due to early and later differentiation intervals (0 to 24, 24 to 48, and 48 to 120 h differentiation). 

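Genes that rose with dox at 0 h or at 24 h numbered 1232, of which 291 rose at both. Without dox, 1293 genes rose and 2269 fell from 0 to 24 h, 2706 rose and 1550 fell from 24 to 48 h, and 1614 rose and 2495 fell from 48 to 120 h, by the same criteria. Of the 1232 dox-upregulated genes, 40 also rose from 0 to 24 h (3.25%, Wilson 95% confidence interval 2.39 to 4.39), against 8.35% of the genes tested in all of these comparisons, and 558 (45.29%) fell in that interval, against 15.86%. From 24 to 48 h, 489 of them rose (39.69%, 37.00 to 42.45), against 15.73% of the genes tested. From 48 to 120 h, 102 rose (8.28%, 6.87 to 9.95), against 9.67%. These intervals cover counting error only. Without a threshold on the fold change the shares were 18.72%, 48.82% and 29.17%, the largest move among the alternatives, and the first share was also 4.88% without the low-count filter and 5.94% with all groups in 1 fit. The dox comparison at 24 h and the first 2 intervals share the 24 h libraries without dox, so libraries with no dox effect were simulated from the dispersion of the real ones. Among as many genes with the largest simulated dox effect as rose with dox at 24 h, 9.25% rose from 0 to 24 h, against an observed 0.71%. For dox at 0 h, which shares the 0 h libraries with this interval, the simulated share was 27.88% and the observed 9.64%. The share that fell from 0 to 24 h was 35.71% simulated and 49.07% observed for dox at 24 h. For dox at 0 h it was 17.98% simulated and 30.46% observed. An excess of falling genes over 15.86% was thus also found without a dox effect. For dox at 24 h and the interval from 24 to 48 h, the simulated share was 42.09% and the observed 40.04%. The observed share thus did not exceed the simulated one. Of the same genes, 4.96% fell in that interval, against a simulated 13.79% (SD 0.89). Dox at 0 h shares no library with that interval, and 159 of its 394 upregulated genes rose from 24 to 48 h. The simulated genes were taken by rank alone, without the thresholds on p and fold change that the observed genes passed. Their shares therefore do not decide how much of an observed share comes from shared libraries. The whole-culture libraries at 120 h also lacked genes that overlap an abundant gene on the opposite strand, and without genes overlapped on the opposite strand, a restriction chosen after the data were seen, the last share was 8.32%.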

Only ~4% of dox-upregulated genes overlapped with genes upregulated within 24 h of native differentiation (Fig. 2*D*), with modest overlap at later differentiation intervals (~16% for 24 to 48 h; ~9% for 48 to 120 h; *SI Appendix*, Fig. S4 *B* and *C*). 

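The 22 genes shown in Fig. S4A hold myogenic regulators, acetylcholine receptor subunits, sarcomere components and fusogens. At 0 h, 15 of them passed the low-count filter, 11 of these were higher with dox, and their median log2 fold change was 0.86. Limma's camera test with a preset correlation of 0.01 gave an adjusted p of 0.000742 for the set, its fry test 0.00264, and camera with an estimated correlation 0.255. Across 55 tests of 5 gene sets in 11 comparisons, 40 passed under camera, 33 of these also under fry and 13 also with the estimated correlation. With each library left out in turn, the median was between 0.72 and 1.13. *Myog* (ENSMUSG00000026459, GRCm38 chromosome 1 from 134289989 to 134292548) was too low to be tested, with 0.131 ± 0.110 CPM (SD, n = 3) with dox and 0.0509 ± 0.0509 CPM (SD, n = 3) without. *Mymx* (ENSMUSG00000079471) was also below the filter, at 0.227 ± 0.117 CPM (SD, n = 3) and 0.197 ± 0.0124 CPM (SD, n = 3). *Mymk* (ENSMUSG00000009214) rose from 0.275 ± 0.187 to 1.32 ± 0.269 CPM (SD, n = 3 each), a log2 fold change of 2.19 (standard error 0.457, edgeR adjusted p = 0.00184) with no overlap between the groups. *Ryr1* had the largest log2 fold change of the set, 3.89 (standard error 0.393, edgeR adjusted p = 4.54e-06), and *Tnnc1* the lowest, -0.37 (standard error 0.148, edgeR adjusted p = 0.0614). At 24 h, 18 of the genes were tested, 15 were higher with dox and the median was 0.37 (camera adjusted p = 0.0551, fry 0.00263), which passed the threshold without dox replicate 1 (median 0.38, camera adjusted p = 0.0406), without untreated replicate 3 (0.34, 0.0412) and with replicate number as a covariate (0.39, 0.0495), while camera with an estimated correlation gave 0.404. For scale, the same set rose by a median log2 fold change of 8.36 from 24 to 48 h without dox, unchanged with the 3 members with at most 3 counts per library at 24 h set to their lower bound.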

Expression of a curated panel of genes upregulated during early native myogenic differentiation, many of which are reported MyoD1 targets, showed that dox treatment of proliferating C2C12^iMyoD1^ cells did not precociously activate the expression of myogenic genes, such as *Myogenin*, sarcomere components, or the fusogens *Myomaker/Myomixer* (*SI Appendix*, Fig. S4*A*) (5, 17, 24, 25–30). Instead, we observed that at 48 h of differentiation, dox treatment downregulated many myogenic genes in C2C12^iMyoD1^, including *MyoG* and the fusogenic peptides *Mymk/Mymx* (*SI Appendix*, Fig. S4*A*). 

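At 48 h of differentiation, 823 of 13871 genes tested rose and 1174 fell with dox. *Myog* fell from 1682 ± 14.1 to 598 ± 71.3 CPM (SD, n = 3 each), a log2 fold change of -1.50 (standard error 0.0922, edgeR adjusted p = 3.46e-07). *Mymk* fell from 896 ± 71.6 to 496 ± 28.2 CPM (SD, n = 3 each), a log2 fold change of -0.86 (standard error 0.0772, edgeR adjusted p = 5.11e-06), and *Mymx* from 288 ± 9.05 to 125 ± 13.5 CPM (SD, n = 3 each), a log2 fold change of -1.21 (standard error 0.0800, edgeR adjusted p = 5.59e-07). For each of these genes every dox library lay below every library without dox. All 22 genes of the panel were tested and none was higher with dox, with a median log2 fold change of -1.23 (camera adjusted p = 2.37e-16, fry 2.98e-05, camera with an estimated correlation 0.0556). *Myod1* fell as well, from 388 ± 3.45 to 304 ± 13.2 CPM (SD, n = 3 each). At 24 h, *Myog* had a log2 fold change of -0.38 (standard error 0.123, edgeR adjusted p = 0.0180), but its adjusted p was 0.0847 with DESeq2, 0.0901 with all groups in 1 fit, 0.0709 without dox replicate 3 and 0.0506 without untreated replicate 3. *Mymk* had a log2 fold change of 0.01 (edgeR adjusted p = 0.972) and *Mymx* of 0.38 (edgeR adjusted p = 0.238) at 24 h. Among genes with a mean of at least 5 CPM and no overlap between the groups, *Susd2* had the largest rise at 48 h, a log2 fold change of 5.30 (standard error 0.215), and *Alox5* the largest fall, -4.43 (standard error 0.119).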

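Genes with an adjusted p under 0.05 and any increase from 24 to 48 h without dox were compared with all other genes tested. At 0 h, the 4824 genes of this set had a median dox log2 fold change of 0.05 and the 8266 others of -0.03, a difference of 0.08 (jackknife standard error 0.012) that was between 0.07 and 0.08 with each library left out in turn. At 24 h, the 4800 genes of the set had a median of 0.20 and the 8603 others of -0.12, a difference of 0.32 (jackknife standard error 0.016; 0.31 to 0.33 with each library left out). The sets were thus shifted up with dox at both time points, with limma's camera adjusted p = 0.0332 and fry adjusted p = 0.00289 at 0 h, and camera adjusted p = 7.16e-08 and fry adjusted p = 9.38e-05 at 24 h, over these 2 tests. Leaving out the low-count filter moved the differences most, to 0.10 and 0.40. Because the comparison at 24 h shares its libraries without dox with the interval, libraries with no dox effect were simulated and gave a difference of 0.01 (SD 0.00252 over 20 draws). These draws hold the spread between replicates only. A shift of all untreated libraries at 24 h would enter both comparisons and is not covered by them. Genes are not independent of one another, so no rank test across genes was applied.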

Transcriptome-wide analysis supported this result, showing that the set of all genes upregulated due to 24 to 48 h of endogenous differentiation were slightly but significantly downregulated by dox treatment, as compared with all other genes (*SI Appendix*, Fig. S4*D*). 

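A fixed list of 21 sarcomere genes, taken from the structural genes of Fig. S4A and S9B, stood for the sarcomere terms, since the ontology tables were not used here. From 0 to 24 h without dox, the 12 members tested had a median log2 fold change of -0.18, with 5 of 12 higher (camera adjusted p = 0.277, fry 0.0021). From 24 to 48 h all 21 members rose, with a median of 9.43 (camera adjusted p = 3.31e-79, fry 2.86e-07, camera with an estimated correlation 0.00871), a value that setting the 4 members with at most 3 counts per library at 24 h to their lower bound left as it was. From 48 to 120 h, 14 of 21 were higher, with a median of 0.21 (camera adjusted p = 0.000908, fry 0.00445, camera with an estimated correlation 0.487).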

Genes upregulated by endogenous differentiation (0 to 24, 24 to 48, and 48 to 120 h of differentiation) enriched gene ontology terms such as myofibril, contractile muscle fiber, and sarcomere (*SI Appendix*, Fig. S4*E*). In contrast, dox-induced genes primarily enriched cell membrane-related processes, including GO terms such as cell projection and cell junction, but did not enrich myofibril, contractile muscle fiber, or sarcomere terms (*SI Appendix*, Fig. S4*E*). These results further suggest that the MyoD1 dose-responsive program is distinct, rather than an amplification of the endogenous myogenic differentiation program.

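With dox, the sarcomere list had a median log2 fold change of 0.30 at 0 h (6 of 11 members tested higher, camera adjusted p = 0.944) and of 0.19 at 24 h (11 of 14 higher, camera adjusted p = 0.885). Cadherins, integrins, claudins, nectins and immunoglobulin-type adhesion molecules, listed by gene symbol, stood for the cell junction terms. At 0 h, 26 of the 48 adhesion genes tested were higher with dox, with a median of 0.01 (camera adjusted p = 0.0951, fry 0.00136). That median changed sign without dox replicate 3 (-0.04) and without untreated replicate 2 (-0.02). At 24 h, 31 of 48 were higher, with a median of 0.46 (camera adjusted p = 0.0054, fry 3.46e-05, camera with an estimated correlation 0.0742), and single members ranged from -2.04 to 3.64. The dox comparison at 48 h gave an adhesion median of -0.32, with 19 of 45 higher (camera adjusted p = 0.8, fry 0.0351).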

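Across 13220 genes, the dox effects at 0 and 24 h had a Spearman correlation of 0.641, where genes are not independent replicates. The dox effects at 24 h ran against the change from 0 to 24 h without dox, with a Spearman correlation across genes of -0.519, against -0.075 (SD 0.0104) for simulated libraries without a dox effect that share the same controls. The dox effects at 0 h, which share the 0 h libraries without dox with that change, had a correlation of -0.032 with it, against 0.08 (SD 0.0125) for simulated libraries, and those at 24 h had one of 0.366 with the change from 24 to 48 h, where simulated libraries gave 0.063. From the limited overlap with genes of native differentiation, the lack of early induction of the panel, its fall at 48 h and the different ontology terms, the paper proposes that the MyoD1 dose-responsive program is a separate one and not an amplified form of myogenic differentiation.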

Given these findings, we suspected that increased MyoD1 dosage may preferentially upregulate genes that were otherwise lowly expressed during myoblast differentiation. To test this possibility, we assessed MyoD1-dose-responsive genes’ starting expression level in untreated, proliferating myoblasts. This analysis revealed that increased MyoD1 dosage preferentially upregulated genes in intermediate expression deciles (decile 6) while downregulating genes in higher expression deciles (decile 10) (Fig. 2*E*). 

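Expression deciles were formed from the mean CPM of the 0 h libraries without dox, over genes with a count in at least 1 of them. Decile 5 ranged from 1.04 to 5.77 CPM, decile 6 from 5.77 to 17.2 CPM and decile 10 from 103 to 12000 CPM. Of the genes up with dox at 0 h, 37.9% lay in decile 4, 38.7% in decile 5 and 7.4% in decile 6. Of the genes down with dox at 0 h, 46.7% lay in decile 5, 14.1% in decile 6 and 10.9% in decile 10. At 24 h, decile 5 held the largest share of the genes up with dox (33.7%), and of the genes down 16.2% lay in decile 10, the largest share, and 15.8% in decile 5. In deciles 1 to 3 only 0, 5 and 49 genes had enough counts to be tested, and in decile 4 there were 1039. With counts divided by annotated transcript length, the peak at 0 h for genes up lay in decile 4 (32.1%) and that for genes down in decile 5 (31.3%), with 13.2% of genes down in decile 10. With deciles formed over the tested genes alone, the largest share at 0 h moved most, to decile 1 for genes up and decile 2 for genes down.

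**Figure D1:**
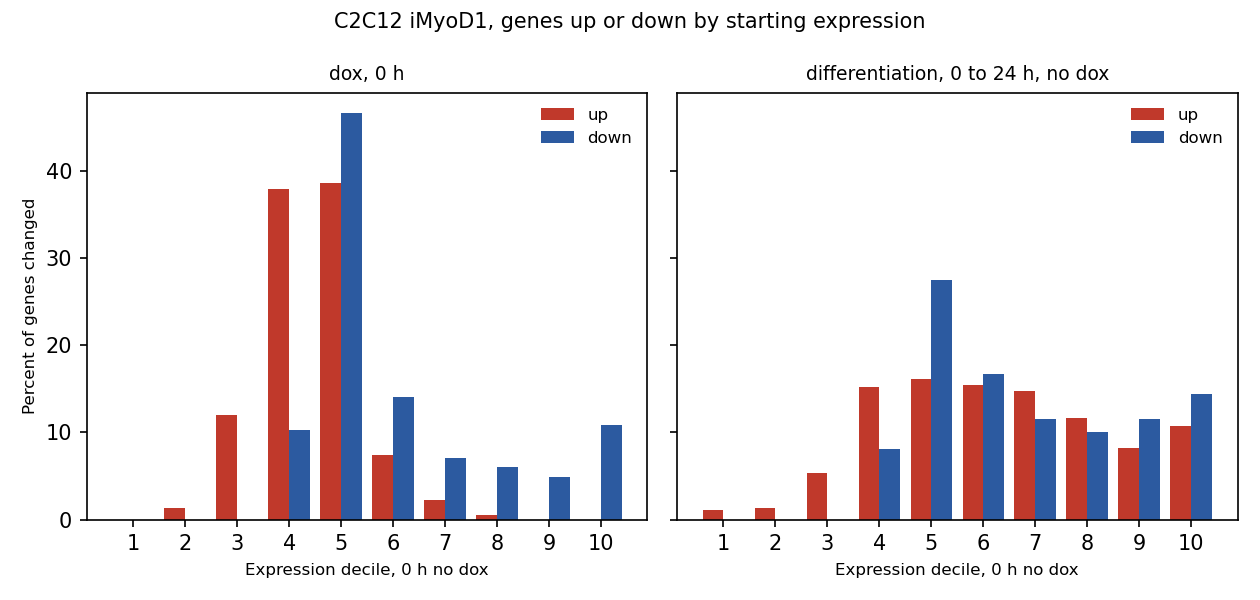
Percent of genes up (red) and down (blue) in each expression decile of the 0 h libraries without dox, for dox at 0 h (left) and for 0 to 24 h of differentiation without dox (right). With dox at 0 h, decile 5 holds the largest share of genes up (38.7%) and of genes down (46.7%).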

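From 0 to 24 h of differentiation without dox, decile 5 held the largest share both of the genes up (16.1%) and of the genes down (27.5%), and decile 10 held 10.8% and 14.4%. Deciles 7 to 10 together held 45.5% of the genes up and 47.5% of the genes down, and 48.8% and 47% with counts divided by transcript length. With these length-scaled counts, the largest share of the genes up lay in decile 6 (14.8%, with 14.2% in decile 5).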

Serum-starvation-mediated myogenic differentiation preferentially up- and downregulated genes within the highest expression deciles (deciles 7-10) (Fig. 2*F*). This result suggests that increased MyoD1 dosage upregulated normally relatively lowly expressed genes, rather than amplifying the expression of highly expressed genes. 

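Deciles 7 to 10 held 2.8% of the genes up and 28.9% of the genes down with dox at 0 h, and 18.8% and 53.3% of those at 24 h. The shares describe the genes called and not all genes of a decile. From the lower starting level of the dox-upregulated genes, the paper proposes that increased MyoD1 dosage raised genes that are normally expressed at a low level.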

We next sought to illuminate the gene regulatory mechanisms underlying dose-dependent MyoD1 activation of an alternative regulatory program.

### Elevated MyoD1 Levels Expand Genome-Wide Binding via Lower-Affinity Site Engagement.

In accordance with mass-action–mediated genomic binding, we hypothesized that increased MyoD1 dosage may enable binding of additional chromatin sites to activate an alternate gene regulatory program. To assess MyoD1 chromatin binding in live cells, we employed single-molecule microscopy and tracking (SMT). Previous studies have linked slow single-molecule TF diffusion (<0.1 µm^2^/s) to chromatin binding (31, 32). Therefore, we tested the impact of MyoD1 dosage on the fraction of Halo-MyoD1 molecules diffusing slower than 0.1 µm^2^/s (chromatin bound). We measured the diffusion dynamics of Halo-MyoD1 in our endogenously tagged and inducible Halo-MyoD1 (C2C12^MyoD1::Halo + iMyoD1^) line treated with dox or differentiated via serum starvation to increase total MyoD1 levels (Fig. 3*A*). We measured and correlated paired MyoD1 fluorescence intensity and chromatin bound fractions in single myoblasts and observed that the MyoD1 chromatin bound fraction did not appreciably change over increasing MyoD1 mean fluorescence intensity, remaining near a 50% bound fraction over a 4.5-fold dosage increase (Fig. 3*B*). A constant bound fraction with increased MyoD1 abundance suggests that the absolute number of chromatin-bound MyoD1 molecules increases with dosage. Thus, increased MyoD1 abundance scales genome engagement in a manner consistent with a mass-action regime.

**Fig. 3.**
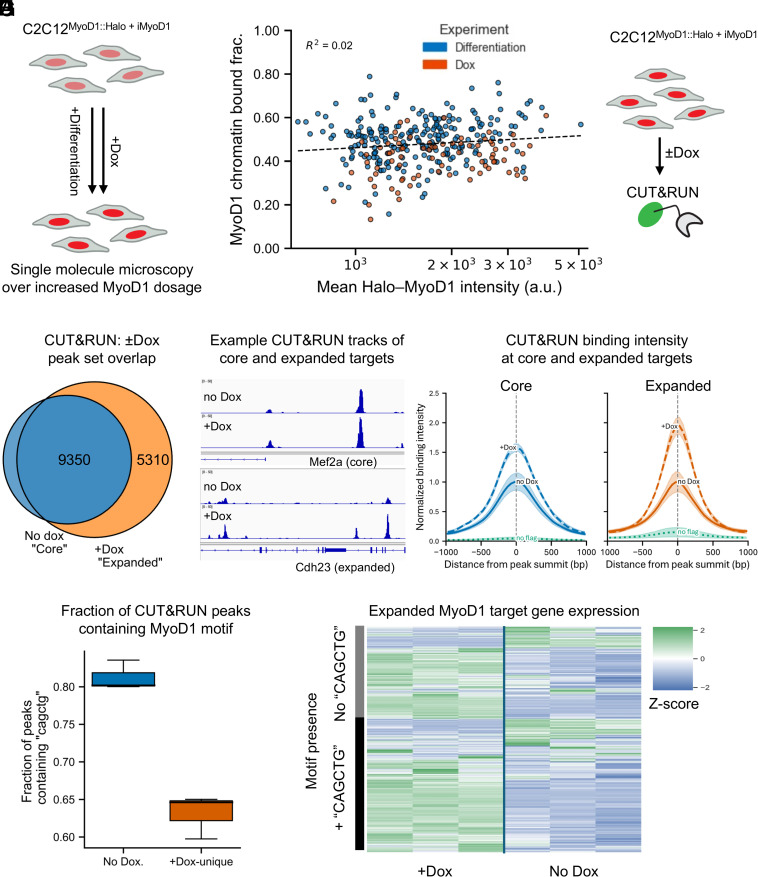
Elevated MyoD1 levels expand genome-wide binding via lower-affinity site engagement. (*A*) Schematic describing increased Halo-MyoD1 dosage in C2C12^MyoD1::Halo + iMyoD1^ (cells with red/pink nuclei) due to +dox treatment or differentiation. (*B*) Scatterplot of all paired single-nucleus Halo-MyoD1 intensity and chromatin bound fraction measurements (fraction of Halo-MyoD1 molecules diffusing <0.1 µm^2^/s). Scatterplot includes all nuclei over ±dox treatment (orange dots) and differentiation time points (0, 24, 48, 72 h, blue dots). The dashed line represents best-fit linear regression on fluorescence intensity vs. bound fraction. R^2^ represents the proportion of MyoD1 bound fraction variance explained by MyoD1 fluorescence intensity. (*C*) Schematic describing CUT and RUN and sequencing of C2C12^MyoD1::Halo + iMyoD1^ cultures (cells with red nuclei) ±dox induction. Cells with red nuclei describe C2C12^MyoD1::Halo + iMyoD1^. Green oval and arm represent anti-flag antibody and MNase enzyme employed for CUT and RUN. (*D*) Venn diagram overlap of C2C12^MyoD1::Halo + iMyoD1^ ±dox CUT and RUN peak sets. Peak set represents peaks reproducible in at least 2/3 biological replicates. Blue circle defines “Core” targets bound at endogenous MyoD1 dosage. Orange circle defines “Expanded” targets bound at dox-induced dosage. Numerical annotations define number of Core and unique Expanded binding peaks. (*E*) Example IGV genome viewer tracks of Halo-MyoD1 CUT and RUN coverage ±dox at “core” gene *Mef2a* and “expanded” gene *Cdh23*. (*F*) Distribution of CUT and RUN signal coverage over no dox (Core targets) peak set and +dox (Expanded targets). No dox signal intensity was set to 1, to represent relative +dox signal intensity change. Dashed lines indicate +dox signal intensity, solid lines represent no dox signal intensity, and the dotted green line indicates no flag control (anti-flag CUT and RUN performed in C2C12^WT^). Shading indicates SD of signal over three biological replicates. (*G*) Fraction of no-dox and +dox-unique peak set containing MyoD1 consensus sequence “CAGCTG.” Motif presence was quantified in 100 bp windows extended on each side of peaks in each peak set. Boxplots represent three biological replicates, where the line indicates median, whiskers: 1.5× interquartile range, box edges: 1st and 3rd quartiles. (*H*) Heatmap of RNA expression (TPM, row z-scored) for genes linked to +Dox-unique MyoD1 CUT and RUN peaks. Genes were split by motif presence (black, +CAGCTG) or absence (gray, no CAGCTG) of a MyoD1 consensus CAGCTG sequence within their associated peaks. Rows represent peak-associated gene expression, clustered within each motif. Columns represent three biological replicates each of untreated and +dox treated C2C12^iMyoD1^ RNA-seq (as described in Fig. 2*A*). Color scale indicates relative expression (blue: downregulated, green: upregulated).

We asked whether this increase in total MyoD1 binding occurs via enhanced binding of high- or lower-affinity chromatin sites. To assess genome wide MyoD1 binding, we performed CUT and RUN and sequencing of Halo-MyoD1 in our C2C12^MyoD1::Halo + iMyoD1^ cell line treated ±dox for 6 h, a time point corresponding to maximum dox-induced MyoD1 dosage (Figs. 1*D* and 3*C*). We recovered 9,350 reproducible MyoD1 CUT and RUN peaks without treatment, and 13,712 peaks with dox treatment. Motif enrichment analysis of the no-dox peak set recovered the MyoD1 E-box motif and the motifs of MyoD1 homologs and heterodimer partners, as has been previously reported for MyoD1-ChIP (*SI Appendix*, Fig. S5*A*) (17). We also confirmed that Halo-MyoD1 bound to the previously reported target genes *Mef2a*, *Id3*, *Myod1,* and *Mymk* (Fig. 3*E* and *SI Appendix*, Fig. S7 *A*–*D*) (17). The +dox consensus peak set largely overlapped the untreated peak set and substantially broadened beyond it to recover 5,310 new peaks, which we termed as “expanded” targets (Fig. 3*D*).

To assess MyoD1 dose-dependent binding preference, we analyzed ±dox CUT and RUN signal intensity at MyoD1 “core targets” (peaks recovered at endogenous MyoD1 levels) or “expanded targets” (peaks recovered at elevated MyoD1 dosage) (Fig. 3*D*). We found that dox treatment increased MyoD1 binding at both core and expanded targets (Fig. 3*F*), with core targets being generally more highly occupied at basal MyoD1 expression levels than expanded targets (*SI Appendix*, Fig. S5*E*). Notably, comparing relative binding preference, we saw that dox treatment preferentially increased binding at expanded targets (1.93-fold) vs. core targets (1.57-fold) (Fig. 3*F*). This result is reflected by some increase in binding at the core target *Mef2a*, and comparatively more dox-related binding at the expanded target *Cdh23* (Fig. 3*E*). Together, these findings suggest that expanded MyoD1 targets are otherwise lowly occupied sites, whose binding is preferentially increased at elevated MyoD1 dosage.

MyoD1 has been reported to exhibit pioneer factor-like properties during myogenic reprogramming (33), so we sought to test whether elevated MyoD1 levels induced widespread chromatin remodeling to account for expanded genome-wide MyoD1 binding. We performed ATAC-sequencing of C2C12^iMyoD1^ cells treated with either 24 h of dox or vehicle, which produced modest changes in chromatin accessibility in both proliferating and differentiating myoblasts (proliferating: 43 regions gained and 23 lost; differentiating: 276 gained, 365 lost) (*SI Appendix*, Fig. S6 *A*–*D*). These effects were far smaller than the accessibility changes due to 24 h of endogenous myogenic differentiation (1,838 gained, 1,455 lost) (*SI Appendix*, Fig. S6 *A*–*D*). This limited effect may reflect the preexisting myogenic regulatory environment in C2C12^iMyoD1^ cells, where endogenous MyoD1 and related muscle regulatory factors have already established much of the accessible chromatin landscape. In contrast, prior studies reporting MyoD1-dependent chromatin remodeling during transdifferentiation examined longer time windows over larger cell-state transitions, which may have produced more extensive accessibility changes (34). Next, we sought to test the extent of MyoD1 binding expansion occurring via binding of already accessible chromatin. We intersected the expanded MyoD1 CUT and RUN peaks with ATAC-seq peaks from untreated proliferating myoblasts or ATAC peaks unique to dox treatment. We found that 84% of expanded MyoD1 binding occurred in chromatin that was already accessible in untreated myoblasts, while only 7% of expanded MyoD1 binding occurred at dox-unique ATAC peaks (*SI Appendix*, Fig. S6*E*), in agreement with expanded MyoD1 targets being somewhat occupied even at basal MyoD1 expression levels (*SI Appendix*, Fig. S5*E*). Together, these results suggest that the observed expansion in MyoD1 binding occurs at generally accessible chromatin.

We next wondered if elevated MyoD1 expression expanded binding via the engagement of lower-affinity motifs. Indeed, we found that fewer expanded MyoD1 binding site peaks contained the canonical CAGCTG sequence (Fig. 3*G*). Position-weight-matrix (PWM) analysis confirmed that expanded MyoD1 peaks scored lower for the consensus MyoD1 PWM (*SI Appendix*, Fig. S5*D*). These findings suggest that increased MyoD1 dosage expands MyoD1 binding to otherwise less frequently occupied, lower-affinity sites. We next performed motif enrichment analysis of expanded MyoD1 peaks to identify potential new binding motifs, which enriched TGAC/GTCA motifs related to Fra/Fos/Jun (AP-1) factors, and MyoD1-like E-box motifs at a lower rank order (*SI Appendix*, Fig. S5 *B* and *C*). Because MyoD1 has been reported to interact with Jun family proteins, one possibility is that these motifs reflect cooperative binding. Alternatively, these motifs could reflect accessible chromatin featuring high AP-1 activity. Motif enrichment of ATAC-seq peaks in proliferating myoblasts (without dox) also recovered TGAC/GTCA motifs, suggesting that expanded MyoD1 binding occurs alongside motifs enriched within generally accessible myoblast chromatin (*SI Appendix*, Fig. S6*F*). TOBIAS footprinting analysis of ATAC peaks that overlapped with core and expanded CUT and RUN binding revealed that MyoD1 induction increased footprinting primarily via myogenic bHLH/E-box motifs, including that of known heterodimer partner Tcf12. These results suggest that elevated MyoD1 dosage enables the binding of lower-affinity E-box-like-motifs in accessible chromatin, likely in combination with known MyoD1 heterodimer partners such as Tcf12, rather than by directly engaging additional interaction partners such as AP-1 (*SI Appendix*, Fig. S6 *G* and *H*).

To probe the gene regulatory effects of expanded MyoD1 binding, we correlated expanded MyoD1 binding to RNA sequencing of C2C12^iMyoD1^ cultures. Heatmap representation demonstrated a positive trend between expanded MyoD1 binding and gene upregulation (Fig. 3*H*). By sorting peaks based on MyoD1 consensus motif presence, we observed that a trend toward upregulation was associated with expanded binding regardless of peak CAGCTG consensus sequence presence (Fig. 3*H*).

Our integration of SMT, CUT&RUN and RNA-sequencing results suggest that increased MyoD1 dosage broadened genome-wide binding via engagement of lower-affinity sites. Therefore, we propose that increasing MyoD1 dosage can expand its gene regulatory repertoire by engaging lower-affinity regulatory elements in a manner compatible with mass-action binding. We term this mode “gene regulatory spillover,” whereby otherwise lowly expressed and lowly MyoD1-occupied genes are upregulated by additional chromatin engagement. Next, we sought to investigate whether dose-responsive MyoD1 targets could recapitulate the contractile phenotype.

### MyoD1 Dose-Responsive Cell Adhesion Genes Promote Myotube Contraction.

To identify potential target genes linking elevated MyoD1 dosage to the contraction phenotype, we performed gene ontology analysis of MyoD1-bound and dose-responsive genes. Gene ontology analysis revealed an enrichment of cell junction and cell peripheral processes (Fig. 4*A*). Previous reports have suggested that WT C2C12 myotubes are capable of spontaneous contraction, but often detach and hypercontract thereafter (22). We therefore hypothesized that the MyoD1 dose-responsive program may enhance adhesion of the differentiated cell population to prevent detachment and thereby enable contraction. Consistent with this model, differentiated, dox-treated C2C12^iMyoD1^ were slower to detach in response to trypsin treatment as compared to untreated C2C12^iMyoD1^ (*SI Appendix*, Fig. S8 *A* and *B*), suggesting enhanced adhesion of the whole differentiated cell population.

**Fig. 4.**
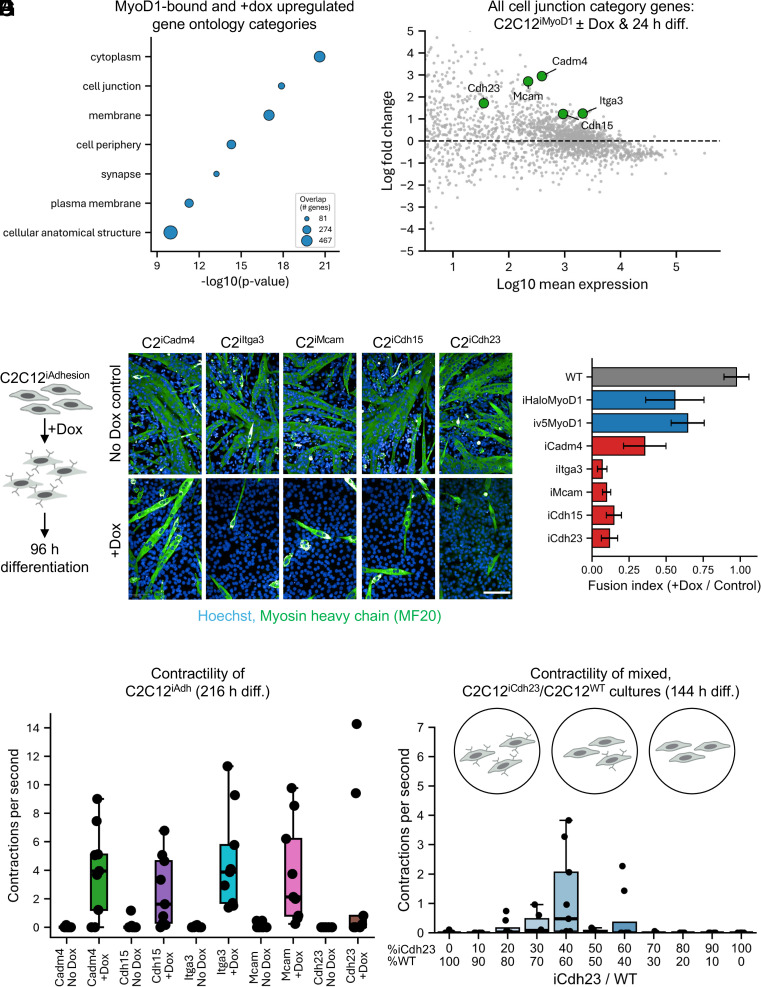
MyoD1 dose-responsive cell-adhesion genes enable myotube contraction. (*A*) Cell compartment gene ontology analysis of CUT and RUN MyoD1-bound genes that are significantly (adj.*P* < 0.05) upregulated (twofold) in +dox, 24 h diff. C2C12^iMyoD1^ RNA-seq. (*B*) MA plot of RNA expression of cell junction gene ontology category genes in C2C12^iMyoD1^ at 24 h diff. +dox. MA plot represents three independent RNA-seq biological replicates. Green dots annotate the expression of selected cell–cell adhesion factors *Cdh23, Cadm4, Itga3, Mcam,* and *Cdh15.* (*C*) Schematic describing the dox induction and 96 h differentiation of C2C12 bearing dox inducible adhesion genes (C2C12^iAdhesion^). Gray cells (*Top*) represent uninduced myoblasts. Gray cells with semicircle arms (*Middle*) represent myoblasts expressing adhesion molecules. (*D*) Representative confocal microscopy images of Myosin heavy chain (MF20, green) immunoreactivity and Hoechst staining (blue) of C2C12 cell lines treated ±dox simultaneous with the onset of 96 h differentiation. Columns represent C2C12^iCadm4^, C2C12^iItga3^, C2C12^iMcam^, C2C12^iCdh15^, and C2C12^iCdh23^ cell lines. (Scale bar, 100 µm.) (*E*) Quantification of (*D*) representing the percentage of nuclei fused into MyHC immunoreactive myotubes at 96 h differentiation. Fusion index represents the percentage of fused nuclei in +dox condition divided by no dox control. Analysis represents measurements of >100,000 nuclei over three biological replicates. Bars represent fusion index of C2C12^WT^, C2C12^iHaloMyoD1^, C2C12^iV5MyoD1^, C2C12^iCadm4^, C2C12^iItga3^, C2C12^iMcam^, C2C12^iCdh15^, and C2C12^iCdh23^. Error bars represent SEM of biological replicates. (*F*) Optical flow contraction analysis of C2C12^iCadm4^, C2C12^iCdh15^, C2C12^iCdh23^, C2C12^iItga3^, and C2C12^iMcam^ cultures treated ±dox and differentiated 216 h. Dots represent 9-well replicates across 3 biological replicates; line represents median of well replicates, box edges represent quartile 1 (*Lower*) and quartile 3 (*Upper*), whiskers represent 1.5× IQR. (*G*) Optical flow contraction analysis of mixed C2C12^iCdh23^/C2C12^WT^ cultures treated +dox and differentiated 144 h. Dots represent 4 to 9-well replicates across 2 to 3 biological replicates. The first row of x-labels describes percentage of cell population that is C2C12^iCdh23^, the second row describes percentage of population that is C2C12^WT^.

We next selected candidate adhesion-promoting genes that were both dox-upregulated and more MyoD1-bound, identifying *Cadm4*, *Itga3*, *Mcam*, *Cdh15*, and *Cdh23,* all previously reported to mediate cell adhesion (Fig. 4*B* and *SI Appendix*, Fig. S7 *E*–*H*) (35). 

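At 24 h of differentiation the 5 candidates rose with dox, each with every dox library above every library without dox. *Cdh23* (ENSMUSG00000012819, GRCm38 chromosome 10 from 60302748 to 60696490) rose from 0.265 ± 0.126 to 3.31 ± 0.334 CPM (SD, n = 3 each), a log2 fold change of 3.64 (standard error 0.292, edgeR adjusted p = 5.1e-07), the largest of the 5 and the one with the fewest counts. *Cadm4* (ENSMUSG00000054793, chromosome 7 from 24482023 to 24504539) rose from 3.98 ± 0.269 to 30.7 ± 2.68 CPM (SD, n = 3 each), a log2 fold change of 2.97 (standard error 0.0997, edgeR adjusted p = 5.64e-10). *Mcam* (ENSMUSG00000032135, chromosome 9 from 44134469 to 44142727) rose from 2.62 ± 0.372 to 16.9 ± 1.17 CPM (SD, n = 3 each), a log2 fold change of 2.72 (standard error 0.121, edgeR adjusted p = 4.3e-09). *Itga3* (ENSMUSG00000001507, chromosome 11 from 95044474 to 95076801) rose from 55.2 ± 1.75 to 131 ± 3.64 CPM (SD, n = 3 each), a log2 fold change of 1.27 (standard error 0.0531, edgeR adjusted p = 2.63e-09), and *Cdh15* (ENSMUSG00000031962, chromosome 8 from 122847966 to 122867397) from 24.7 ± 1.31 to 57.7 ± 0.807 CPM (SD, n = 3 each), a log2 fold change of 1.25 (standard error 0.0563, edgeR adjusted p = 4.61e-09). All 5 passed both over all genes tested and adjusted over the list alone, and since the study chose the list on these libraries, the second is not independent evidence. Without dox, all 5 fell from 0 to 24 h, with log2 fold changes of -2.83 for *Itga3*, -2.33 for *Cdh23*, -1.70 for *Mcam*, -1.29 for *Cadm4* and -1.15 for *Cdh15*. In growth medium, dox raised *Cadm4* by 1.68, *Cdh23* by 1.32, *Mcam* by 1.29 and *Cdh15* by 1.06 on the log2 scale, and *Itga3* had a log2 fold change of -0.24 (standard error 0.0477, edgeR adjusted p = 0.00148).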

To test whether induction of individual candidates was sufficient to recapitulate the contraction phenotype, we generated C2C12 harboring dox-inducible *Cadm4*, *Itga3*, *Mcam*, *Cdh15*, or *Cdh23* alleles (collectively C2C12^iAdhesion^). Ectopic expression of each adhesion gene inhibited myogenic differentiation to a greater extent than the induction of Halo-MyoD1 or V5-MyoD1 (Fig. 4 *C*–*E*). Nevertheless, we also observed contracting myotubes in most replicates of *Cadm4*, *Itga3*, *Mcam,* and *Cdh15*-expressing cultures after 216 h of differentiation, 72 h later than the spontaneous contraction observed in C2C12^iMyoD1^ (Fig. 4*F* and Movie S2). Stronger differentiation inhibition due to adhesion gene expression may have delayed myoblast fusion and/or myotube maturation and thus the onset of spontaneous contraction.

The observation that both elevated MyoD1 levels, and the ectopic expression of individual adhesion genes inhibited fusion suggested a two-population mechanism, in which enhanced adhesion in the unfused part of the population could anchor and stabilize the contraction of myotubes formed by more fusion-competent cells. To test this potential mechanism, we differentiated mixtures of differentiation-competent myoblasts (C2C12^WT^) with myoblasts expressing *Cdh23* (C2C12^iCdh23^) that were differentiation-inhibited. Neither of these cell populations formed contractile myotubes when differentiated alone for 144 h (Fig. 4*G*). Cell mixtures containing between 30% and 60% C2C12^iCdh23^/70 to 40% C2C12^WT^ formed contracting myotubes after 144 h of differentiation and dox treatment, indicating that *Cdh23* expression in a subset of the cell population supported contraction of myotubes likely formed primarily by WT C2C12 (Fig. 4*G*). We next asked whether a subfraction of C2C12^iMyoD1^ myoblasts could support myotube contraction. Cell mixtures containing between 50% and 100% C2C12^iMyoD1^/C2C12^WT^ featured contracting myotubes, where cultures containing 30 to 40% C2C12^WT^ most reliably formed contracting myotubes (*SI Appendix*, Fig. S8*C*). This trend suggests that increasing the fraction of more differentiation-competent cells enhances formation of myotubes, where a MyoD1-high subpopulation may provide a complementary adhesive contribution to stabilize myotube contraction.

Next, we asked whether the MyoD1 dose-responsive adhesion program was preferentially associated with unfused myoblasts at later stages of C2C12^iMyoD1^ differentiation. To address this, we differentiated C2C12^iMyoD1^ ±dox for 120 h and isolated myoblast-enriched and myotube-enriched fractions via trypsinization and filtration (*SI Appendix*, Fig. S9*A*) (36). This strategy yielded fractions with expected transcriptional identities, where myoblast fractions expressed higher levels of proliferation-associated markers, whereas the myotube fractions showed higher expression of myosins, troponins, titins, and other myotube-associated genes (*SI Appendix*, Fig. S9*B*). 

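Cells of dox-treated and untreated C2C12 iMyoD1 cultures were trypsinized at 120 h and passed through a strainer, whose flow-through was the myoblast-enriched and whose retentate the myotube-enriched fraction. RNA-seq covered 3 biological replicates in each of these groups, except for 2 in the myoblast-enriched group with dox, which lacks replicate 1. Counts per transcript were made and summed per gene as for the whole cultures. The total count per library was between 20719642 and 31199043 in the myoblast-enriched fraction with dox (median 25959342) and between 21159855 and 31387633 without (median 24920646). Myotube-enriched libraries held between 18337845 and 35767813 with dox (median 23689662) and between 21686948 and 26381360 without (median 25408844). *Myod1* had a log2 fold change of -0.17 (standard error 0.140, edgeR adjusted p = 0.513) with dox in the myoblast-enriched fraction, so these libraries hold no check of the dox labels on the induced gene either. Replicate numbers were not used as pairs, since the samples carry no record of which fractions came from 1 culture, and a fit with the number as a covariate is given where it changed a result.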

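Without dox, 80 genes were higher and 2 lower by more than 2-fold in the myotube-enriched than in the myoblast-enriched fraction, of 14023 tested at an adjusted p under 0.05, and 2251 had an unadjusted p under 0.05. The count of genes up was 206 without myotube-enriched replicate 1, 44 without myotube-enriched replicate 2, 0 without myotube-enriched replicate 3, and 0, 0 and 1 without myoblast-enriched replicates 1, 2 and 3. DESeq2 gave 410 up and 71 down, and the replicate number as a covariate 322 up and 158 down. The 23 myotube markers of Fig. S9B were all higher in the myotube-enriched fraction, 3 of them past the threshold as single genes, with a median log2 fold change of 1.38 (camera adjusted p = 1.9e-26, fry 0.0301, camera with an estimated correlation 0.0739). The 14 proliferation-associated markers, without *Myog*, were all lower, with a median of -0.98 (camera adjusted p = 1.67e-08, fry 0.117, camera with an estimated correlation 0.162), and with the covariate the median was -1.04 (fry adjusted p = 0.00792). *Fsd2* rose from 2.29 ± 0.507 to 21.3 ± 8.91 CPM (SD, n = 3 each), a log2 fold change of 3.22 (standard error 0.367, edgeR adjusted p = 0.0286), and *Id3* fell from 75.0 ± 1.94 to 34.8 ± 1.39 CPM (SD, n = 3 each), a log2 fold change of -1.10 (standard error 0.125, edgeR adjusted p = 0.0286).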

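In the myoblast-enriched fraction, 172 genes rose and 260 fell with dox by more than 2-fold at an adjusted p under 0.05, of 14249 tested with 2 libraries against 3. These counts moved with the setting: DESeq2 gave 262 up and 463 down, the test without a low-count filter 365 and 591, and the replicate number as a covariate 429 and 679, while a fit with all groups of the deposited table gave 1 and 0. Without untreated replicate 3, 0 genes passed in either direction. An unadjusted p under 0.05 was found for 3174 genes. Ranked among genes with a mean of at least 5 CPM and no overlap between the groups, *Susd2* had the largest rise, a log2 fold change of 3.60 (standard error 0.319, edgeR adjusted p = 0.00794), and *Tgfbi* the largest fall, -3.68 (standard error 0.330, edgeR adjusted p = 0.00794). Of 14112 genes tested in the myotube-enriched fraction, 0 passed, the smallest adjusted p was 0.998, and 79 genes had an unadjusted p under 0.05. DESeq2 gave 1 gene up and 1 down there, and leaving out any single library gave 0. Data were simulated from the dispersion of the untreated libraries, with 200 genes changed 4-fold. The test recovered 181 of them in the myotube-enriched fraction and 196 in the myoblast-enriched fraction. Myotube-enriched libraries with dox differed more from one another, with a chi-square per gene of 266.7 to 377.48, against 67.54 to 125.79 without dox. The 181 thus does not show how many such genes would be recovered in the comparison as labelled. The difference between the fractions was tested as an interaction, with 0 of 15008 genes at an adjusted p under 0.05 and 218 at an unadjusted p under 0.05 (edgeR), and 2 at an adjusted p under 0.05 with DESeq2.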

Dox treatment produced a transcriptional response in the myoblast-enriched fraction, but little significant response in the myotube-enriched fraction (myoblast: 252 upregulated, 452 down, myotube: 4 up, 2 down) (*SI Appendix*, Fig. S9 *C* and *D*). 

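In the myotube-enriched fraction the replicates of a group were unlike one another. *Cadm4* was at 2.80, 26.2 and 5.28 CPM in the libraries labelled untreated replicates 1, 2 and 3, and at 25.8, 2.80 and 29.0 CPM in those labelled dox. *Mcam* was at 3.42, 16.6 and 3.07 CPM without dox and at 12.4, 1.27 and 15.0 CPM with dox, and *Myog* at 966, 437 and 1720 CPM without and 574, 1990 and 364 CPM with dox. The difference between the libraries labelled dox and no dox of each replicate number was compared with the dox effects at 48 h, measured in other cultures, by Spearman correlation across genes. It was 0.493 for replicate 1, 0.522 for replicate 3 and -0.429 for the libraries labelled replicate 2. In the myoblast-enriched fraction it was 0.632 for replicate 2 and 0.577 for replicate 3. All libraries were used as labelled.

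**Figure D2:**
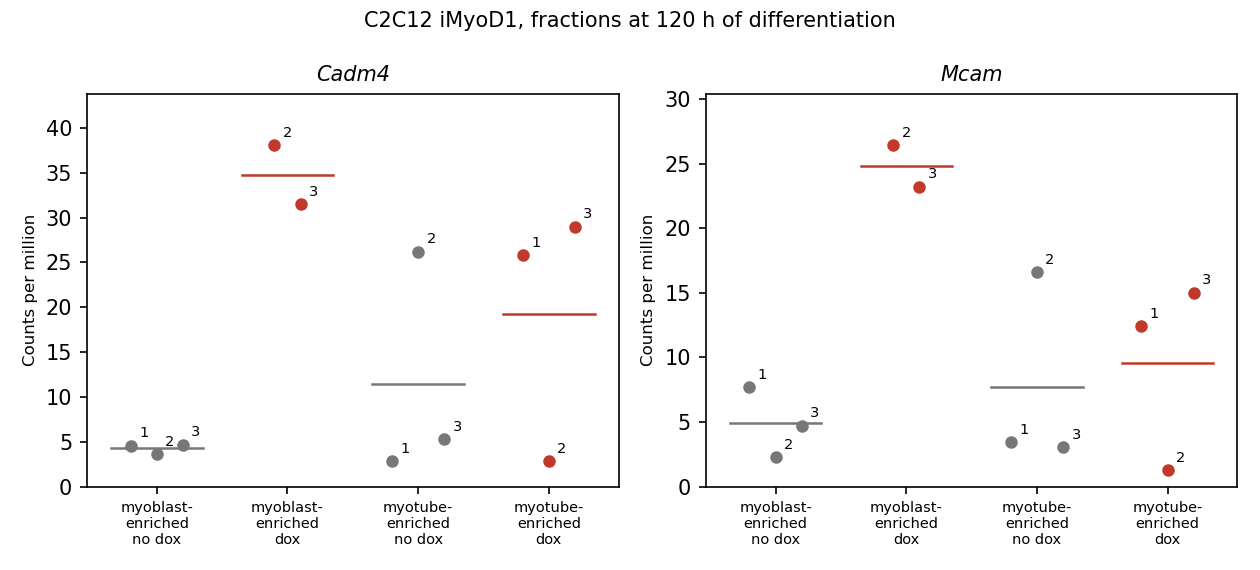
*Cadm4* and *Mcam* in CPM in each library of the myoblast-enriched and myotube-enriched fractions at 120 h, without dox (gray) and with dox (red). Points carry the replicate number and lines are group means; in the myotube-enriched fraction *Cadm4* is at 26.2 in untreated replicate 2 and at 2.80 in dox replicate 2.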

Replicate variability limited significance of gene regulatory changes in the myotube-enriched ±dox comparison. The dox-upregulated genes in the myoblast fraction included adhesion-related candidates *Cadm4* and *Mcam*, whereas none of the candidate adhesion genes were upregulated in the myotube fraction. 

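In the myoblast-enriched fraction, *Cadm4* rose from 4.29 ± 0.563 (SD, n = 3) to 34.8 ± 4.65 CPM (SD, n = 2), a log2 fold change of 3.03 (standard error 0.193, edgeR adjusted p = 0.00526), and *Mcam* from 4.89 ± 2.71 (SD, n = 3) to 24.8 ± 2.28 CPM (SD, n = 2), a log2 fold change of 2.36 (standard error 0.419, edgeR adjusted p = 0.0308). Without untreated replicate 3 their adjusted p-values were 0.0579 and 0.131, with all groups in 1 fit 0.121 and 0.177, and their log2 fold changes stayed at 3.10 and 2.34, and at 3.02 and 2.35. *Itga3*, *Cdh15* and *Cdh23* had log2 fold changes of 0.35, 0.35 and 0.40 (edgeR adjusted p = 0.520, 0.352 and 0.237), and with the replicate number as a covariate *Itga3* (0.60, adjusted p = 0.0279) and *Cdh15* (0.54, adjusted p = 0.0115) passed. In the myotube-enriched fraction the log2 fold changes were 0.81 for *Cadm4*, 0.37 for *Mcam*, 0.42 for *Itga3*, 0.18 for *Cdh15* and 0.53 for *Cdh23*, with edgeR adjusted p-values of 0.998. Without the library labelled untreated replicate 2, *Cadm4* had a log2 fold change of 2.29 and *Mcam* of 1.59, with adjusted p-values of 1. That fit kept the library labelled dox replicate 2, which had the lowest level of both genes among the dox libraries of this fraction. Of the 5 candidates, 2 passed in the myoblast-enriched and 0 in the myotube-enriched fraction, over all genes and adjusted over the list alone. With all libraries as labelled, the difference between the fractions was -2.25 for *Cadm4* (standard error 1.23) and -2.01 for *Mcam* (standard error 1.23). The edgeR adjusted p was 1 for each interaction.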

Consistent with this pattern, gene ontology analysis of genes upregulated in the myoblast-enriched fraction recovered cell projection and cell periphery terms (*SI Appendix*, Fig. S9*E*), while the myotube-enriched fraction did not yield significantly enriched ontology terms. Together, these results indicate that the MyoD1 dose-responsive adhesion program is most clearly detected in the unfused myoblast-enriched population at 120 h.

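As a set, 18 of the 47 adhesion family genes tested were higher with dox in the myoblast-enriched fraction, with a median log2 fold change of -0.30 (camera adjusted p = 0.352, fry 0.394), and 5 single members passed the threshold upward and 4 downward. The myotube-enriched fraction had 23 of 47 higher (camera adjusted p = 0.217). From the number of genes changed in each fraction, the candidates among them and the ontology terms found in 1 fraction only, the paper concludes that the adhesion program is most clearly seen in the unfused, myoblast-enriched population.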

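RNA-seq of C2C12 iMcam and C2C12 iCdh23, which carry *Mcam* or *Cdh23* under the same kind of dox-responsive promoter, covered 3 biological replicates with and 3 without dox at 48 h of differentiation in each line. Counts per transcript were processed and tested as for C2C12 iMyoD1. The total count per library in C2C12 iCdh23 was between 19546087 and 25110433 with dox (median 22837926) and between 21323935 and 24238898 without (median 22680243). In C2C12 iMcam it was between 17000938 and 19281774 with dox (median 17317223) and between 15066338 and 20230829 without (median 16521346). These libraries were deposited with the fractions and apart from C2C12 iMyoD1 at 48 h, so line and batch cannot be told apart where either line is compared with C2C12 iMyoD1, while each dox comparison stays within 1 table. The induced gene of C2C12 iMcam rose with dox: *Mcam* went from 17.9 ± 1.44 to 71.3 ± 2.79 CPM (SD, n = 3 each), a log2 fold change of 2.02 (standard error 0.0973, edgeR adjusted p = 0.000123). The induced gene of C2C12 iCdh23 was already high without dox, at 385 ± 52.6 CPM (SD, n = 3), and was at 482 ± 76.8 CPM (SD, n = 3) with dox. Its log2 fold change was 0.32 (standard error 0.153, edgeR adjusted p = 0.102), and without untreated replicate 3 it was 0.43 (adjusted p = 0.0269). In C2C12 iMcam without dox, *Cdh23* was at 7.64 ± 1.83 CPM (SD, n = 3).

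**Figure D3:**
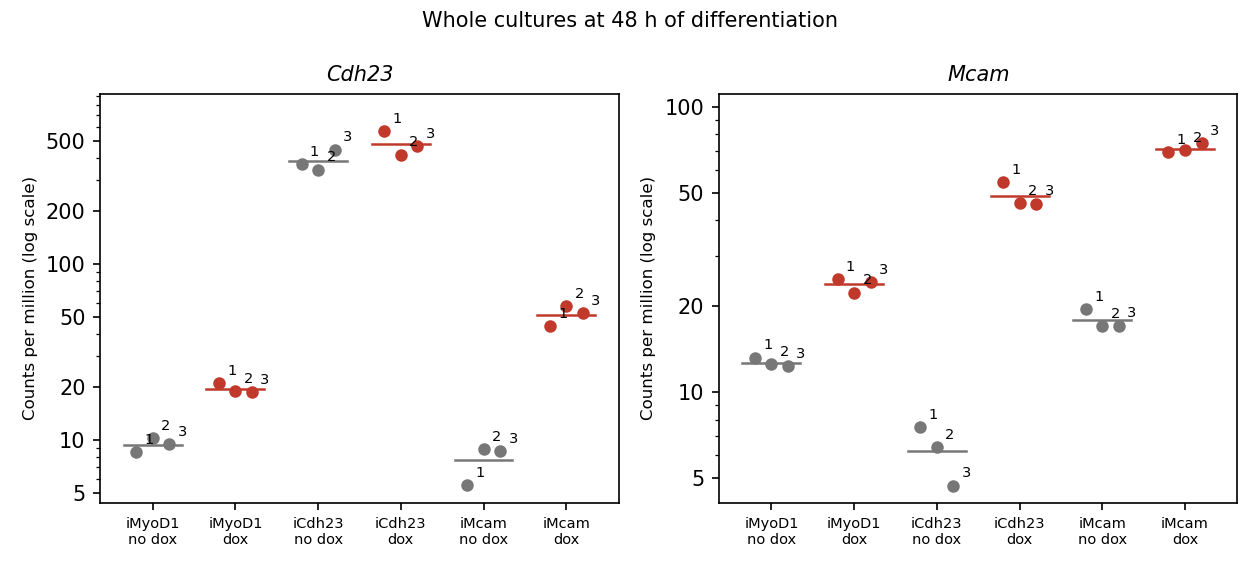
*Cdh23* and *Mcam* in CPM (log scale) in each library of C2C12 iMyoD1, C2C12 iCdh23 and C2C12 iMcam at 48 h, without dox (gray) and with dox (red). Points carry the replicate number and lines are group means; *Cdh23* averages 385 without and 482 with dox in C2C12 iCdh23.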

To independently assess how the adhesion gene program contributed to the MyoD1 dose-responsive transcriptional state, we also performed RNA-seq of C2C12^iMcam^ and C2C12^iCdh23^ lines treated ±dox and differentiated for 48 h (*SI Appendix*, Fig. S10*A*). 

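With dox, 1854 genes rose and 2421 fell in C2C12 iCdh23 (14227 tested), and 960 rose and 1353 fell in C2C12 iMcam (13730 tested). All 22 genes of the myogenic panel of Fig. S4A were lower with dox in both lines. Their median log2 fold change was -6.06 in C2C12 iCdh23 (camera adjusted p = 2.69e-14, fry 0.000908, camera with an estimated correlation 0.255) and -2.63 in C2C12 iMcam (camera adjusted p = 4.35e-09, fry 0.0175, camera with an estimated correlation 0.375). *Myog* fell from 1121 ± 328 to 7.32 ± 6.73 CPM (SD, n = 3 each) in C2C12 iCdh23, a log2 fold change of -7.26 (standard error 0.705, edgeR adjusted p = 9.26e-05), and from 843 ± 297 to 99.9 ± 52.5 CPM (SD, n = 3 each) in C2C12 iMcam, a log2 fold change of -3.06 (standard error 0.400, edgeR adjusted p = 0.000972). *Mymk* and *Mymx* had log2 fold changes of -6.29 and -6.18 in C2C12 iCdh23 and of -2.61 and -2.58 in C2C12 iMcam. The endogenous regulator *Myod1* fell too, by log2 fold changes of -2.59 and -1.63. Among the adhesion candidates, *Cadm4* rose by 3.90 and *Mcam* by 2.97 on the log2 scale in C2C12 iCdh23, and *Cadm4* by 3.27, *Cdh23* by 2.76 and *Itga3* by 0.81 in C2C12 iMcam. *Itga3* in C2C12 iMcam (edgeR adjusted p = 0.0463) did not pass with all groups in 1 fit (0.115), without dox replicates 1, 2 or 3 (0.128, 0.111 and 0.0506) or without untreated replicate 2 (0.0729). In C2C12 iCdh23, *Itga3* passed only with the replicate number as a covariate (log2 fold change 0.32, edgeR adjusted p = 0.0298). *Cdh15* had log2 fold changes of -2.16 and -1.41. The adhesion families as a set had a median of -0.57 in C2C12 iCdh23 (22 of 53 higher, camera adjusted p = 0.211, fry 0.00347) and of -0.39 in C2C12 iMcam (19 of 46 higher, camera adjusted p = 0.885, fry 0.413). Of the genes with a mean of at least 5 CPM and no overlap between the groups, *Susd2* had the largest rise in both lines, with log2 fold changes of 6.70 and 5.57 (standard errors 0.231 and 0.288).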

Induction of either Mcam/Cdh23 upregulated additional adhesion-associated genes, along with broad downregulation of many genes related to myogenic differentiation, including fusogens, myogenic regulators, and sarcomere genes (*SI Appendix*, Fig. S10*B*). Cdh23- and Mcam-upregulated genes overlapped substantially with the MyoD1-induced program, encompassing ~70% of MyoD1-upregulated genes at 48 h of dox treatment and differentiation (*SI Appendix*, Fig. S10*C*). 

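Of the 823 genes up with dox in C2C12 iMyoD1 at 48 h, 562 were also up in C2C12 iCdh23, 490 in C2C12 iMcam and 454 in both. In all, 598 were up in either line (72.66%, Wilson 95% confidence interval 69.52 to 75.60), against 11.43% of the genes tested. Without the low-count filter the share was 67.5%, the largest move among the alternatives. Of the 1174 genes down with dox, 962 were also down in either line (81.94%), and 9 were up in either line.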

Gene-wise fold-change comparisons showed that Cdh23 and Mcam induction correlated with MyoD1 induction, and most strongly with each other [Spearman ρ = 0.62 (Cdh23 vs. MyoD1), 0.67 (Mcam vs. MyoD1), and 0.81 (Cdh23 vs. Mcam)] (*SI Appendix*, Fig. S10 *D*–*F*). 

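Spearman correlations of log2 fold changes were taken across the genes tested in both comparisons, which are not independent replicates. The correlation was 0.708 for C2C12 iCdh23 against C2C12 iMyoD1 (13427 genes, 76.6% with the same sign), 0.790 for C2C12 iMcam against C2C12 iMyoD1 (13273 genes, 80.3%) and 0.890 for C2C12 iCdh23 against C2C12 iMcam (13570 genes, 87.2%). With each library left out in turn, 12 fits per pair, these ranged from 0.654 to 0.738, from 0.733 to 0.815 and from 0.866 to 0.898. The order of the 3 was the same in the other settings, of which the test without the low-count filter moved them most, to 0.474, 0.500 and 0.626, and DESeq2's fold changes gave 0.487, 0.515 and 0.645.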

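The mean of the C2C12 iCdh23 and C2C12 iMcam log2 fold changes had a Spearman correlation of 0.640 with the dox effects in the myoblast-enriched fraction (13338 genes) and of 0.325 with those in the myotube-enriched fraction (13291 genes). With each library left out in turn, the first was between 0.540 and 0.662 (17 fits) and the second between 0.104 and 0.452 (18 fits). DESeq2's fold changes gave 0.435 and 0.235, and the test without the low-count filter 0.431 and 0.239. Leaving replicate 1, 2 or 3 out of both myotube-enriched groups, a choice made after the data were seen, gave 0.149, 0.469 and 0.028. By replicate number, the difference of the myotube-enriched libraries labelled dox and no dox had correlations of 0.279, -0.459 and 0.519 with the C2C12 iCdh23 effects and of 0.241, -0.420 and 0.517 with the C2C12 iMcam effects.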

Finally, the mean Cdh23/Mcam-induced response was more strongly correlated with the MyoD1-induced response in the myoblast-enriched fraction than in the myotube-enriched fraction (*SI Appendix*, Fig. S10*G*). Together, these results suggest that MyoD1-responsive adhesion genes reinforce an adhesion-associated myoblast state rather than primarily altering myotubes. 

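In the myoblast-enriched fraction the same measure by replicate was 0.579 and 0.607 for C2C12 iCdh23 and 0.535 and 0.539 for C2C12 iMcam, above the myotube-enriched libraries of replicates 1 and 3. The median standard error of a log2 fold change was 0.188 in the myoblast-enriched and 0.376 in the myotube-enriched fraction. From the correlations among the dox responses and the weaker one in the myotube-enriched fraction, the paper proposes that adhesion genes reinforce a myoblast state and do not act mainly on myotubes.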

Second, these results imply that many of the downstream transcriptomic aspects of early elevated MyoD1 levels can be mediated through an adhesion axis.

Taken together, these results are compatible with a model in which elevated MyoD1 levels, or the induced expression of adhesion-promoting genes, generated an adhesive population that supported the contraction of myotubes formed by fusion-competent myoblasts. Because multiple individual adhesion genes were sufficient to impair fusion and promote contraction, we suggest that this phenotype is unlikely to depend on a single uniquely required adhesion factor but instead reflects a partially redundant adhesion program activated by elevated MyoD1 dosage.

## Discussion

In this study, we employed an inducible expression system to test the relationship between elevated MyoD1 expression and the gene regulation of myogenic differentiation. We report that, contrary to our original expectations, increased MyoD1 dosage inhibited multiple molecular and phenotypic hallmarks of canonical myogenesis while enabling a robust myotube contraction phenotype. Increased MyoD1 dosage did not further amplify genes normally upregulated by myogenic differentiation but instead upregulated normally lowly expressed genes. Single-molecule tracking and CUT and RUN analysis revealed that MyoD1 dosage regulated the total amount of MyoD1 molecules engaging chromatin, where excess MyoD1 preferentially engaged lower-affinity sites in a manner compatible with mass-action binding predictions. Expanded engagement correlated with the upregulation of nearby genes. We found that the ectopic expression of select MyoD1 dose-responsive adhesion genes similarly inhibited myogenic differentiation and enabled myotube contraction. Together, these results suggest that MyoD1 dosage regulates an ensemble of genes via chromatin binding over an affinity gradient.

The MyoD1 dose-responsive off-script adhesion gene program may explain the superficially paradoxical phenotype of myotube contractility despite myoblast fusion inhibition. Cell behaviors required for fusion, such as migration, alignment, and membrane remodeling may be inhibited by increased myoblast adhesion (37). Second, elevated MyoD1 dosage may have also altered the stoichiometry of available cofactors and potentially titrated MyoD1 E-protein heterodimer partners away from canonical myogenic loci toward expanded binding sites, contributing to the observed downregulation of the endogenous myogenic program. We suggest that the contractile phenotype arose through elevated MyoD1 (or single adhesion-gene induction) increasing the fraction of unfused, and adhesive myoblasts that behave like an “adhesive scaffold,” stabilizing developing myotubes against detachment to enable sustained contractility. Importantly, our mixing experiments show that an adhesion-gene-high subpopulation is sufficient to support contraction in mixed cultures containing otherwise differentiation-competent C2C12^WT^ cells, supporting a non-cell-autonomous mechanism (Fig. 4*G*). While the mixing experiments do not fully exclude heterotypic fusion into myotubes, our fractionated RNA-seq experiments corroborate that MyoD1 induction preferentially upregulates adhesion genes in unfused myoblasts (*SI Appendix*, Fig. S9).

We observed that both core and expanded MyoD1 targets were more highly bound at dox-induced MyoD1 dosages (*SI Appendix*, Fig. S5*E*), indicating that core sites were not fully saturated at dox-induced MyoD1 levels. Instead, these results suggest that MyoD1 binding increased according to mass-action by preferentially engaging lower-affinity target sites in accessible chromatin (*SI Appendix*, Fig. S6*E*). The observation that normally lowly expressed targets were preferentially responsive to increased MyoD1 dosage (Fig. 2*E*) is compatible with a gene activation threshold overcome by increased MyoD1 binding. Therefore, we propose a mechanism of gene regulatory spillover, in which increased TF dosage enables broader genome-wide binding over an expanded binding site affinity gradient. Subsequently, broader binding may increase the likelihood of transcriptionally activating normally unresponsive genes, thereby inducing an alternate transcriptional program that alters cellular decision-making.

Dose-dependent engagement of lower-affinity regulatory elements has also been described for other lineage-specific TFs capable of cell reprogramming. For example, Oct4, Sox2, Klf4, and c-Myc dosage have been reported to control the binding of low-affinity sites during the pluripotency reprogramming of fibroblasts (38). Investigation of dose-dependent c-Myc function has found the “invasion” of lower-affinity cis-regulatory elements (39, 40). We similarly found that MyoD1 dose-dependent binding expansion occurred in constitutively accessible chromatin (*SI Appendix*, Fig. S6*E*). Therefore, we speculate that gene regulatory spillover may emerge from both the biophysical principles governing TF binding and the on/off switch nature of gene activation. Given orthogonal examples of TF dose-dependent cell fate determination, we propose that gene regulatory spillover may be a viable mechanism underpinning the role of multiple TFs in directing cell state changes.

## Materials and Methods

### Cell Culture.

Murine C2C12 myoblasts (ATCC CRL-1772) were maintained at 37 °C in a humidified 5% CO_2_ atmosphere in “Growth medium” (GM) containing DMEM (4.5 g/L glucose) supplemented with 20% fetal bovine serum (FBS), 1× penicillin–streptomycin, GlutaMAX, and sodium pyruvate. Cells were passaged every 3 to 4 d at ~80% confluence via 1× PBS wash, trypsinization employing 0.05% trypsin and reseeding at a 1:10 ratio. Cells were trypsinized and counted using a Countess automated cell counter prior to seeding for all experiments. C2C12 cultures were confirmed negative for mycoplasma by in‐house PCR and agarose‐gel electrophoresis.

### Myogenic Differentiation.

C2C12 myoblasts were grown to 90% confluence in GM. Differentiation was induced by switching myoblasts to “Differentiation medium” (DM), composed of DMEM containing 2% horse serum, GlutaMAX, 1× penicillin–streptomycin, sodium pyruvate, and 1× ITS supplement (insulin, transferrin, and selenium). Differentiation was performed without medium replacement for up to 216 h.

### Transfection, Stable Cell Line Generation and Dox Induction.

2 × 10^5^ C2C12 cells were plated in plastic 6-well culture dishes containing GM medium and allowed to proliferate for 24 h prior to transfection. C2C12 were transfected with 5 µg total plasmid DNA (4 µg dox inducible XLone transgene vector + 1 µg Super PiggyBac transposase) using Lipofectamine 3000 following manufacturer protocols. Medium was replaced 24 h posttransfection with GM containing Puromycin. Stably integrated cells were selected using 1 µg/mL Puromycin. XLone-based cell lines were induced to express constructs via the addition of 1 µg/mL doxycycline.

Plasmids employed to generate dox-inducible cell lines:

XLone TRE3G 3xF-Halo-GDGAGLIN-Myod1

XLone TRE3G V5-Halo-GDGAGLIN-Myod1

XLone TRE3G V5-Myod1

XLone TRE3G Halo-NLS

XLone TRE3G Cdh23

XLone TRE3G Cadm4

XLone TRE3G Itga3

XLone TRE3G Cdh15

XLone TRE3G Mcam

Super PiggyBac Transposase (PB200PA-1)

### Immunohistochemistry.

2 × 10^4^ C2C12 cells were seeded in 96-well Perkin Elmer PhenoView dishes containing GM. Cells were grown to ~90% confluence and induced to differentiate as described above. For Halo-MyoD1 visualization, cultures were stained with 50 nM of JFX549 HaloTag ligand for 15 min, washed 2× with phenol free DMEM 20% FBS and destained for 15 min in DMEM 20% FBS. Cells were fixed with 4% paraformaldehyde diluted in PBS for 10 min at 37 deg. C, permeabilized, and antigen blocking was performed in PBS containing 0.25% Triton-X100 and 2% bovine serum albumin (BSA) for 1 h at room temperature (RT), incubated with primary antibody in PBS containing 0.125% Triton-X100 and 2% BSA at 4 °C overnight, washed 3× with PBS, then incubated with secondary antibody in PBS containing 0.25% Triton-X100 and 2% BSA at RT for 1 h. Postantibody staining, C2C12 nuclei were labeled with Hoechst 33342 at 1:10,000 in PBS for 10 min, washed 3× with PBS, and imaged in PBS.

### Confocal Microscopy.

Confocal microscopy was performed on a Perkin Elmer Opera Phenix microscope. For all confocal microscopy experiments, a 20× water NA = 1.0 objective was used to acquire up to three channels, covering >30% of each well per replicate.

The following microscopy parameters were employed for confocal imaging: 375/435 to 480 nm (Hoechst, 40 ms, 100% laser), 488/500 to 550 nm (Myogenin, 100 ms, 50%; MF20, 500 ms, 100%), and 561/570 to 630 nm (Halo-JFX549, 500 ms, 100%). For each experiment, Z-stacks covering all nuclear planes were acquired. Multiple fields of view were acquired to cover >30% around the center of each well per technical well replicate.

### Confocal Microscopy Analysis.

All confocal microscopy analysis was performed employing Perkin Elmer Harmony software. Nuclear segmentation: Maximum intensity projection and basic flatfield correction was applied to all image z-stacks. Nuclei were segmented on Hoechst labeling using the “Find Nuclei” module, Method M, applying a 30 µm diameter, 0.4 splitting sensitivity, and 0.00 common threshold. Myotube segmentation: Myotubes were segmented on MF20 immunohistochemistry intensity employing the “Find Cells” module, Method C, Common Threshold 0.2, Area > 50 µm^2^. Cells were clustered via “Cluster by Distance method” (1 pix, Area>10000 pix.) to join oversegmented myotubes. Myotube fused nuclei: To determine the percentage of nuclei fused into myotubes, we masked nuclei by Myotube segmentation-generated masks. Overlap of nuclei to myotube mask was determined by geometrical center of nuclei to myotube mask positioning. Percent myoblast fusion was calculated by taking the ratio of the number of fused to all nuclei (Fused nuclei/All nuclei)*100. MyoD1/MyoG-expressing nuclei: To identify nuclei expressing MyoD1 and MyoG, nuclei were segmented on Hoechst intensity as described above. Nuclei were called as MyoD1/MyoG expressing if their fluorescence intensity reached above a threshold defined by negative control (2ndry antibody only).

### Western Blotting.

C2C12 (1 × 10^6^) were harvested by direct RIPA buffer (CSHL) + 25U Benzonase lysis. Lysates were mixed with 4× SDS-PAGE loading buffer (CSHL) to a final 1× concentration and run on 4 to 12% Bis-Tris polyacrylamide gels at 100 V for 1.5 h. Proteins were transferred to 0.45 µm nitrocellulose membranes overnight at 10 V, 4 °C in transfer buffer containing 20% methanol. Membranes were blocked in TBS with 0.2% Tween-20 and 3% BSA at RT for 1 h. Blocked membranes were incubated with primary antibodies (anti-MyoD1, anti-TBP, and anti-FLAG) overnight at 4 °C. After primary antibody probing, membranes were washed 3× in TBS with 0.2% Tween-20 and probed with secondary HRP-conjugated antibody diluted in TBS with 0.2% Tween-20 and 3% BSA. Blots were either cut and separately probed or serially probed for TBP detection. Detection was performed using HRP-conjugated secondary antibodies and chemiluminescent substrate (WestECL) and imaged on a Bio-Rad Chemidoc system. Western blots were quantified in Fiji (ImageJ).

### Antibodies.

Anti-MYH1E—MF 20, (Developmental Studies Hybridoma Bank), 2 µg/mL; Anti-MyoG—ab1835, (Abcam), 2 µg/mL; Anti-IgG (H + L) Alexa Fluor 488—A11001, (Molecular Probes), 2 µg/mL; Anti-MyoD1–MA5-12902, (Thermo Fisher), 0.2 µg/mL; Anti-TBP—mAbcam51841, (Abcam), 1 µg/mL; Anti-Light chain HRP—Jackson ImmunoResearch, 0.08 µg/mL; and Anti-flag M2—F3165, (Sigma-Aldrich), 4.7 µg/mL.

### Contraction Assay and Phase-Contrast Microscopy.

C2C12 lines were seeded at 150,000 cells per well of a 24-well culture dish, grown to 90% confluence and differentiated for 144 to 216 h as described above. Phase-contrast microscopy was performed using a 4× air NA = 0.1 Ph0 objective or 10× air NA = 0.25 Ph1 objective. One representative field of view featuring myotubes was recorded over well replicates; all analyses were performed across three biological replicates per condition unless otherwise indicated.

### Trypsinization Assay.

C2C12 myoblasts were differentiated for 120 h to assess adherence prior to the onset of contraction. Cells were washed once with 2 mL room-temperature PBS and temperature equilibrated for 10 min in 0.5 mL PBS. Detachment was induced by adding 2 mL of 0.05% trypsin at the start of brightfield time-lapse imaging, and each condition was recorded for 5 min. The time of myotube detachment onset was manually scored for each well.

### Optical Flow Contraction Analysis.

Contraction analysis was performed by implementing OpenCV2-computervision to quantify whole-time-lapse cellular motion using dense Farneback optical flow. Videos (~15 to 30 s duration) were first trimmed by 5 s at both start and end to exclude artifacts. Pairwise optical flow was computed with OpenCV’s calcOpticalFlowFarneback (pyr_scale = 0.5, levels = 3, winsize = 15, iterations = 3, poly_n = 5, poly_sigma = 1.2, flags = 0). The resulting horizontal (u) and vertical (v) flow vectors were converted to magnitude and summed over all pixels to yield a “motion” scalar per interframe interval. For motion over time visualization, values were smoothed using a centered moving average (2-frame) window. For contraction-rate plots, motion-scalar timepoints within a predefined motion range were counted and divided by the analyzed video duration to yield contractions per second.

### Cas9 Halo Tagging.

Endogenous Halo-tagging was performed as previously described (41). C2C12 were plated at 500,000 cells per 10 cm culture dish, grown to 40% confluence and transfected as described above with Cas9 editing reagents consisting of a pENTR-based N-terminally Halo-tagged MyoD1 homology-dependent repair (HDR) donor plasmid and pU6 sgRNA, Cas9-Venus-bearing editing plasmid.

Guide RNA sequence for MyoD1 halo-tag knock-in:

pU6_gRNA144_myod: 5′ gagcttctatcgccgccactc 3′

HDR vectors included 200 to 500 bp long arms homologous to the *MyoD1* genomic region.

HDR and gRNA plasmids:

pHR_mMyoD_NtermHaloKI_gRNA144mut

pU6_gRNA144_myod

Posttransfection, cells were cultured for 24 h, medium was exchanged, cells were cultured for another 24 h and then FACS-sorted into 96-well plates based on Cas9-Venus fluorescence intensity to select for transfected cells. Single-cell clones were grown for an additional 2 wk and then genotyped for inclusion of N-terminal MyoD1 Halo-tag via genomic PCR screening, Sanger sequencing, and western blotting.

### Single-Molecule Imaging Experiments.

For single-molecule imaging experiments, C2C12 cells were grown on glass-bottom 35 mm MatTek dishes and were stained with 50 nM of JFX549 Halo-tag ligand for 15 min, destained as for confocal microscopy, and imaged within 4 h of Halo-tag labeling.

Single-molecule microscopy was performed as previously detailed, employing a Nikon TI microscope with a 100×/NA 1.49 oil objective (42, 43). Time-lapses were acquired employing a 1 watt 561 nm laser. For Halo-MyoD1 microscopy, an initial snapshot of cells was acquired, after which cells were bleached at maximum laser power in 150 × 150 ROIs for 10 to 30 s to generate single-molecule labeling density of Halo-MyoD1. Time-lapses were acquired within 150 × 150 pixel ROI manually applied to the center of nuclei. Time-lapses were captured with stroboscopic illumination at 1 ms exposure at 561 nm excitation. 5,000 to 10,000 frames were recorded per cell, depending on experiment labeling density. A minimum of 20 cells were recorded per condition, with two independent biological replicates recorded on separate days and pooled for analysis.

### Single-Molecule Detection, Localization, and Tracking.

Detection, localization, and tracking of molecules in single-molecule movies were processed as previously detailed (44). In brief, we employed the “quot” package (https://github.com/alecheckert/quot), using the following tracking parameters: method = “conservative,” pixel_size_um = 0.160, frame_interval = 0.00748, search_radius = 1.0, max_blinks = 0, min_I0 = 0.0, scale = 7.0.

### Nuclear Masking of Single-Molecule Trajectories.

Trajectories were masked by nuclear snapshots to minimize analysis contamination by nonnuclear trajectories. In brief, saturation HaloTag ligand labeled nuclear snapshot images of Halo-MyoD1 were Gaussian blurred and thresholded to produce a binary mask. Hole filling was applied to this binary mask. Mask contours were extracted and applied to single-particle trajectory localizations.

### Inference of Diffusivity from Single-Molecule Tracking.

Diffusivity inference of single-molecule trajectories was performed with a Bayesian state array approach as previously detailed (44). In brief, we employed the “saspt” package (https://github.com/alecheckert/saspt) (44). To discard time-lapse start artifacts, the first 1,000 frames of each set of tracks were excluded from analysis. Chromatin bound fractions were extracted from saspt state arrays via thresholding at 0.1 µm^2^/s to define fraction chromatin bound.

### MyoD1 Fluorescence Intensity Analysis.

Snapshots of saturation-labeled Halo-tag ligand staining were normalized and Gaussian blurred prior to use as nuclear segmentation masks. Nuclear segmentation was performed via inverse Otsu thresholding and applied to the original snapshot to compute mean fluorescence intensity.

### RNA-Sequencing and Analysis.

C2C12 myoblasts were seeded at 200,000 (differentiation condition) or 100,000 cells (undifferentiated condition) per 6-well dish, treated with 1 µg/mL doxycycline or vehicle, and simultaneously induced to differentiation or maintained in growth medium. Total RNA was extracted using TriZol following manufacturer protocols. polyA-mRNA enrichment was performed on extracted RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490S). Extracted RNA was reverse transcribed following NEBNext Ultra II RNA Library Prep kit, following manufacturer protocol. Libraries were prepared following NEBNext Ultra II RNA Library Prep kit protocol. Sequencing was performed by MedGenome (Foster City, CA) on Illumina NovaSeq/NovaSeq 6000 instruments with 150 bp paired end reads.

Quality control and processing was performed with the nf-core/RNAseq pipeline version 3.18.0 (45). Differential expression testing was performed with DESeq2 in R (design ∼ condition), with gene annotation via biomaRt. Gene ontology enrichment was performed with gProfiler. MA plots were generated in Python with Matplotlib, pandas, and NumPy. Heatmaps of selected targets were drawn using pheatmap and RColorBrewer in R, while three-way Venn diagrams of upregulated genes were generated using matplotlib-venn.

RNA-seq. analyses reflect three biological replicates per condition and time point, except for the +dox-treated myoblast-enriched condition, which contains two biological replicates.

### Myoblast/Myotube Filtration.

To separate differentiated cultures into mononucleated and myotube-enriched fractions, cells were treated with 0.00125% trypsin for 5 min, triturated 10 times, and passed through a 40 µm cell strainer. The flow-through was collected as the mononucleated myoblast-enriched fraction, while the retentate on the filter was collected as the myotube-enriched population. The retentate was collected by backflushing the filter using PBS. Both flow-through and retentate were centrifuged at 500 × g for 5 min and lysed in TriZol prior to RNA extraction.

### CUT and RUN Sequencing and Analysis.

C2C12^MyoD1::Halo + iMyoD1^ and C2C12^WT^ were seeded at 200,000 cells in a 6-well dish, grown to ~90% confluence and induced to differentiation simultaneously with ±1 µg/mL doxycycline treatment for 6 h. CUT and RUN was performed according to published protocols (46). In brief, 500,000 cells were harvested via trypsinization, permeabilized, incubated with M2-anti-flag antibody and treated with pAG-MNase. Fragments were purified using phenol-chloroform DNA extraction. Library preparation was performed using NEBNext Ultra II DNA library Prep kit for Illumina, following manufacturer protocols. Sequencing was performed by MedGenome (Foster city, CA) on an Illumina NovaSeq X instrument with 150 bp paired-end reads.

Fastq files were analyzed using the nf-core/cutandrun pipeline version 3.2.2 (45). Pipeline parameters that deviated from default: genome: mm10, normalization_mode: CPM, replicate_threshold:2, seacr_stringent: relaxed, trim_nextseq: 20, blacklist:mm10-blacklist.v2. Motif enrichment analysis was performed using HOMER. Genome track visualization was performed using IGV 2.17.4. CUT and RUN binding intensity analysis was performed by scaling per-replicate BigWig coverage to counts-per-million, binning ±1 kb around each peak summit into 50 bp windows, averaging across replicates per condition, and plotting the resulting mean ± variability for each peak set. All CUT and RUN analyses reflect three biological replicates per condition.

### ATAC Sequencing and Analysis.

C2C12^iMyoD1^ myoblasts were seeded at 300,000 (24 h differentiation condition) or 75,000 cells (undifferentiated condition) per well of a 12-well dish, treated with 1 µg/mL doxycycline or vehicle, and simultaneously either induced to differentiation as described above (for 24 h differentiated samples) or maintained in 20% FBS DMEM for 24 h (undifferentiated samples). ATAC tagmentation and fragment purification was performed according to published protocols (47). Cells were harvested via trypsinization, and 20,000 cells were permeabilized and tagmented with 2 μL Illumina TDE1 enzyme. Fragments were purified using Zymo DNA clean and concentrator-5. Library preparation was performed using NEBNext Ultra II DNA library Prep kit for Illumina, employing custom Nextera primers. Sequencing was performed by MedGenome (Foster city, CA) on Illumina NovaSeq 6000 instruments with 100 bp paired end reads.

Fastq files were analyzed using the nf-core/atacseq v 2.1.2 pipeline (45). Parameters that deviated from default: genome:mm10, blacklist: mm10-blacklist.v2, trim_nextseq:20, min_reps_consensus:2. ATAC-seq samples GSM9283703 and GSM9283707 were excluded from downstream differential accessibility analyses as QC outliers; all other ATAC-seq replicates were retained. All ATAC analyses reflect ≥3 biological replicates per condition and time point.

#### TOBIAS analysis.

ATAC-seq replicates were merged and analyzed with TOBIAS BINDetect separately for each peak class and comparison. Significance was assessed with a one-sample *t* test against zero, requiring at least five sites per motif. TF-level volcano plots were generated from the mean effect size and *P* value. Motifs were first filtered to RNA-expressed TFs (baseMean ≥ 10), and differential hits were classified using the 7.5th/92.5th percentiles of effect size and the 92.5th percentile of −log10(*P*) (48).

### CUT and RUN—ATAC–RNA-Seq Multimodal Analysis.

Multimodal sequencing analyses were performed by merging ATAC and CUT and RUN consensus peak sets into a master consensus peak set and subsequently intersecting based on peak coordinates. Merged peaks were associated to the nearest annotated gene using HOMER. RNA-seq gene expression data were merged based on gene mapping via tx2gene.

### Use of AI.

ChatGPT 5.5 was employed in preparing analysis code.

## Supplementary Material

Appendix 01

Movie S1. (A) Real-time phase-contrast microscopy time-lapse of C2C12^iMyoD1^ cells ± dox and 144 h of differentiation.

Movie S2. (A) Real-time phase-contrast microscopy time-lapse of C2C12^iCadm4^, C2C12^iCdh15^ C2C12^iCdh23^, C2C12^iItga3^, and C2C12^iMcam^ cells ± dox and 216 h of differentiation.

## Data Availability

Next-generation sequencing data have been deposited in GEO GSE309864 (49), GSE309919 (50), and GSE309939 (51). All other data are included in the manuscript or supporting information.

# Supplementary material for: Elevated MyoD1 levels expand genome-wide binding and the repertoire of regulated genes
**Source:** Proc Natl Acad Sci U S A. 2026 Jun 16;123(25):e2605749123. doi: 10.1073/pnas.2605749123
**Supplement:** Supplementary file 1 — Appendix 01

# FIG-S1

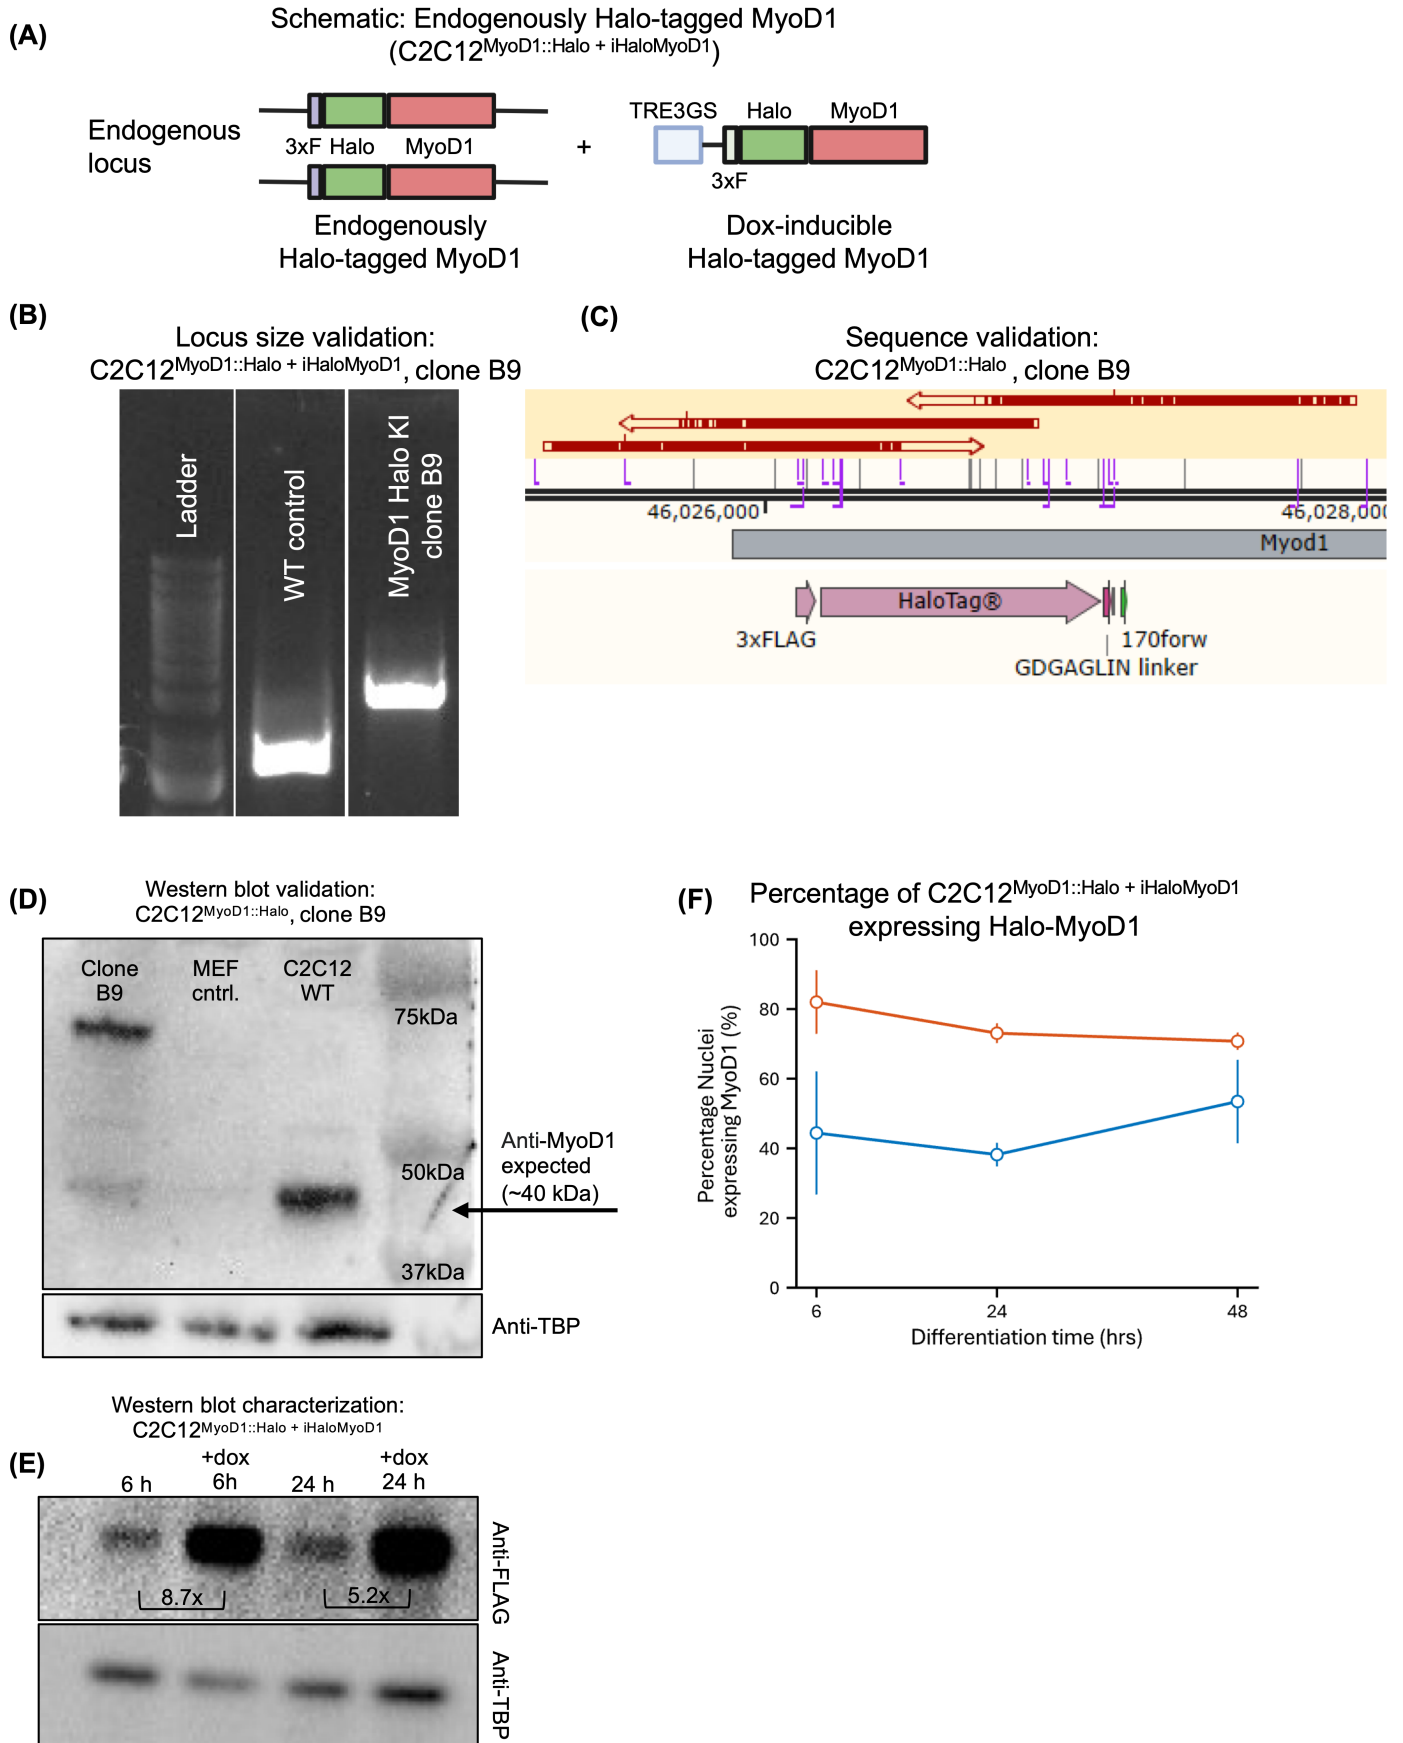

## Supplementary Figure 1

- (A) Schematic describing homozygous Halo-tagging of endogenous MyoD1 alleles and introduction of additional doxycycline-inducible Halo-MyoD1 alleles. Grey box represents 3x-Flag tag, green boxes represent HaloTag, red boxes represent *MyoD1*. White box represents dox-inducible *TRE3GS* promoter.
- (B) PCR amplicons of MyoD1 N-terminal genome locus, indicating differential sizing of wild-type C2C12 (approx. 1600bp) and HaloTag knock-in clone (approx. 2600bp) MyoD1 N-terminal locus region.
- (C) Sanger sequencing of homozygous N-terminal HaloTag knock-in clone B9, indicating Sanger sequencing coverage over the insertion of HaloTag sequence to MyoD1 N-terminus fusion. Arrows represent forward and reverse Sanger sequencing reads aligned to a reference *MyoD1* sequence. White dashes in arrows represent SNPs as compared to reference *MyoD1* sequence.
- (D) Western blot probing MyoD1 in HaloTag knock-in C2C12<sup>MyoD1::Halo</sup> clone (B9), a mouse embryonic fibroblast negative control (Fibro. Control) and wild-type, parental C2C12 myoblasts ("WT"). Arrow marks expected wild-type anti-MyoD1 band size. Bottom lane indicates an anti-TBP control, spliced underneath the original anti-MyoD1 image.
- (E) Western blot probing FLAG in HaloTag knock-in clone C2C12<sup>MyoD1::Halo</sup> + iMyoD1, untreated or treated ±dox for 6 and 24 h. Brackets and annotation signify expression fold change normalized to TBP.
- (F) Quantification of the percentage of C2C12<sup>MyoD1::Halo</sup> + iMyoD1 cells expressing detectable Halo-MyoD1 over 48 h of differentiation and ±dox, as represented by (Fig. 1C). Orange line represents the fraction of +dox treated C2C12<sup>MyoD1::Halo</sup> + iMyoD1, while blue line represents the fraction of untreated C2C12<sup>MyoD1::Halo</sup> + iMyoD1. Plotted points and bars represent means and standard deviation across 3 biological replicates.

FIG-S2

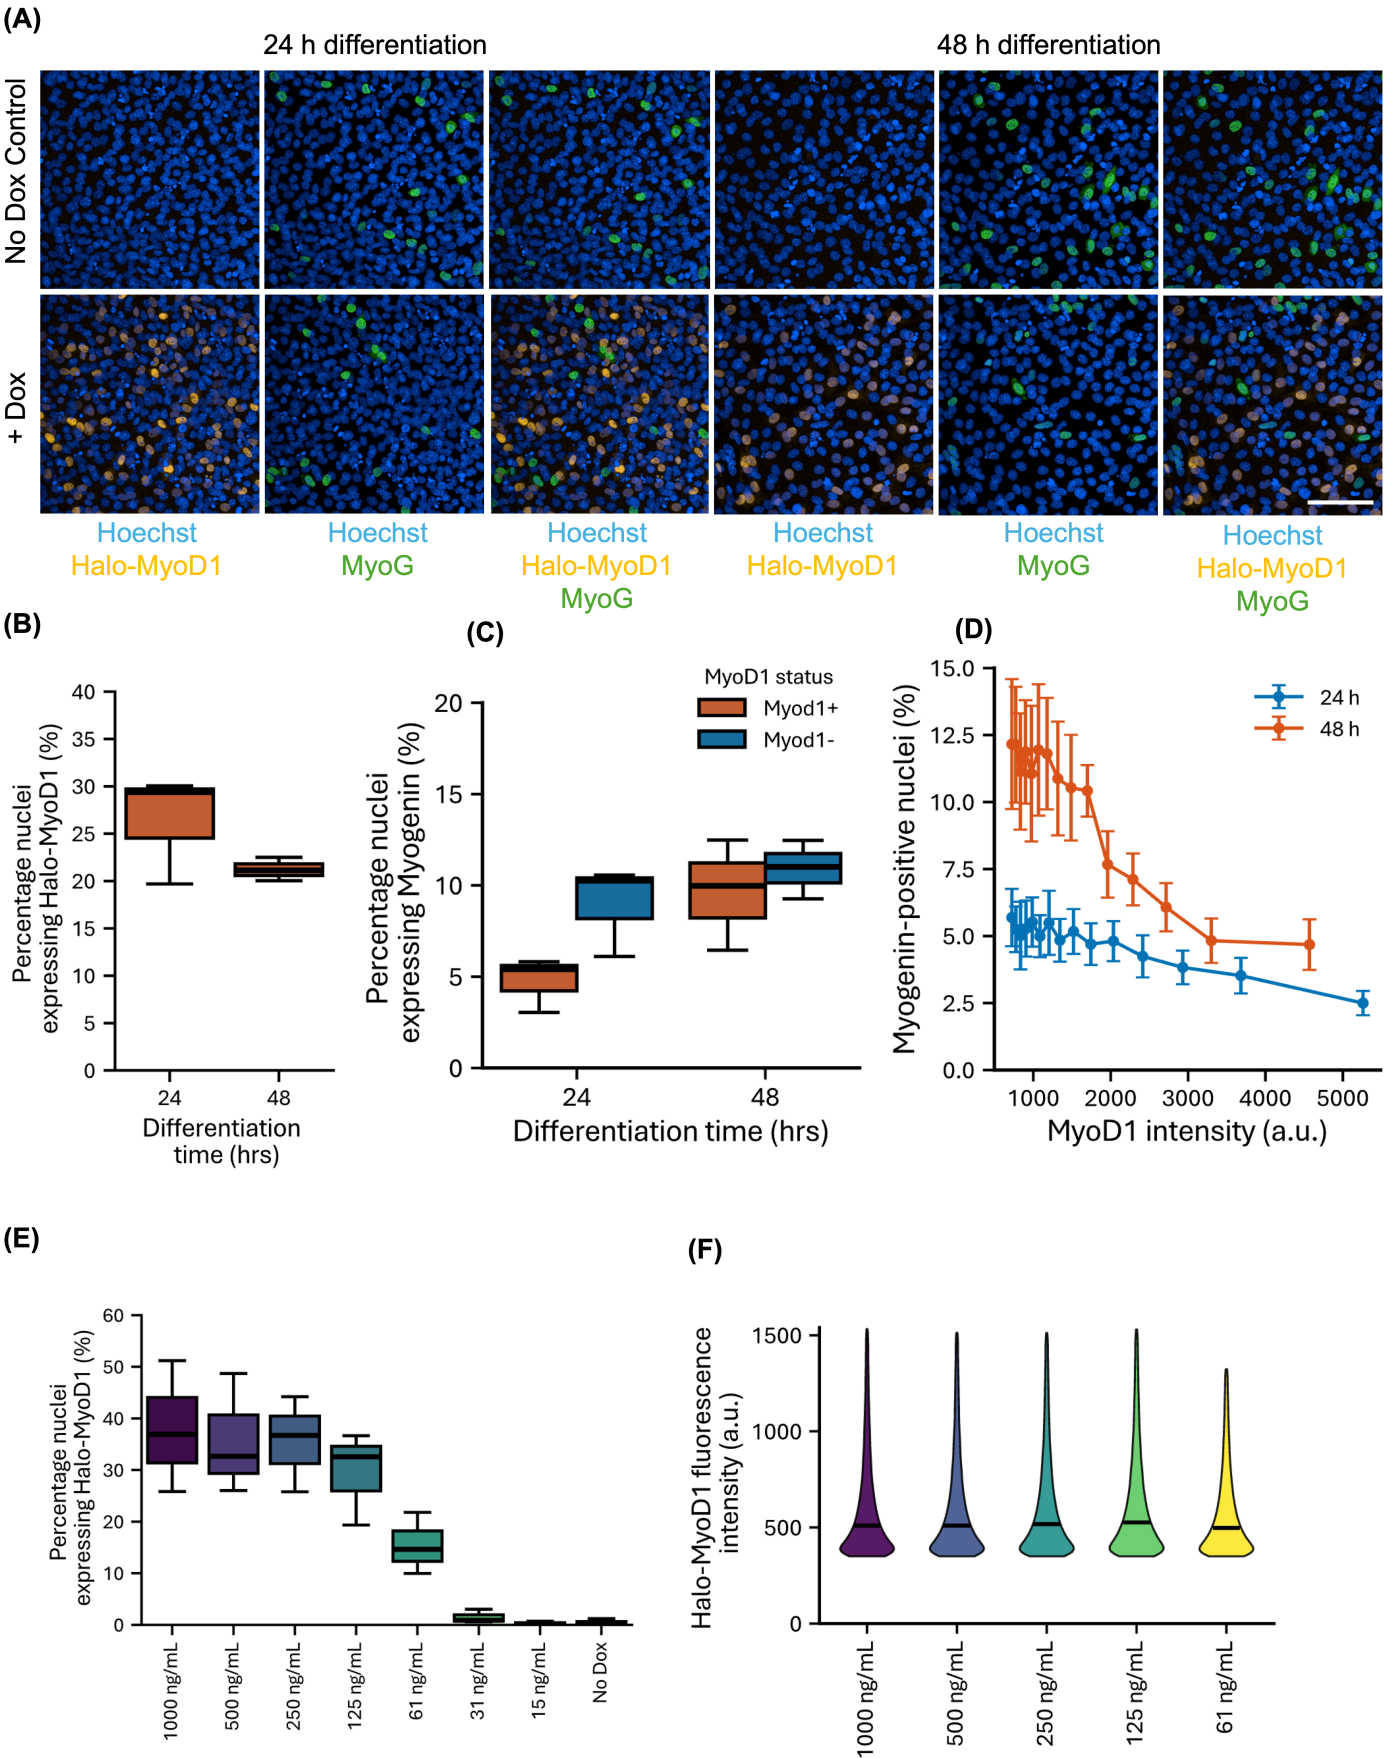

## Supplementary Figure 2

- (A) Representative confocal microscopy images of Halo-MyoD1 expression and Myogenin (MyoG) immunohistochemistry. Images represent the C2C12<sup>iMyoD1</sup> cell line (Fig. 1A) treated  $\pm$  dox for 24 or 48 h of differentiation. Yellow; JFX549 Halo-tag ligand-labeled Halo-MyoD1, Green; Myogenin (MyoG) immunohistochemistry, Blue; Hoechst labeled nuclei. Scale bar: 100  $\mu$ m.
- (B) Quantification of (A) representing the percentage of dox-treated C2C12<sup>iMyoD1</sup> nuclei expressing detectable Halo-MyoD1. Boxplots represent percentage of nuclei expressing Halo-MyoD1 above a background fluorescence intensity threshold. Plotted bars and whiskers represent 3 biological replicates. Analysis represents a minimum of 400,000 nuclei per time point and condition. Boxplots represent quartile ranges and medians, as detailed in Fig 1.
- (C) Quantification of the percentage of nuclei expressing Myogenin (MyoG) based on their Halo-MyoD1 expression. Boxplots represent percentage of nuclei per well expressing MyoG above a background fluorescence intensity threshold. Bars and whiskers represent 3 biological replicates. Analysis represents a minimum of 400,000 nuclei per time point and condition.
- (D) Percentage of Myogenin-positive nuclei as a function of Halo-MyoD1 expression level in C2C12<sup>iMyoD1</sup> cells at 24 h (blue line) and 48 h (orange line). Cells were binned by Halo-MyoD1 intensity, and points represent the mean Myogenin positivity within each bin. Whiskers indicate SEM over three biological replicates. Analysis includes a minimum of 80,000 nuclei per condition and time point.
- (E) Quantification of the percentage of C2C12<sup>iMyoD1</sup> cells expressing Halo-MyoD1 after 24 h of differentiation and induction by a gradient of dox concentrations. Boxplots represent percentage of nuclei per well expressing Halo-MyoD1 above a background fluorescence intensity threshold. Bars and whiskers represent 3 biological replicates. Analysis represents a minimum of 200,000 nuclei per condition. No dox represents an untreated control.
- (F) Violin plot quantification of the fluorescence intensity of Halo-MyoD1-expressing C2C12<sup>iMyoD1</sup> cells as a function of induction by a gradient of dox concentrations. Plotted bars represent median of nuclei pooled over 3 biological replicates. Analysis represents a minimum of 30,000 nuclei per condition.

# FIG-S3

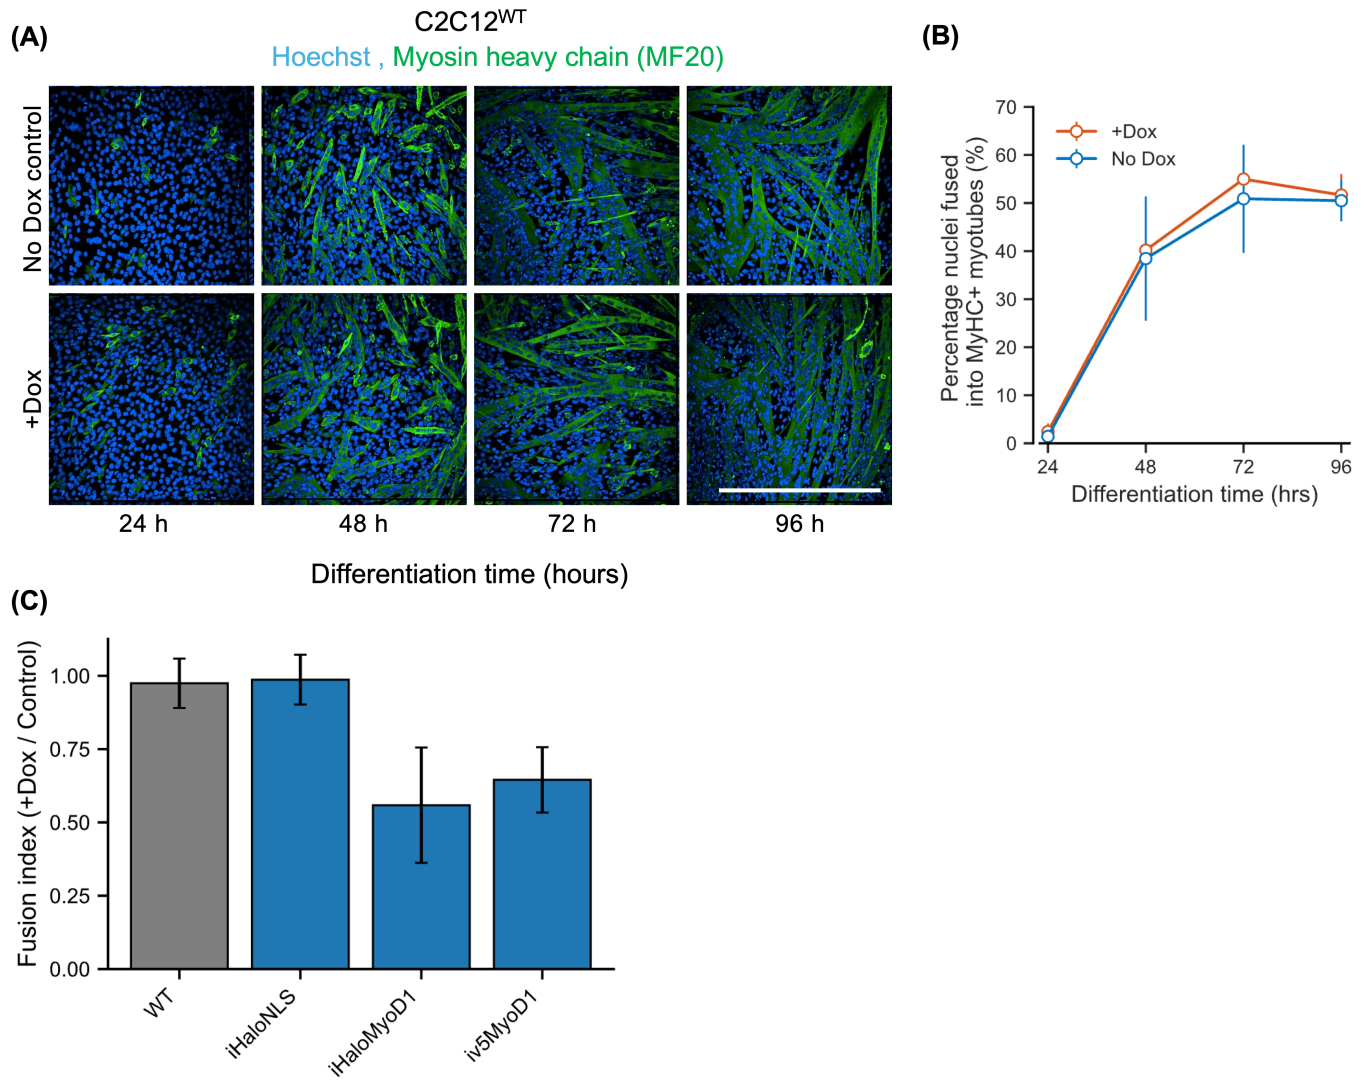

### Supplementary Figure 3

- (A) Representative images of C2C12<sup>WT</sup> culture nuclei (Hoechst: blue) and myotubes (Myosin Heavy Chain immunofluorescence: green) over 96 h differentiation  $\pm$  dox. Scale bar: 500  $\mu$ m.
- (B) Quantification of C2C12<sup>WT</sup>  $\pm$ dox myoblast fusion into MyHC+ myotubes. Plotted dots and bars represent means and standard deviation across 3 biological replicates.
- (C) Quantification representing the ratio of fusion at 96 h differentiation. Fusion index represents the percentage of fused nuclei in +dox condition divided by no dox control. Analysis represents measurements of >450,000 nuclei over 3 biological replicates. Bars represent fusion index of C2C12<sup>WT</sup>, C2C12<sup>iHaloNLS</sup>, C2C12<sup>iHaloMyoD1</sup> and C2C12<sup>iV5MyoD1</sup>. Error bars represent SEM of biological replicates.

# FIG-S4

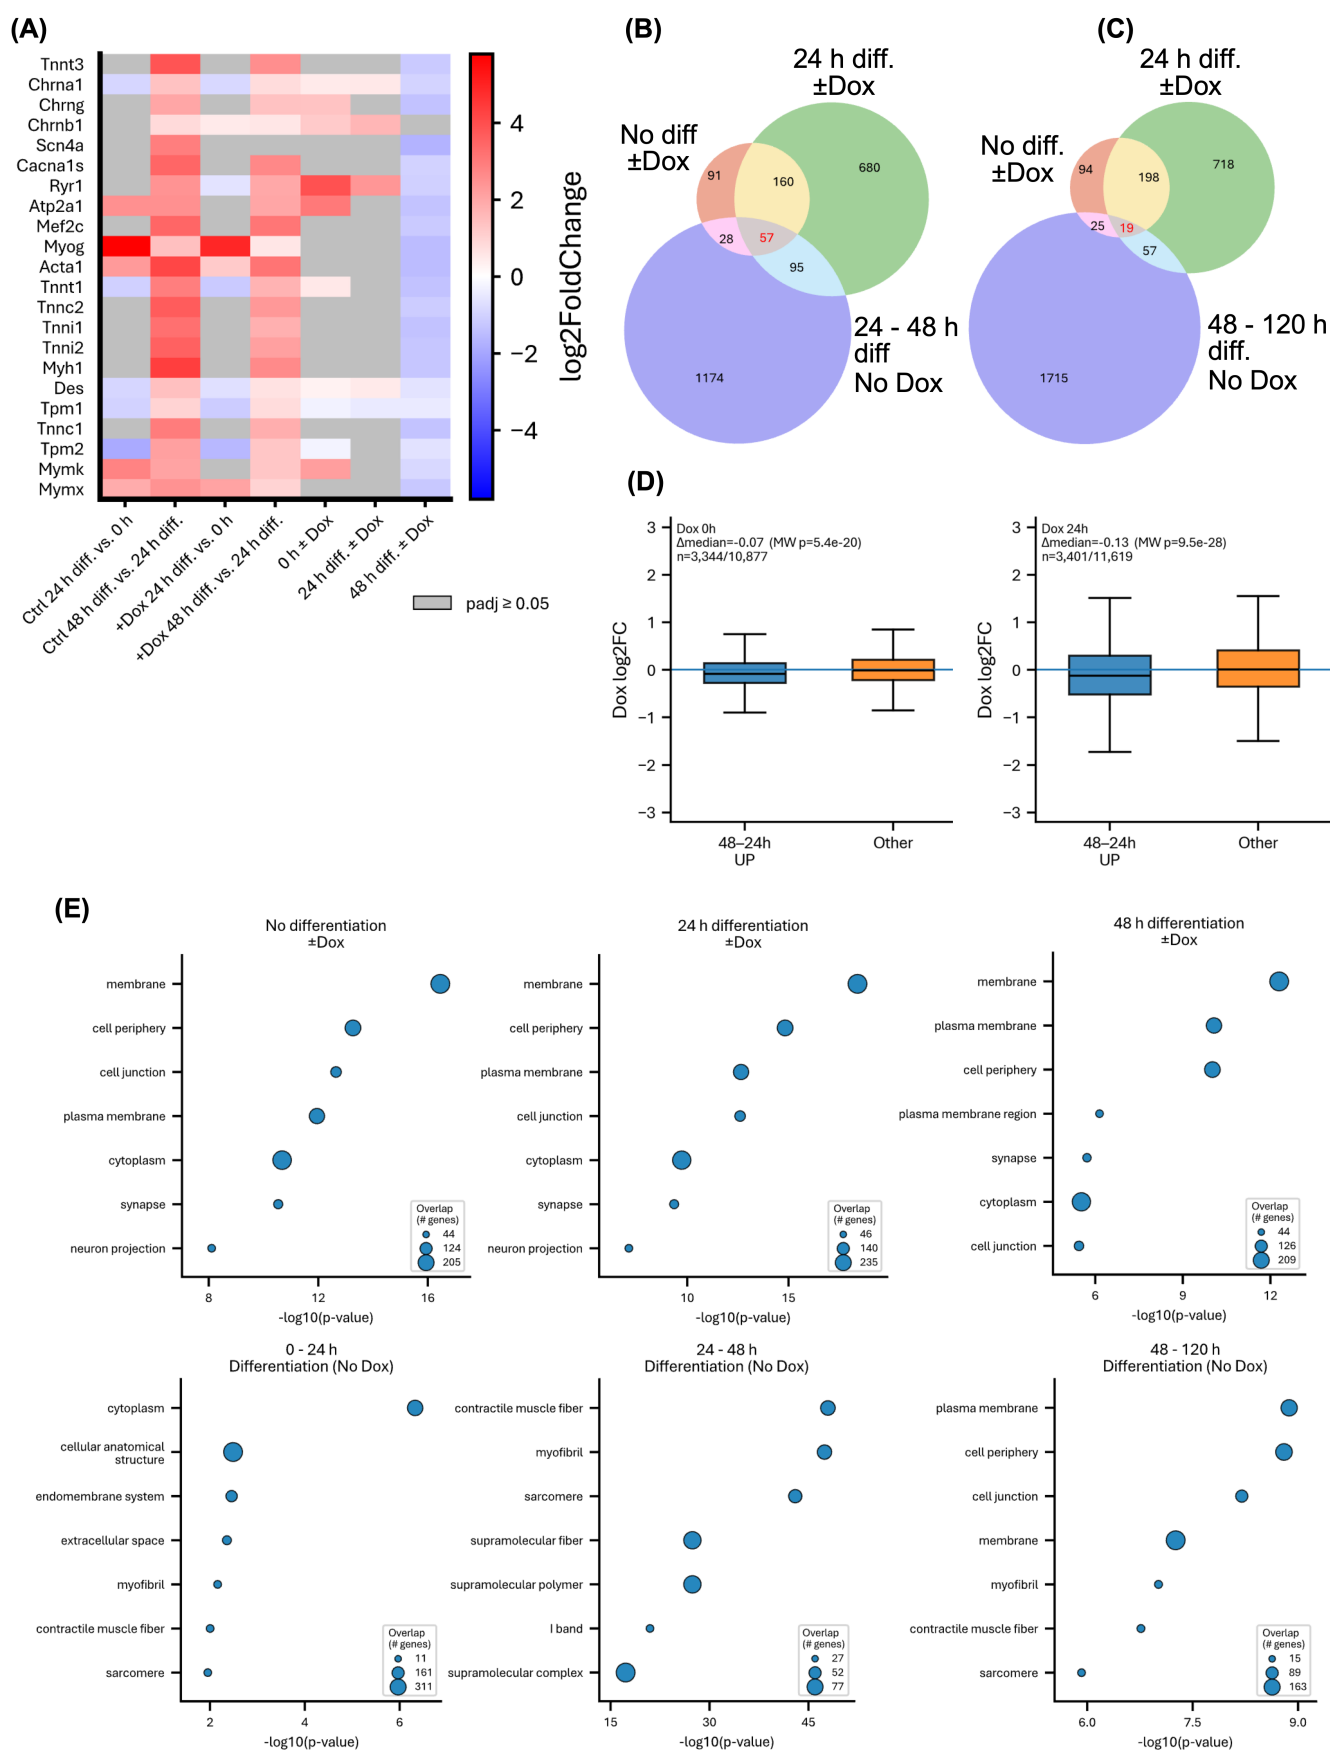

#### Supplementary Figure 4

- (A) Heatmap of DESeq2 log<sub>2</sub> fold-change values for a curated set of previously reported MyoD1-related genes involved in myogenic differentiation. Columns show pairwise comparisons across myogenic differentiation timepoints in control and dox-treated conditions, as well as matched-timepoint comparisons of dox-treated versus control cells. Cells are colored by DESeq2 log<sub>2</sub> fold change for genes with significant differential expression between the indicated conditions; grey cells indicate non-significant changes. Red indicates higher expression in the numerator condition of each comparison, while blue indicates lower expression. Significance was defined as Benjamini-Hochberg adjusted  $P < 0.05$ . Columns correspond to comparisons: 0-24 h diff., 24-48 h diff., 0-24 h diff. +dox, 24-48 h diff. +dox and change due to dox treatment at 0 h diff. ±dox, 24 h diff. ±dox and 48 h diff. ±dox.
- (B) 3-way Venn diagram of upregulated gene overlap (>2-fold, p.adj<0.05) between genes upregulated due to +dox treatment without differentiation (red circle.), +dox treatment with 24 h differentiation (green circle) and due to endogenous myoblast differentiation (24-48 h differentiation, no dox, blue circle). Number annotation represents the number of upregulated genes in each Venn category.
- (C) 3-way Venn diagram as in (B) as compared to endogenous myoblast differentiation (48-120 h differentiation, no dox, blue circle).
- (D) Boxplots of dox-induced log<sub>2</sub> fold-changes (dox vs control) at 0 h (left) and 24 h (right) for genes significantly upregulated during endogenous differentiation from 48 h vs 24 h in control (48–24 h UP; padj < 0.05, log<sub>2</sub>FC > 0) compared with all other genes (“Other”). Center lines indicate medians; boxes indicate interquartile ranges; whiskers indicate 1.5×IQR, Δmedian and two-sided Mann–Whitney p-values are shown; n indicates the number of genes in each group.
- (E) Cell compartment gene ontology analysis of up to top 400 significantly + dox upregulated (adj. p < 0.05, 2-fold) genes in +dox C2C12<sup>MyoD1</sup> (proliferating or simultaneous with 24 and 48 h differentiation) and top genes upregulated by endogenous differentiation (0-24, 24-48 and 48-120 h).

**FIG-S5**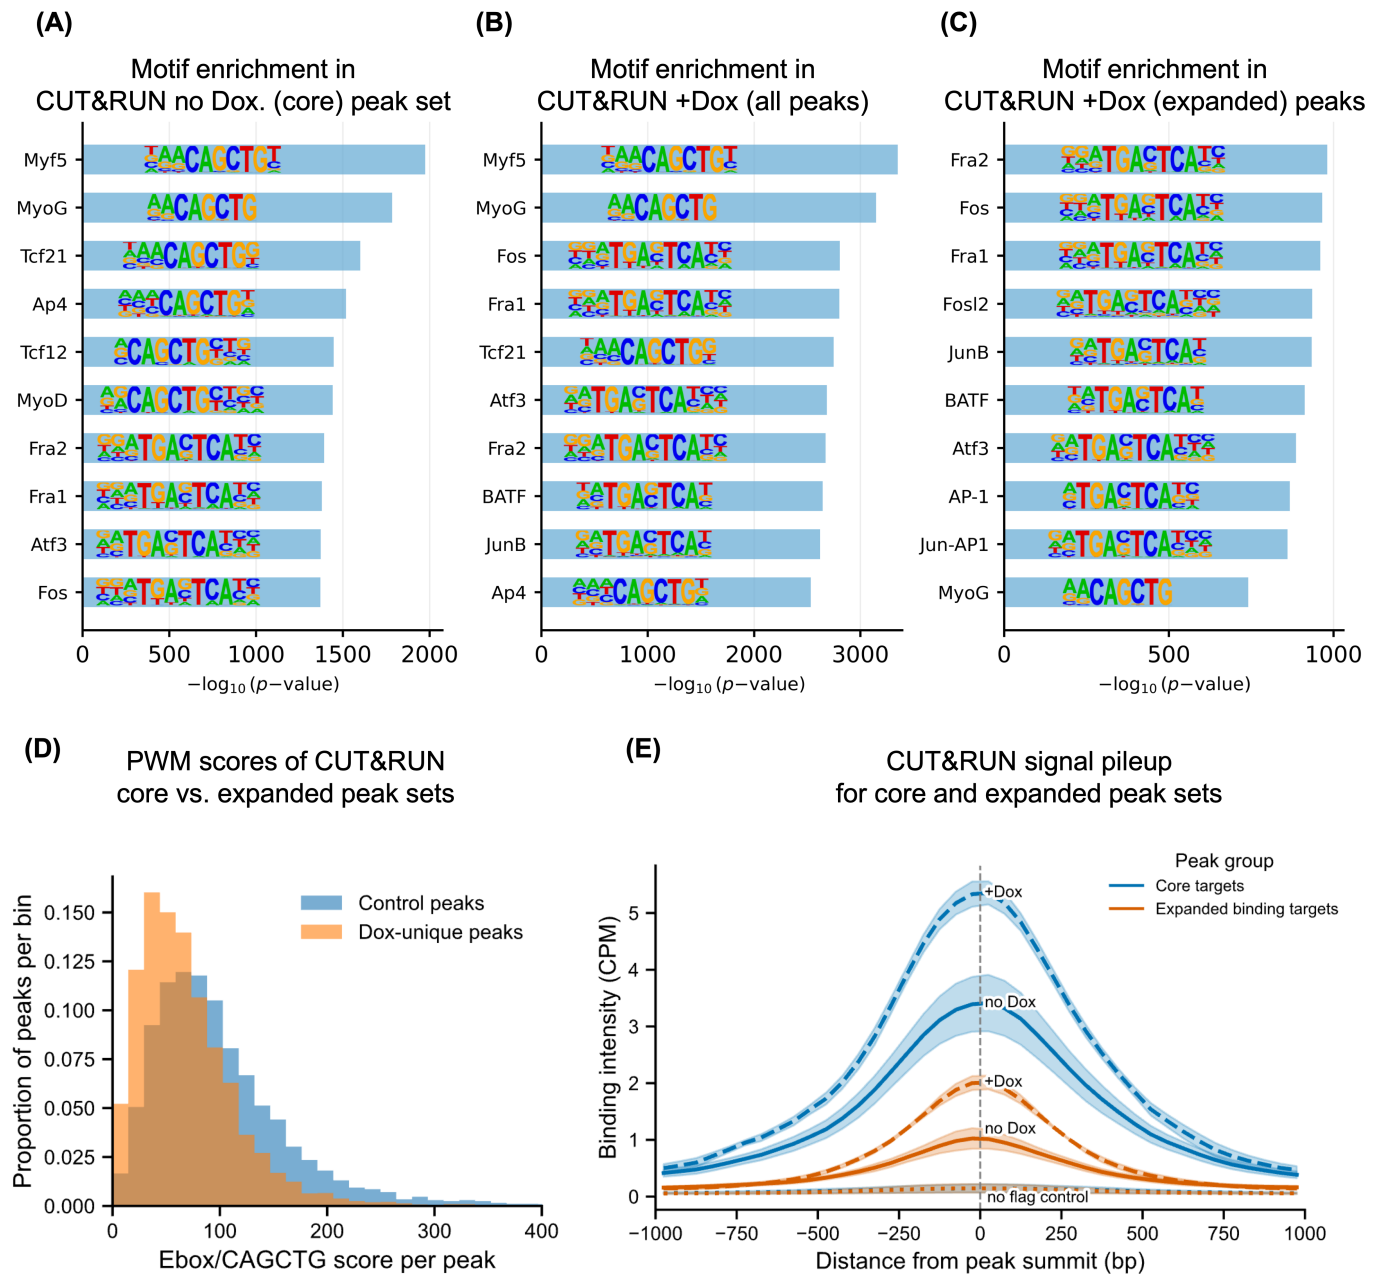

## Supplementary Figure 5

- (A) Motif enrichment analysis of “core” CUT&RUN peak set vs mm10 background genome. Bars represent top 10 most significantly enriched motifs. Within-bar-lettering represents position-weight matrix of TF-associated motifs.
- (B) Motif enrichment analysis of all dox-treated CUT&RUN peaks vs mm10 background genome, as in (A).
- (C) Motif enrichment analysis of dox-unique CUT&RUN peak set vs mm10 background genome, as in (A).
- (D) Ebox/CAGCTG motif PWM-scan scores for core (Control) and expanded (Dox-unique) CUT&RUN peak sets. Histogram represents distribution of peak motif scores within each condition. Orange distribution represents +dox-unique peaks, blue distribution represents no dox treatment (control) peaks.
- (E) Per-condition pileup of CPM-normalized CUT&RUN signal under no-dox control (blue, core targets) or +dox-unique (orange, expanded binding targets) peak sets. +Dox-CUT&RUN signal indicated by dashed lines, no dox signal indicated by solid lines. No Flag control refers to CUT&RUN performed using anti-flag antibody in a parental C2C12 wild-type cell line not expressing any flag-tagged protein. Line shading represents  $\pm 1$  standard deviation over three biological CUT&RUN replicates.

**FIG-S6**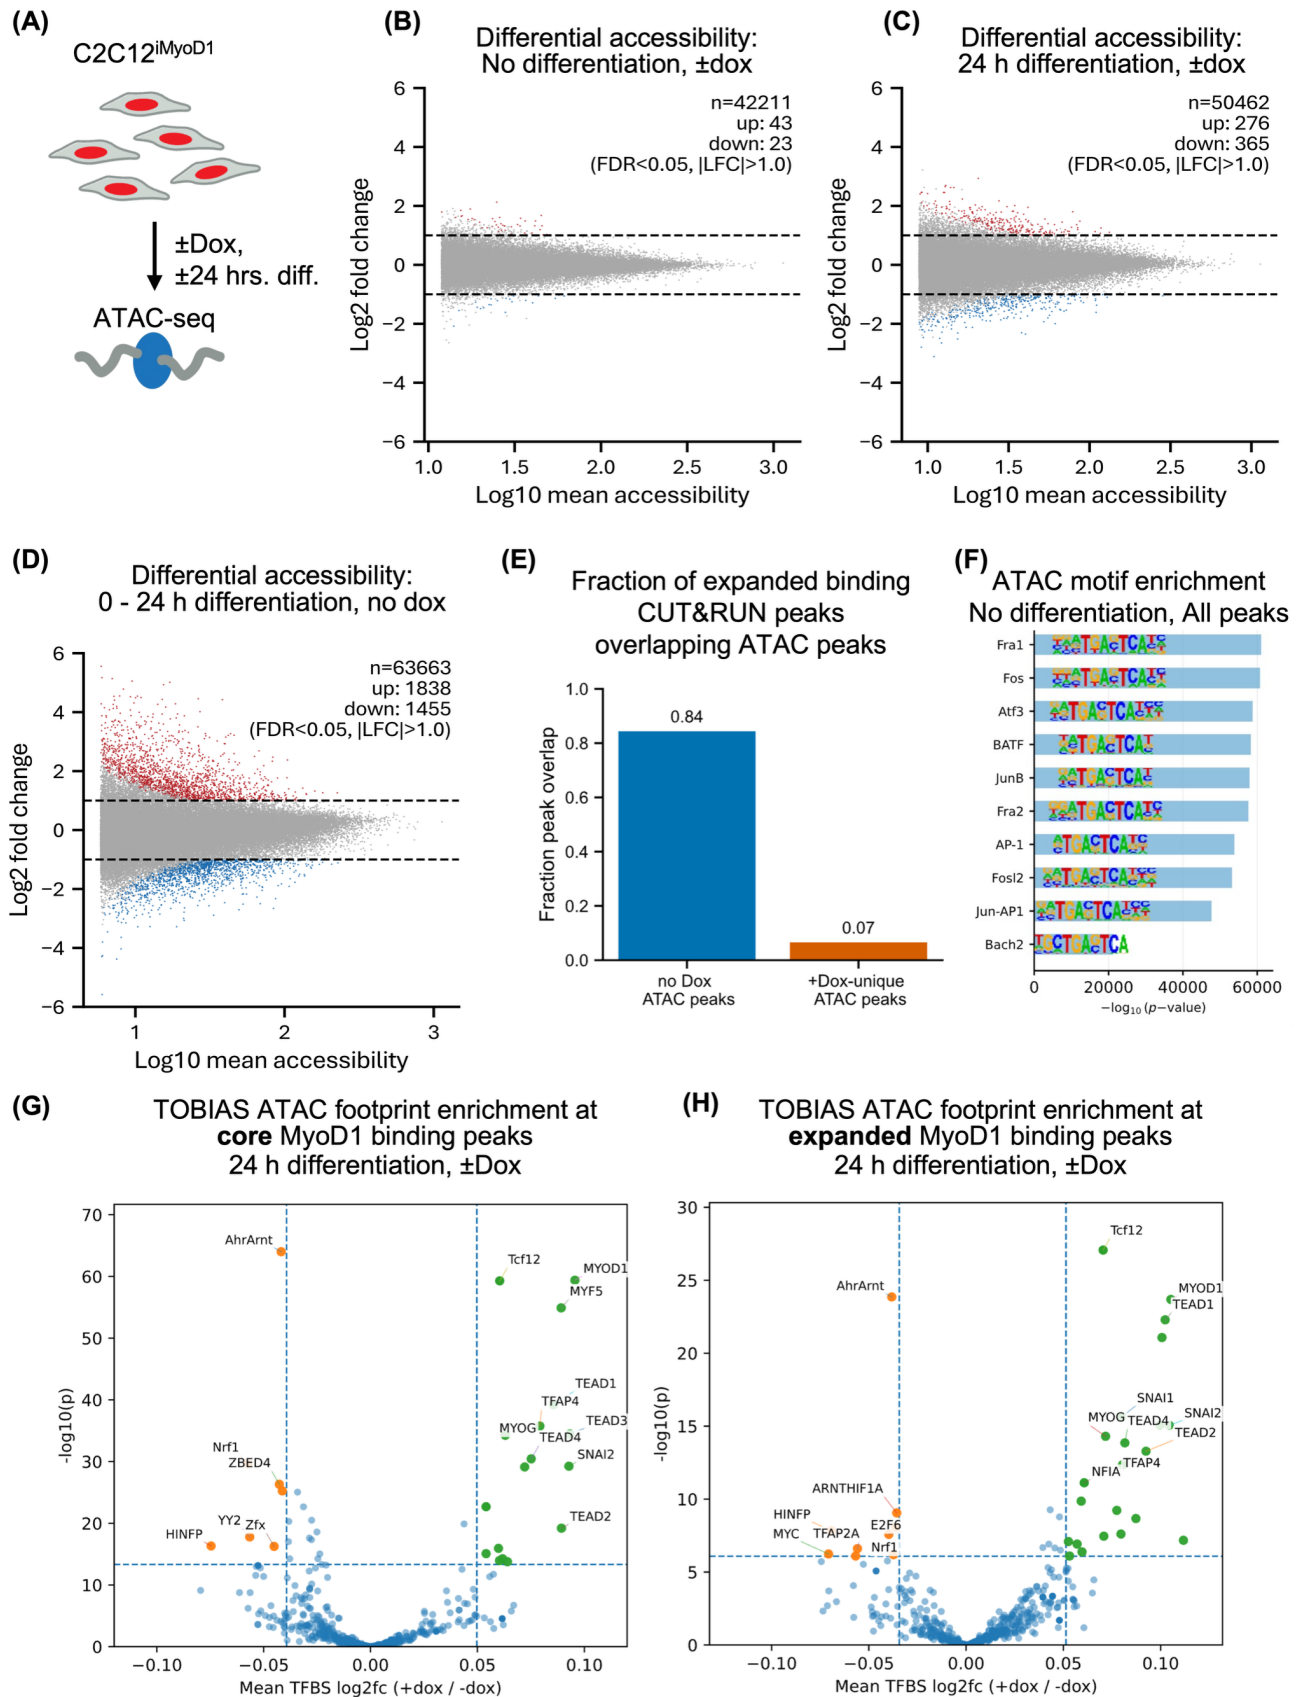

## Supplementary Figure 6

- (A) Schematic describing ATAC sequencing of C2C12<sup>iMyoD1</sup>  $\pm$  Dox treatment and  $\pm$  24 h differentiation. Cells with red nuclei describe C2C12<sup>iMyoD1</sup>, blue oval and wavy arms represent transposase and adapter oligos employed in ATAC-seq.
- (B) Accessibility log-ratio to average (MA) plot of C2C12<sup>iMyoD1</sup> ATAC-seq.  $\pm$  dox and no differentiation. Red dots indicate significantly (FDR<0.05), >2-fold more accessible peaks, blue dots indicate significantly (FDR<0.05), >2-fold less accessible peaks. Dashed lines represent a 2-fold change threshold. N<sub>up</sub> and N<sub>down</sub> represent the number of peaks up/down-regulated by 2-fold.
- (C) (MA) plot of C2C12<sup>iMyoD1</sup> ATAC-seq.  $\pm$  dox and 24 h differentiation, as in (B).
- (D) (MA) plot of C2C12<sup>iMyoD1</sup> ATAC-seq. 0 – 24 h differentiation, as in (B).
- (E) Fraction of overlap between +dox-unique MyoD1 CUT&RUN peaks and all ATAC peaks of either untreated or unique to +dox treated C2C12<sup>iMyoD1</sup>. CUT&RUN and ATAC peaks represent SEACR (CUT&RUN) and MACS2 (ATAC) peaks reproducible in  $\geq 2/3$  biological replicates.
- (F) Motif enrichment analysis of all ATAC peaks in untreated, proliferating C2C12<sup>iMyoD1</sup>. Bars represent top 10 most significantly enriched motifs. Within-bar lettering represents position-weight matrix of TF-associated motifs.
- (G) Volcano plot of TOBIAS footprinting analysis across **core** binding-associated ATAC peaks in differentiating myoblasts  $\pm$ dox (24 h diff.). Each point represents a TF footprint, x-axis shows mean TFBS log<sub>2</sub> fold change in footprinting ( $\pm$ dox), y-axis shows  $-\log_{10}(p)$ . Dashed lines indicate quantile-based cutoffs; labeled TFs are the strongest differential hits.
- (H) Volcano plot of TOBIAS footprinting analysis across **expanded** binding-associated ATAC peaks, as in (G).

**FIG-S7**

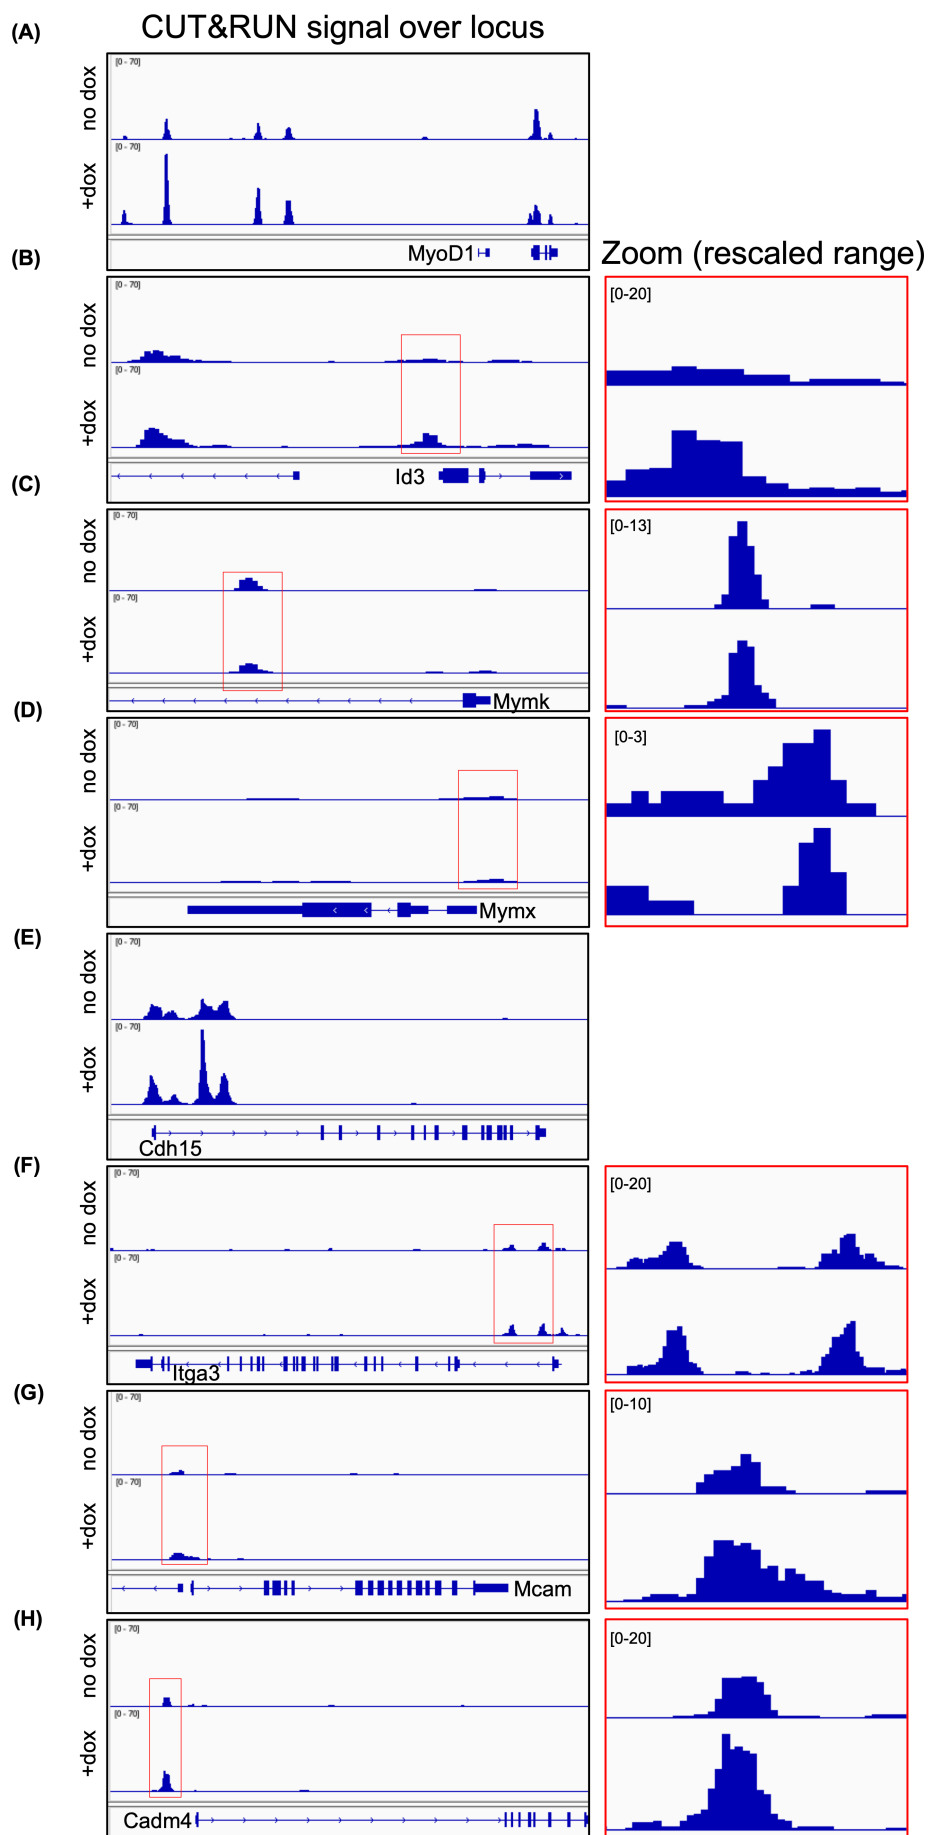

## Supplementary Figure 7

Example IGV tracks of Halo-MyoD1 CUT&RUN  $\pm$ dox coverage at known targets and adhesion-related genes, including rescaled zoom for low occupancy targets.

- (A) MyoD1 CUT&RUN coverage over the *MyoD1* locus (top lane is no dox, bottom is +dox)
- (B) Coverage over *Id3* locus
- (C) Coverage over *Mymk* locus
- (D) Coverage over *Mymx* locus
- (E) Coverage over *Cdh15* locus
- (F) Coverage over *Itga3* locus
- (G) Coverage over *Mcam* locus
- (H) Coverage over *Cadm4* locus

FIG-S8

(A)

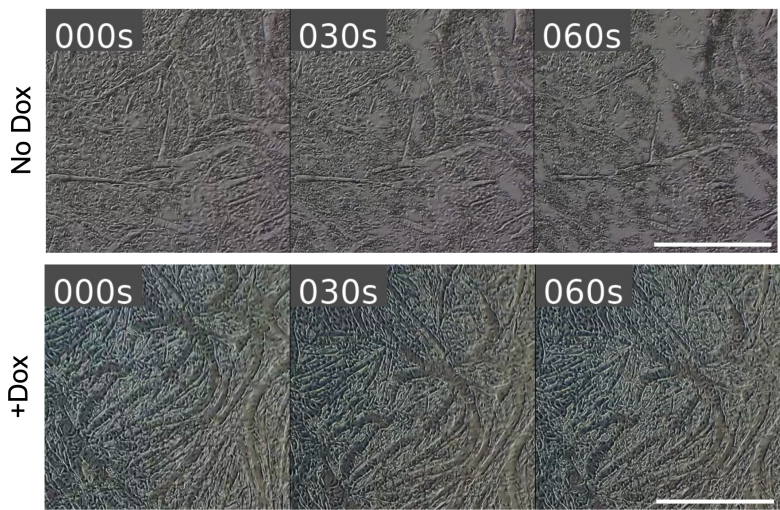

(B)

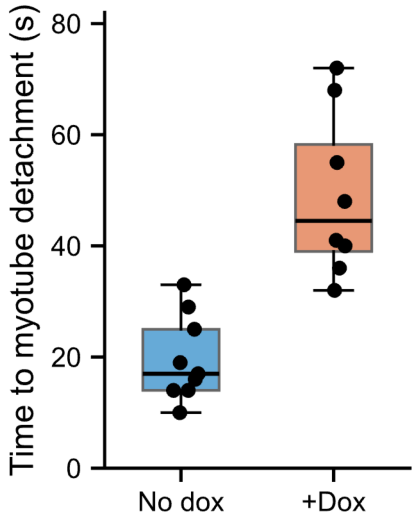

(C)

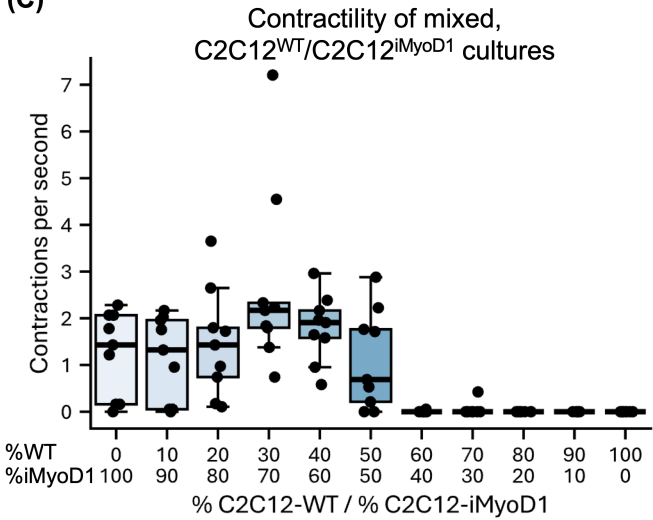

### Supplementary Figure 8

- (A) Snapshots of timelapse of trypsin treatment of C2C12<sup>iMyoD1</sup> cultures treated  $\pm$ dox and differentiated for 120 h. Scale bar represents 200  $\mu$ m.
- (B) Quantification of (A), representing the time to initial myotube detachment after trypsin treatment addition. Dots represent  $\geq 8$  technical well replicates over 3 biological replicates.
- (C) Optical flow contraction measurement quantification of mixed C2C12<sup>iMyoD1</sup>/C2C12<sup>WT</sup> cultures treated +dox and differentiated 144 h. Dots represent 9 well replicates across 3 biological replicates.

**FIG-S9**

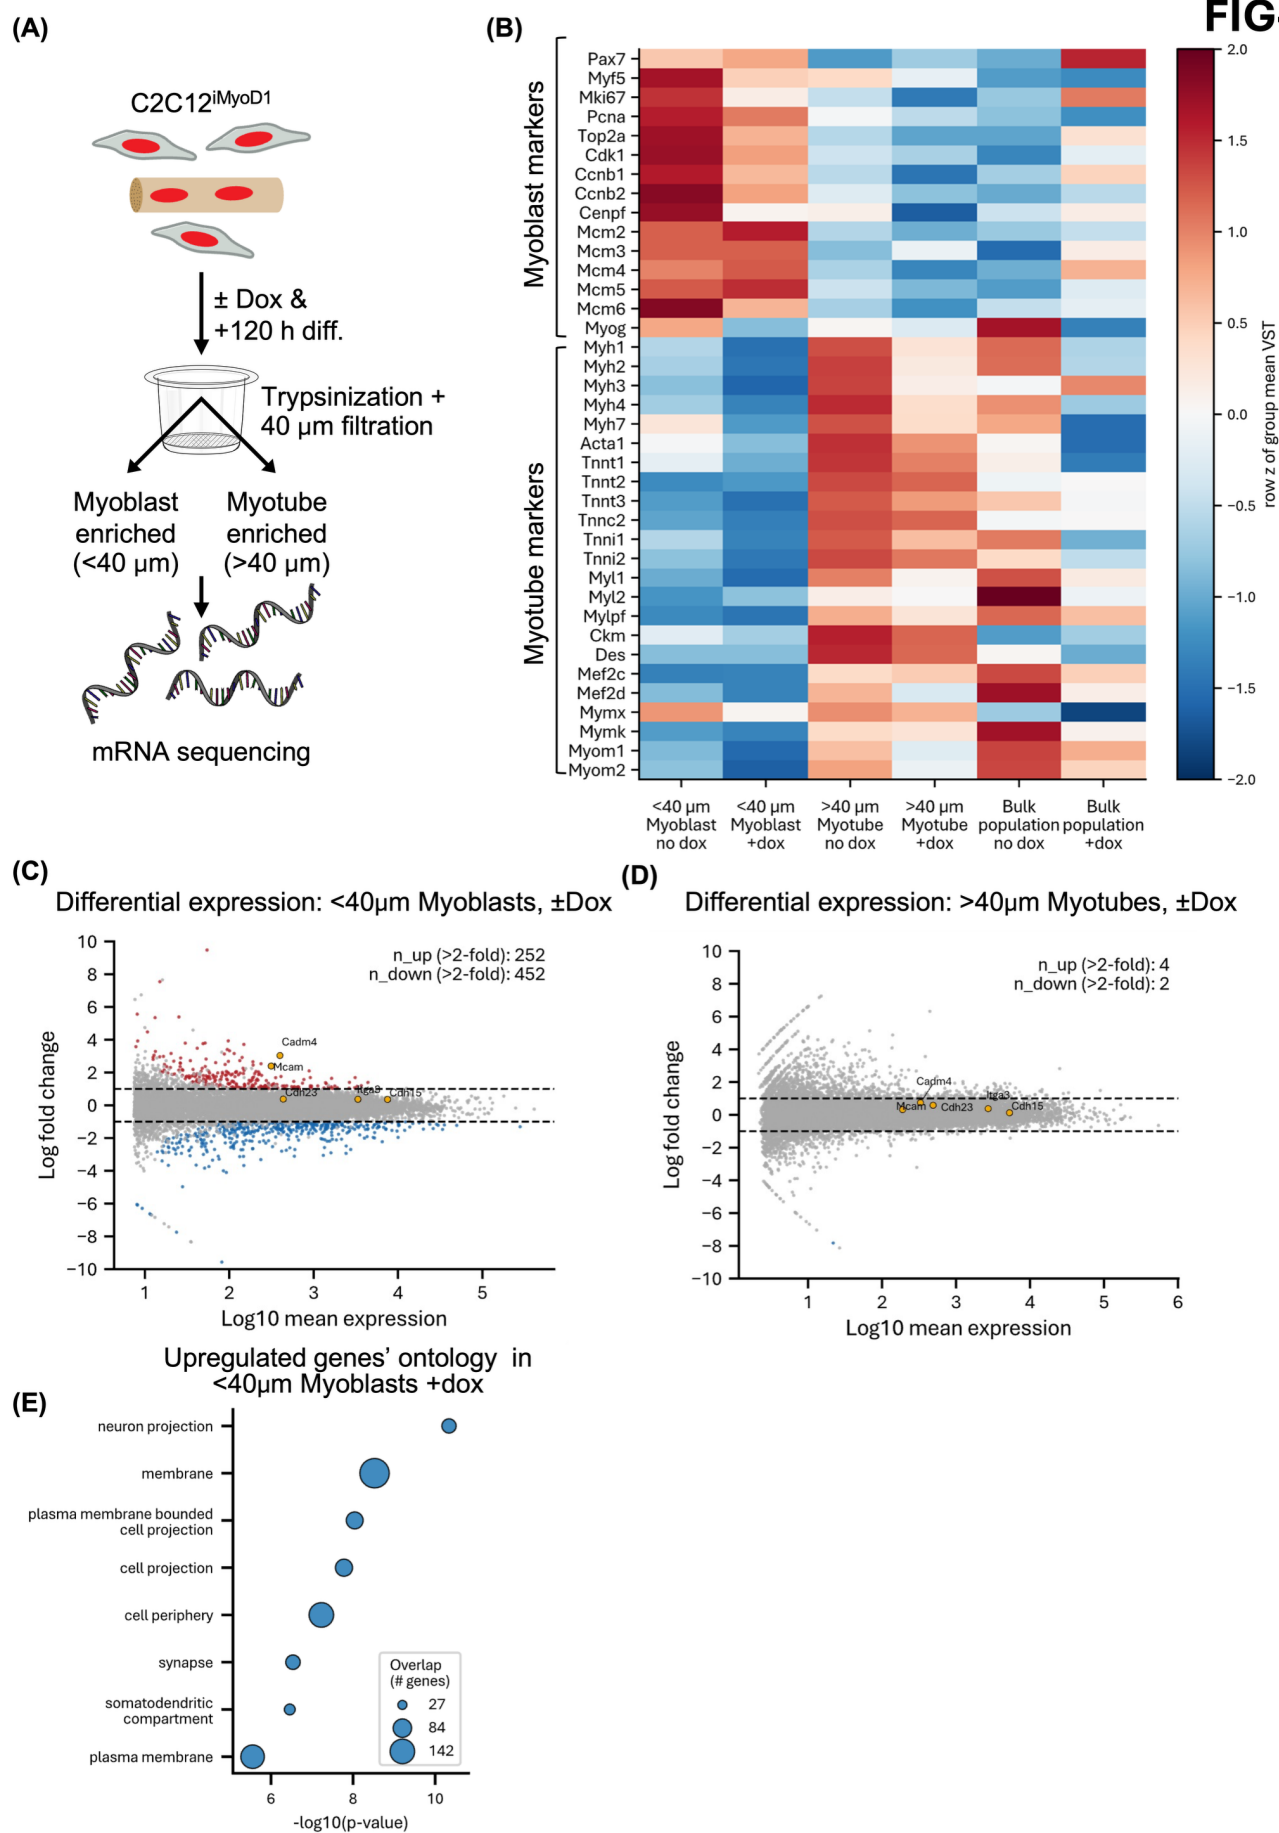

## Supplementary Figure 9

- (A) Schematic describing mRNA sequencing of C2C12<sup>iMyoD1</sup> following 120 h differentiation  $\pm$  dox treatment and filtration. Red cells represent C2C12<sup>iMyoD1</sup>, red nuclei in tan fibers represent myotube-fused nuclei. Myotubes were trypsinized and filtered through a 40  $\mu$ m cell strainer, to generate a myoblast-enriched fraction (flowthrough) and myotube-enriched fraction (retentate).
- (B) Heatmap of myogenic cell state marker gene expression in fractionated 120 h differentiated C2C12<sup>iMyoD1</sup> cultures. Cultures were separated into <40  $\mu$ m myoblast-enriched and >40  $\mu$ m myotube-enriched fractions, with or without dox treatment, and compared to a 120 h bulk population. Rows and annotations show curated proliferative/myoblast-like and myotube marker genes. For each gene, VST-normalized RNA-seq expression was averaged across biological replicates within each group and then row z-scored across the displayed 120 h groups. Red indicates higher expression relative to that gene's mean across groups, and blue indicates lower expression; values are capped at  $\pm 2$ . Columns are ordered as <40  $\mu$ m myoblast no dox, <40  $\mu$ m myoblast +dox, >40  $\mu$ m myotube no dox, >40  $\mu$ m myotube +dox, bulk population no dox, and bulk population +dox.
- (C) Gene expression log-ratio to average (MA) plot of filter-isolated C2C12<sup>iMyoD1</sup> myoblast-fraction  $\pm$  dox and 120 h differentiation. Red dots indicate significantly (p. adj<0.05) >2-fold upregulated genes. Blue dots indicate significantly (p. adj<0.05) >2-fold downregulated genes. Dashed lines represent a 2-fold change threshold. N\_up and N\_down represent the number of genes up/down-regulated as described above. Annotated genes represent adhesion-related candidates.
- (D) Gene expression log-ratio to average (MA) plot of filter-isolated C2C12<sup>iMyoD1</sup> myotube-fraction  $\pm$  dox and 120 h differentiation, as in (C).
- (E) Cell compartment gene ontology analysis of significantly + dox upregulated (adj. p <0.05, 2-fold) genes in dox-treated C2C12<sup>iMyoD1</sup> myoblast fraction.

# FIG-S10

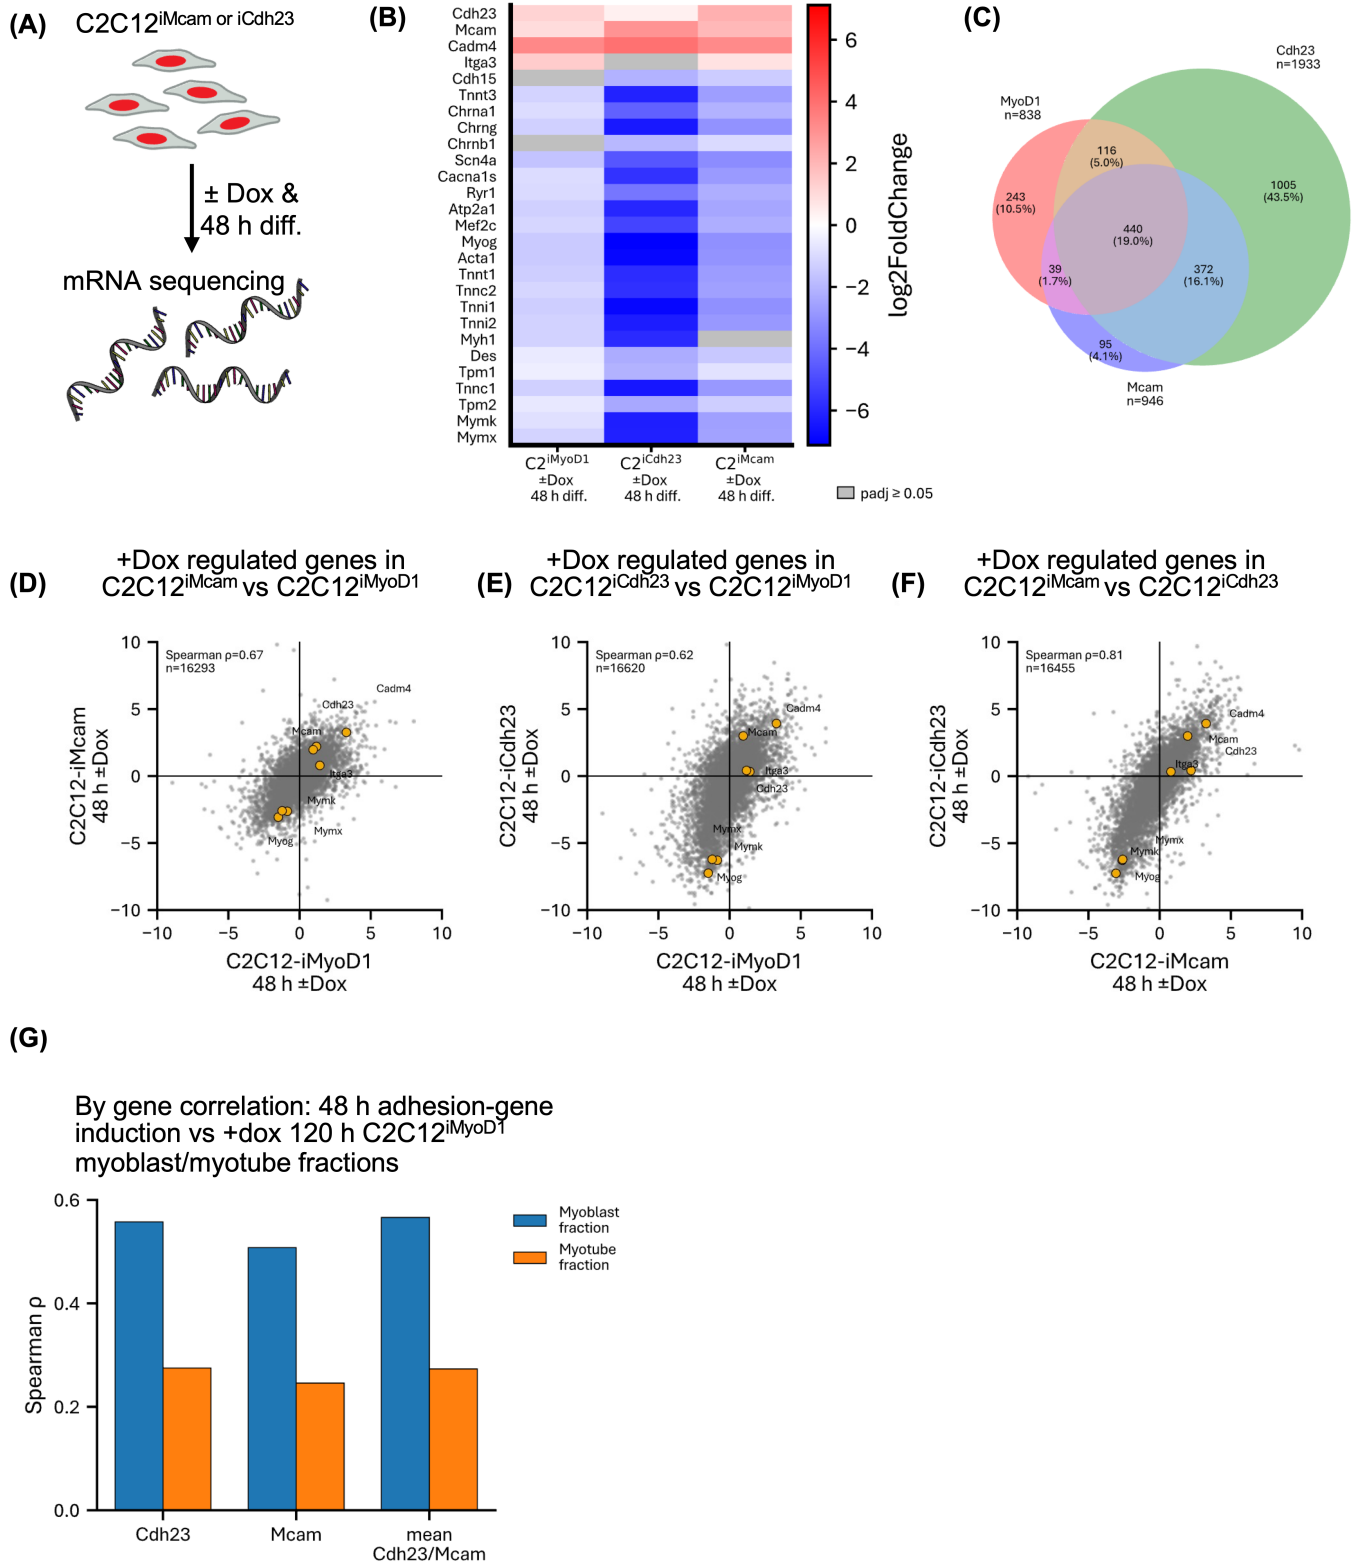

## Supplementary Figure 10

- (A) Schematic describing mRNA sequencing of C2C12<sup>iMcam</sup> or C2C12<sup>iCdh23</sup> following 48 h differentiation  $\pm$  dox treatment. Red cells represent C2C12<sup>iMcam/Cdh23</sup>.
- (B) Heatmap of DESeq2 log<sub>2</sub> fold-change values for a curated set of adhesion, myogenic differentiation, and fusion-related genes. Columns show within-cell-line comparisons of 48 h differentiated cultures treated with dox versus no dox in C2C12<sup>iMyoD1</sup>, C2C12<sup>iCdh23</sup> and C2C12<sup>iMcam</sup>. Cells are colored by DESeq2 log<sub>2</sub> fold change for genes with significant differential expression between the indicated conditions; grey cells indicate non-significant changes. Red indicates higher expression with dox treatment, while blue indicates lower expression with dox treatment. Significance was defined as Benjamini-Hochberg adjusted  $p < 0.05$ .
- (C) Three-way Venn diagram showing overlap among genes significantly upregulated following dox induction in C2C12<sup>iMyoD1</sup>, C2C12<sup>iCdh23</sup>, and C2C12<sup>iMcam</sup>. Upregulated genes were defined as log<sub>2</sub> fold-change  $> 1$ ,  $p_{adj} < 0.05$ . Annotations indicate the number and percentage of upregulated genes.
- (D) Gene-wise comparison of transcriptional responses to MyoD1 and Mcam induction. Scatterplot shows log<sub>2</sub> fold-change values for +dox versus no dox treatment in C2C12<sup>iMyoD1</sup> cells and C2C12<sup>iMcam</sup> cells after 48 h differentiation. Each point represents one gene, labeled points indicate selected candidate adhesion, fusogen, and myogenic regulator genes. Spearman correlation coefficient and number of genes, annotated in top left.
- (E) Gene-wise comparison of transcriptional responses to MyoD1 and Cdh23 induction, as in (D).
- (F) Gene-wise comparison of transcriptional responses to Mcam and Cdh23 induction, as in (D).
- (G) Spearman correlation between 48 h adhesion-gene induction and 120 h fractionated C2C12<sup>iMyoD1</sup> transcriptional responses. Bars show Spearman  $\rho$  values comparing gene-wise +dox versus no dox log<sub>2</sub> fold-changes from 48 h C2C12<sup>iCdh23</sup>, C2C12<sup>iMcam</sup>, or the mean Cdh23/Mcam response to gene-wise +dox versus no dox log<sub>2</sub> fold-changes from 120 h C2C12<sup>iMyoD1</sup>  $<40 \mu\text{m}$  myoblast-enriched or  $>40 \mu\text{m}$  myotube-enriched fractions.

#### Supplementary Video 1

- (A) Real-time phase-contrast microscopy time-lapse of C2C12<sup>iMyoD1</sup> cells  $\pm$  dox and 144 h of differentiation.

#### Supplementary Video 2

- (A) Real-time phase-contrast microscopy time-lapse of C2C12<sup>iCadm4</sup>, C2C12<sup>iCdh15</sup>, C2C12<sup>iCdh23</sup>, C2C12<sup>iItga3</sup>, and C2C12<sup>iMcam</sup> cells  $\pm$  dox and 216 h of differentiation.

How the deposited data were processed for this re-analysis (not part of the article)

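RNA-seq of dox-inducible C2C12 lines was analysed: C2C12 iMyoD1 at 0, 24, 48 and 120 h as whole cultures, its myoblast-enriched and myotube-enriched fractions at 120 h, and C2C12 iCdh23 and C2C12 iMcam at 48 h, each with and without dox. All 47 deposited libraries in 16 groups were used, with 3 biological replicates per group and 2 in the myoblast-enriched group with dox. The CUT&RUN, ATAC-seq, imaging and gene ontology data of the study were not analysed here.

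The authors aligned and quantified the reads with nf-core/rnaseq 3.18.0 and tested genes with DESeq2. They deposited 3 tables of salmon's estimated counts, with 12, 23 and 12 libraries, 109617 transcripts and 45706 genes each. Between 30.97% and 34.36% of the values were not whole numbers, and no scaling to depth or length was found in them. The methods do not name the RNA-seq genome or annotation. GENCODE vM21 on GRCm38 matched 98.72% of the transcripts, and it was used for positions, transcript lengths, GC content and overlaps between genes.

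Estimated counts were summed per gene symbol and rounded. The total per library was between 15066338 and 50950674, with a median of 22837926. Reads were not grouped by molecular identifiers, so confidence intervals and floors cover counting error only. A gene with at most 3 counts in every library of a group was treated as at the floor, and a fold change against such a group is given as a lower bound. Levels are CPM with TMM factors computed over all libraries.

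Each comparison used the 2 groups compared and edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment. A gene counted as changed at an adjusted p under 0.05 and a fold change over 2, the criterion of the paper's figures. Standard errors of log2 fold changes were derived from the F statistic. Differences between dox effects at 24 and 0 h, and between the fractions, were tested as interactions. With 3 libraries against 3, no exact permutation test of a single value can go below p = 0.1, so tests fitted across all genes were used.

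Overlaps of calls are given with Wilson 95% confidence intervals and with the share among the genes tested. Where 2 comparisons share libraries, libraries with no dox effect were simulated over 20 draws. Gene sets were tested with camera (preset correlation 0.01) and fry in limma 3.58.1. The comparisons, their tests, the sets, the rule for naming genes and the alternatives listed below were fixed before the data were examined, and alternatives chosen later are marked so. The sets were the 22 genes of Fig. S4A, the 23 myotube and 14 proliferative markers of Fig. S9B, 21 sarcomere genes among these, adhesion families by gene symbol, 18 targets of the stress factor ATF4 as a marker of a doxycycline effect on mitochondria, and the 5 adhesion candidates. Named genes are those the paper names in claims about RNA, and in each comparison the 3 genes with the largest log2 fold change in each direction among those with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between groups. Single members of a set are also named where they are its extremes, a choice made after their values were seen. Expression deciles, rank correlations of log2 fold changes across genes and differences of medians were computed as described with the results.

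Alternatives were DESeq2 1.42.0, RLE normalization, no low-count filter, a fit with all groups of the deposited tables, replicate number as a covariate, each library left out in turn, no threshold on the fold change for overlaps, other definitions of the deciles, genes over 10 CPM for correlations, and fry or an estimated correlation for gene sets. The tests were tested on simulated data, drawn from the dispersion of untreated libraries alone, those at 0 h unless a fraction is named. With 200 genes changed 4-fold, edgeR recovered 200 with 0 false calls and DESeq2 197 for 3 libraries against 3, edgeR recovered 196 with 11 false calls for the 2 libraries against 3 of the myoblast-enriched fraction and 181 with 7 false calls in the myotube-enriched fraction, and the interaction test recovered 198.

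The replicate numbers were checked as pairs by correlating the residuals of libraries that share a number. The correlation was over 0.1 in every pair for C2C12 iMcam (0.291 to 0.464), for the fractions without dox (0.162 to 0.474) and for the 2 pairs of the myoblast-enriched fraction (0.341 and 0.496), and not in the other comparisons. Since no record of pairing exists, the number was used only as an alternative. Across 46 pairs of libraries of one group, the chi-square per gene between replicates was between 2.95 and 377.48, so none was a copy of another. Scripts ran in Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9) and R.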

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

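The tests of GC content and library size below were chosen after the results were seen, while the splits of the libraries were set beforehand.

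The dox effect differed between 24 h and 0 h for 4922 of 14448 genes at an adjusted p under 0.05 of the interaction (edgeR's quasi-likelihood test), 1926 of them with a larger and 2996 with a smaller log2 fold change at 24 h, and 6282 genes had an unadjusted p under 0.05. The paper compares the time points by overlap and reports no test of this difference. The count was 4629 with DESeq2 and between 4229 and 4985 with each library left out. Of 100 splits of the libraries within each time point, 1, the real one, gave as many genes, and the highest other split gave 4443, with a median of 0. A split that keeps the labels at 1 time point leaves that dox effect in the interaction, so high counts among the other splits follow from their construction. All 4 groups came from one deposited table with the same processing. Dox was given in growth medium at 0 h and in differentiation medium at 24 h, a difference that the design names, and a shift of the untreated libraries at 24 h would also enter every one of these genes. These were not separated by a test.

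The dox effect on *Itga3* differed between 24 h and 0 h by 1.46 on the log2 scale (standard error 0.0674, edgeR adjusted p = 1.36e-10), since *Itga3* fell with dox at 0 h and rose at 24 h, with no overlap between the groups at either time. Among the other candidates, the differences were 2.27 for *Cdh23* (adjusted p = 0.000911), 1.39 for *Mcam* (2.04e-05), 1.25 for *Cadm4* (2.56e-06) and 0.15 for *Cdh15* (0.135). Without dox *Itga3* fell from 397 ± 1.77 CPM (SD, n = 3) at 0 h to 55.2 ± 1.75 CPM (SD, n = 3) at 24 h, so a change of its starting level and a change of the response were not separated. No technical explanation particular to this gene was tested, and no gene overlaps it on the opposite strand in the annotation.

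In the whole cultures at 120 h, 2196 of 13628 genes changed with dox, 997 up and 1199 down, a comparison for which the paper gives no count. *Mcam* had a log2 fold change of 4.14 (standard error 0.254, edgeR adjusted p = 3.29e-06), *Cadm4* of 3.60 (standard error 0.228, adjusted p = 3.91e-06) and *Slc17a7* of 4.29, and *Akr1b7* had the largest fall, -10.27 (standard error 0.367). Over all genes 3 of the 5 candidates passed, and 5 passed adjusted over the list alone, where *Cdh15* fell. With DESeq2, *Cdh15* and *Cdh23* also passed over all genes (adjusted p = 0.0152 and 0.0224). Their edgeR adjusted p-values were 0.0102 and 0.0241 without the low-count filter, and 0.0196 and 0.0113 with all groups in 1 fit. *Myod1* fell from 277 ± 41.8 to 90.7 ± 8.54 CPM (SD, n = 3 each). The real split was 1 of the 10 splits of the libraries with as many genes, and 10 splits cannot give a share under 10%. The tables argue against GC content and transcript length as the cause, since 87.2% of the genes (1914) were still called after each library was corrected for both, with 1094 up and 1078 down. They argue against library size, since the ratio of the median totals was 1.034 and their ranges overlapped. The counting of these libraries appears to differ from the others (see the genes on opposite strands among the other observations), but it is shared by both groups. The 22 panel genes had a median of -0.76 and the 14 proliferative markers of 0.64, so a change in the share of myotubes and a change within cells remain open and were not tested against each other.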

How the results depend on the processing

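Alternatives marked below as chosen after the data were seen are the leaving out of a replicate number from both groups, the removal of genes overlapped on the opposite strand, each library left out in turn for the correlations between lines, and the dox comparison at 24 h for the deciles. Of 1673 values under alternatives, 1512 kept their direction, side of the threshold or size, for 62 main and 107 other results. 25 main results were unchanged under every alternative run for them. RLE normalization changed 0 of 162 results, genes over 10 CPM changed 0 correlations, and no named gene reversed its direction. Where no cause is given below, the cause was not tested.

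The comparisons of the fractions depended most on the setting. With DESeq2, the myoblast-enriched fraction had 262 genes up and 463 down with dox, the myotube-enriched fraction 1 up and 1 down, the myotube-enriched against the myoblast-enriched fraction 410 up and 71 down, and the interaction of dox and fraction 2 genes. Without the low-count filter the first had 365 up and 591 down, the second 1 down and the third 322 up and 43 down. With all groups in 1 fit the myoblast-enriched fraction had 1 gene up and 0 down, and the fractions without dox differed in 123 up and 16 down. With replicate number as a covariate there were 429 up and 679 down, and 322 up and 158 down; this covariate changed no other count, and besides the calls of *Mymx*, *Itga3* and *Cdh15* in the myoblast-enriched fraction, *Itga3* in C2C12 iCdh23 the proliferative markers between the fractions without dox under fry and the sets named below it changed no other call. Across the fits that each left out one library, the myoblast-enriched fraction had from 0 to 177 genes up and from 0 to 341 down, where the 0 came without untreated replicate 3, and the fractions without dox differed in from 0 to 206 genes up and from 0 to 27 down. Leaving any replicate number out of both myotube-enriched groups, chosen after the data were seen, left 0 genes.

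Overlap shares with the differentiation intervals rose without a fold-change threshold to 18.72%, 48.82% and 29.17%. The share at 48 h shared with C2C12 iCdh23 or C2C12 iMcam did not rise under this setting (70.9%, against 72.66%). The share of dox-up genes also up from 0 to 24 h was 4.88% without the low-count filter and 5.94% with all groups in 1 fit, and the share at 48 h shared with C2C12 iCdh23 or C2C12 iMcam was 67.5% without the filter. At 0 h, the decile with most genes up was 4 with length-scaled deciles and 1 over filtered genes, and that with most genes down was 2 over filtered genes, where deciles hold tested genes only. For dox at 24 h, chosen after the data were seen, that with most genes down was 10. Correlations with DESeq2 were 0.487 (C2C12 iCdh23 against C2C12 iMyoD1), 0.515 (C2C12 iMcam against C2C12 iMyoD1), 0.645 (the 2 lines against each other) and 0.435 (their mean against the myoblast-enriched fraction), and without the filter 0.474, 0.50, 0.626 and 0.431, both of which include genes with few counts. With each library left out in turn, chosen after the data were seen, 2 of 12 correlations of C2C12 iCdh23 and 2 of 12 of C2C12 iMcam with C2C12 iMyoD1 came within the error of the paper's value. Differences of medians for genes up from 24 to 48 h were 0.088 at 0 h with DESeq2, and 0.10 at 0 h and 0.40 at 24 h without the filter.

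For gene sets, an estimated correlation left these medians short of the threshold: the panel at 0 h (0.86), at 48 h (-1.23), in C2C12 iCdh23 (-6.06) and in C2C12 iMcam (-2.63), the adhesion families at 24 h (0.46), the stress genes at 48 h (-1.26) and in C2C12 iMcam (-0.49), and the sarcomere genes from 48 to 120 h (0.21). Under fry these passed: the adhesion families at 0 h (0.007), at 48 h (-0.32), in the whole cultures at 120 h (-0.11), in C2C12 iCdh23 (-0.57) and from 48 to 120 h (0.18), the panel at 24 h (0.37) and from 0 to 24 h (0.12), and the sarcomere genes from 0 to 24 h (-0.18). Sets that no longer passed under fry in the myoblast-enriched fraction were the panel (-0.343), the sarcomere genes (-0.427) and the stress genes (-1.625). In the myotube-enriched fraction they were the panel (-0.048), the sarcomere genes (-0.006), the proliferative markers (-0.219) and the stress genes (-0.165). With the covariate the panel at 24 h (0.39) and the stress genes in C2C12 iCdh23 (-1.55) passed. Of 11 comparisons, the sets passing with an estimated correlation were 1 for the panel, 2 for the sarcomere genes, 4 for the proliferative markers and 4 for the stress genes, against 9, 8, 10 and 10 with the preset one, and the adhesion families passed in 8 under fry against 3. Across the fits without one library, the medians ran from -0.038 to 0.044 for the adhesion families at 0 h, from 0.27 to 0.40 for the panel at 24 h and from -2.61 to -0.61 for the stress genes in C2C12 iCdh23. The first changed sign without a change of call, and the other calls changed. Medians that changed sign in the myotube-enriched fraction ran as follows: the panel from -0.458 to 0.306, the sarcomere genes from -0.390 to 0.328, the proliferative markers from -0.619 to 0.082, the adhesion families from -0.211 to 0.041 and the stress genes from -1.561 to 0.450. Among the values of other results, 82 changed, 45 weaker, 21 stronger, 6 moved and 10 reversed, the reversed ones coming from these 5 sets.

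Depth limits the genes with few counts: *Myog* and *Mymx* at 0 h were not testable.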

Differences from the paper's values

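In the myoblast-enriched fraction 260 genes fell with dox against the paper's 452. Of 8 alternatives set before the data were examined, DESeq2 came nearest (463). The next nearest were without untreated replicate 1 (341), without untreated replicate 2 (332) and without the low-count filter (591), and the others lay further away. The paper's tool is DESeq2.

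For the myotube-enriched fraction, 0 genes rose against the paper's 4, and 0 fell against the paper's 2. None of the 11 alternatives set before the data were examined closed the gaps; the nearest were DESeq2 (1 up and 1 down) and no low-count filter (1 down).

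From 24 to 48 h, 39.69% of the dox-upregulated genes also rose, against the paper's 16%. None of the 6 alternatives closed the gap, with shares between 38.72% and 48.82%. The number of genes up from 24 to 48 h was 2706 against the paper's about 1400 in Fig. S4B, read by eye as a sum. None of 11 alternatives closed this gap, with counts between 2691 and 3360.

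The decile with the largest share of genes down with dox at 0 h was 5 against the paper's 10. None of the 3 alternatives set before the data were examined closed the gap. The paper names no time point for this value. With dox at 24 h, an alternative added later, the largest share lay in decile 10 (16.2%, with 15.8% in decile 5; 17.5% and 13.8% with counts divided by transcript length), which closes the gap.

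The Spearman correlations were 0.708 for C2C12 iCdh23 against C2C12 iMyoD1 (the paper's 0.62), 0.790 for C2C12 iMcam against C2C12 iMyoD1 (the paper's 0.67) and 0.890 for C2C12 iCdh23 against C2C12 iMcam (the paper's 0.81). None of the 4 alternatives set before the data were examined closed any of these gaps, with values from 0.474 to 0.728, from 0.50 to 0.817 and from 0.626 to 0.911. Leaving out each library in turn, an alternative added later for these correlations, closed the first gap without untreated replicate 3 of C2C12 iCdh23 (0.654) and without dox replicate 1 of C2C12 iMyoD1 (0.671), and the second without untreated replicate 3 of C2C12 iMcam (0.733) and without dox replicate 1 of C2C12 iMyoD1 (0.743). It did not close the third (0.866 to 0.898).

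The median dox effect of genes up from 24 to 48 h differed from that of other genes by 0.076 at 0 h against the paper's about -0.07 in Fig. S4D, read by eye, and by 0.32 at 24 h against the paper's about -0.13 in Fig. S4D, read by eye. None of the 4 alternatives closed either gap.

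The log2 fold change of *Cdh23* with dox at 24 h was 3.64 against the paper's about 1.7 in Fig. 4B, read by eye, and none of 11 alternatives closed the gap (3.35 to 4.08). For *Itga3* it was 1.27 against the paper's about 1.2 in Fig. 4B, read by eye, a gap that closed with all groups in 1 fit (1.23), without dox replicate 1 (1.251) and without untreated replicate 3 (1.249), and not with the other alternatives.

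The paper states that genes changed by differentiation lie mainly in the highest expression deciles. Deciles 7 to 10 held 45.5% of genes up and 47.5% of genes down, with the largest share in decile 5 for both. With counts divided by transcript length, the largest share of genes up lay in decile 6 (14.8%, with 14.2% in decile 5). That of genes down stayed in decile 5 (23.7%). The paper states that genes induced from 24 to 48 h are lowered by dox, and they were raised relative to other genes here. It states that dox in growth medium does not induce the myogenic panel or *Mymk*, whereas the panel had a median log2 fold change of 0.86 and *Mymk* of 2.19. These changes were small beside the panel's median rise of 8.36 from 24 to 48 h without dox. In growth medium, *Mymk* went from 0.275 to 1.32 CPM, and camera with an estimated correlation gave an adjusted p of 0.255 for the panel. *Myog* and *Mymx* could not be tested there. The paper lists *Itga3* as dox-upregulated, which held at 24 h, and its log2 fold change at 0 h was -0.24.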

Other observations

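The splits of the libraries, the simulation of shared controls, the noise simulation and the stress-gene test were set before their results were seen, and the other tests below were chosen after. The reading of 1 test, that of a shift of the 24 h untreated libraries, was revised after its value was known. The simulation of shared controls was replaced after a first version had been seen, because that version left out the sampling error of the shared libraries.

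For the comparisons of 3 libraries against 3, splits of the 6 libraries were counted. The real split was 1 of 10 with as many genes changed for dox at 0, 24 and 48 h, dox in the whole cultures at 120 h, dox in C2C12 iCdh23, dox in C2C12 iMcam, each of the 3 differentiation intervals and the fractions without dox, and 10 of 10 for dox in the myotube-enriched fraction, where the real count was 0. There, the split that exchanged the libraries of replicate 2 gave 28 genes and the other splits 0. With 10 splits no share can be under 10%.

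The dox effects at 24 h ran opposite to the change from 0 to 24 h. Shared control libraries alone do not account for this, since unchanged simulated libraries gave a correlation of -0.075 against the observed -0.519. A real shift of the untreated libraries at 24 h, such as faster differentiation in that group, would move both comparisons. The dox effects at 48 h, which share no library with the interval, had a correlation of -0.026 with the change from 0 to 24 h. This was first read as speaking against such a shift, but it is what such a shift predicts. Of the other dox comparisons that share no library with the interval, that in the whole cultures at 120 h had a correlation of -0.29, which a shift of the 24 h libraries does not give, and those in the fractions, C2C12 iCdh23 and C2C12 iMcam had correlations of 0.036, 0.071, -0.01 and -0.059. Opposition to the early change was thus also found outside 24 h, but not at 48 h, and for the 24 h comparison itself a shift of its untreated libraries and an effect of dox cannot be told apart.

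In the whole-culture libraries at 120 h, *Scand1*, *Rpgrip1*, *Ccdc85b*, *Gm17275*, *Gm26751*, *Gm26825* and *Gm37401* were under 0.3 CPM in all 6 libraries and above 5 CPM in the other 41, and *Gm10163* was the reverse. All 7 of the absent genes overlap a gene on the opposite strand, as do 16.7% of all genes. A candidate explanation is that these libraries alone were counted with strand information. Of 99 genes covered for at least 50% by a gene at least 10 times as abundant on the opposite strand, 93.9% fell by more than 2-fold from 48 to 120 h, against 18.5% of all genes, with a median log2 fold change of -7.02 and a median of 0.13 from 24 to 48 h. A change of the cells is argued against, since the same genes differed by a median of -0.14 between the myoblast-enriched fraction at 120 h and the cultures at 48 h. The genes changed from 48 to 120 h therefore include this difference, while comparisons within a time point do not. Of the genes ranked highest from 48 to 120 h, *Gm17275* was at least 1560-fold lower at 120 h, and its count is uncertain for this reason.

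*Pcdh9* was at 14.1 CPM or more in all 12 libraries of 0 and 24 h and at most 0.13 CPM in the other 35. Time and deposited table are confounded there, and no explanation was tested.

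Among the myotube-enriched libraries, the difference between dox and untreated libraries of replicate 2 had a correlation of -0.429 with the dox effects at 48 h, against 0.493 and 0.522 for replicates 1 and 3, and of -0.654 with those in the whole cultures at 120 h, against 0.077 and 0.531. A candidate explanation is that the labels of replicate 2 were exchanged in this fraction. A culture that did not respond is argued against, since the genes up with dox at 48 h were higher in the untreated replicate 2 library than in the higher of untreated replicates 1 and 3 by a median of 0.608 on the log2 scale. Uneven purity of the fractions is argued against, since over 7252 genes with little difference between the fractions the correlation of replicate 2 was still -0.41, against 0.467 and 0.513. No record of the samples was available to decide, all values are given as labelled, and no value was recomputed with other labels apart from the splits above.

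The response of C2C12 iCdh23 and C2C12 iMcam correlated less with the myotube-enriched than with the myoblast-enriched fraction. Larger independent error per gene is argued against as the only cause, since the myoblast-enriched effects with the error of the other fraction added gave 0.502 (SD 0.00491 over 100 draws, 13224 genes), above the observed 0.326. An error shared by all genes of a library, such as exchanged labels, is not covered by this test and may lower the correlation. A difference between the fractions thus remains untested by it.

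Doxycycline can inhibit mitochondrial translation, which raises targets of ATF4. At 48 h, the 18 stress genes had median log2 fold changes with dox of -1.26 in C2C12 iMyoD1 (0 of 18 higher, camera adjusted p = 4.73e-15), -2.21 in C2C12 iCdh23 (1 higher, 0.0672) and -0.494 in C2C12 iMcam (4 higher, 0.0175). A rise of the median was thus found in none of the 3 lines. Without dox, however, the median change of these genes was 3.1 from 0 to 24 h and -1.945 from 24 to 48 h. Dox also lowered the myogenic panel in all 3 lines, so a rise through ATF4 could be masked by changed differentiation. The test therefore does not decide whether this effect of doxycycline contributed to the shared response. With dox, the median of the stress genes was -0.42 at 0 h, -0.79 at 24 h and -3.03 in the whole cultures at 120 h. The list describes this one pathway. The RNA-seq analysed here holds no line without a transgene, so other effects of dox on RNA stay open. The 14 proliferative markers had medians of -0.29 at 0 h, -0.28 at 24 h, -1.03 at 48 h, -3.92 in C2C12 iCdh23 and -2.27 in C2C12 iMcam with dox, and of -0.49 in the myoblast-enriched fraction.

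*Cdh23* was higher in C2C12 iCdh23 than in C2C12 iMcam without dox by 5.65 on the log2 scale (standard error 0.227, edgeR adjusted p = 0.000283). Exchanged dox labels are argued against, since 99.5% of the 1319 genes down with dox in C2C12 iMcam were also lower with dox in C2C12 iCdh23. Other cells among the libraries are argued against, since 2 genes, *Cdh23* included, were as far above C2C12 iMcam, and 20 genes were higher and 28 lower at an adjusted p under 0.05. Expression of the transgene without dox is a hypothesis that stays open, and the counts do not separate transgene from endogenous reads.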
